# Regulation of feather length: FGF/IGF signaling and NOTCH/YAP modulation of progenitor cell topology

**DOI:** 10.1126/sciadv.adw2382

**Published:** 2025-08-22

**Authors:** Ping Wu, Federico Bocci, Christian F. Guerrero-Juarez, Chih-Kuan Chen, George Wang, Tzu-Yu Liu, Jiayi Lu, Shu-Man Hsieh Li, Yung-Chih Lai, Ting-Xin Jiang, Randall B. Widelitz, Ming-Xing Lei, Arthur D. Lander, Qing Nie, Cheng-Ming Chuong

## Abstract

The regulation of organ size is a fundamental biological question. This study investigates how feather length is regulated in chickens. We found that collar bulge stem cell zones vary in size: main sickle > lesser sickle > contour feathers. During growth, *IGF* and *FGF9* signaling are highly expressed, while *BMP*, *WIF1*, and *FGF18* increase toward growth termination. Functional assays show that insulin-like growth factor/fibroblast growth factor signaling promotes feather elongation via tyrosine kinase receptor signaling. Single-cell RNA sequencing analysis reveals accelerated differentiation of keratinocytes in short contour feathers compared to long sickle feathers. In Phoenix chickens, superlong main sickle feathers exhibit specialized stem cell zones with enhanced *DLL1* expression and expanded intermediate-layer cell clusters with dynamic interactions involving *NOTCH1*/*DLL1*, *YAP1*, and WNT signaling in progenitor zones in the proximal follicle. Perturbation experiments induce short feather phenotypes arrested at various stages, shedding light on versatile regulatory mechanisms and paving the way for functional control of diverse feather lengths.

## INTRODUCTION

Organ size is regulated by both intrinsic and extrinsic mechanisms (*1*–*4*). A key aspect of this process is that organs can sense their size as they grow and adjust accordingly through cell growth and cell cycle progression (*5*). Intrinsic mechanisms involve genetic and epigenetic control over the synthesis and secretion of growth factors, which regulate cell proliferation and differentiation. Extrinsic factors, such as hormones (*5*, *6*), diet (*7*), and mechanical forces (*8*), also play a role in modulating organ size. Together, these factors shape organs during both development and regeneration. While pathways such as insulin-like growth factor (IGF) (*9*) and Hippo (*10*) have been shown to be involved in regulating organ size, much remains to be understood about how molecular signaling integrates with cellular interactions to achieve specific organ dimensions.

In mammalian hair, length is regulated by interactions among Wnt, IGF, bone morphogenetic protein (BMP), and fibroblast growth factor (FGF) pathways (*11*–*14*). These results show that Wnt and IGF signaling are active regulators for hair growth and BMP signaling acts as a negative regulator. FGF pathway members may act in different roles. For example, *FGF7* was demonstrated to effectively stimulate hair germ cells to proliferate and initiate a hair cycle (*15*). *FGF5* regulates hair length by modulating the anagen/telogen transition, and mutations in FGF5 lead to abnormally long body hairs in humans and mice (*16*, *17*).

Feathers evolved independently (*18*) and exhibit different lengths across a bird’s body surface, thus offering a valuable model to study size regulation (*19*). Avian feathers are complex skin appendages with diverse roles in insulation, communication, and flight (*20*). To fulfill these functions, feather length varies, adjusting over a bird’s lifetime in response to both intrinsic growth factors and extrinsic factors such as sex and season (*21*). Thus, they provide a valuable model to study the determinants of organ size.

In this study, we focus on the intrinsic regulation of feather length in dorsal contour and sickle feathers. In adult chickens, dorsal feathers gradually increase in length along the back (*22*). In adult male White Leghorn chickens (Fig. 1A and fig. S1), dorsal contour feathers average around 8 cm, whereas sickle feathers—long feathers located on the posterior back, just before the tail feathers—range from 10 to 36 cm, with the two longest, central feathers referred to as the main sickle feathers (Fig. 1A′). After molting or plucking, feathers at different locations can regenerate to their original length, suggesting that these follicles have a spatial “memory” that modulates molecular activity and the ratio of follicle components, thereby orchestrating feather length in a body position–specific manner. Some chicken breeds, such as the Phoenix chicken, have superlong main sickle feathers (Fig. 1, B and B′) and offer an opportunity to gain further insights into the regulation of feather length.

**Fig. 1.**
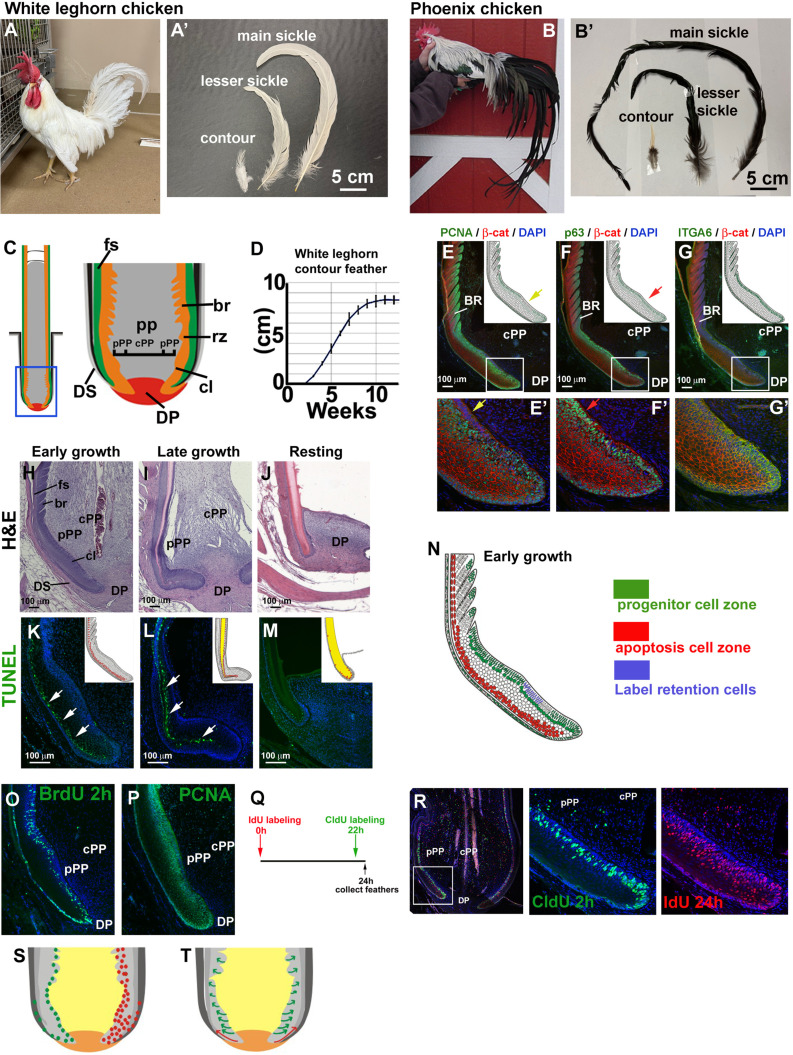
Feather follicle epidermal collar region includes progenitor cell, apoptotic, and differentiation cell zones. (**A**) Adult male White Leghorn chicken. (**A′**) Contour, lesser sickle, and main sickle feathers. (**B**) Adult male Phoenix chicken. (**B′**) Contour, lesser sickle, and main sickle feathers. Note the superlong main sickle feathers in Phoenix chicken. (**C**) Schematic drawing of a growth phase feather follicle. (**D**) Measuring length of White Leghorn chicken regenerating contour feathers. (**E** to **G′**) Immunostaining of an early growth phase contour feather follicle. [(E) and (E′)] PCNA; [(F) and (F′)] p63; [(G) and (G′)] ITGA6. All samples are costained with β-catenin (β-cat; red color). Yellow arrow in (E′) indicates the region negative of PCNA staining, which is equivalent to collar bulge stem cells. Red arrow in (F′) indicates the positive p63 staining region compared to (E′). Insets in (E) to (G) summarize the staining. (**H** to **J**) H&E staining of different stage contour feather follicles. (**K** to **M**) TUNEL staining of early growth, late growth, and resting phase contour feather follicles. White arrows indicate the apoptosis zone. Yellow color in epidermis indicates the keratinized epidermal structure. (**N**) Summary of progenitor cell zone, collar bulge stem cell zone, and apoptosis cell zone in a feather follicle. (**O** and **P**) Two–hour (h) pulse BrdU staining (O) shows narrower progenitor cell zone than PCNA staining (P). (**Q**) Strategy of double TA cell labeling. (**R**) Double TA cell labeling shows the 24-hour pulse has a wider band of positive cells (IdU, red color) than 2-hour pulse (CldU, green color). Middle: Two-hour CldU pulse. Right: Twenty-four–hour IdU pulse. (**S**) Schematic drawing summarizing the double TA labeling pattern. (**T**) The cell migration route revealed by the double TA cell labeling experiment. br, barb ridge; cl, collar; fs, follicle sheath; rz, ramogenic zone.

Measurements of feather length over time reveal that feather growth is determined by two key parameters: growth rate, represented by the slope of the growth curve, and growth period, defined by the duration before growth plateaus. The elongation of keratinocytes may also play a role in feather elongation, but, here, we will focus on the homeotic control of keratinocyte cell numbers. During the growth phase, the feather follicle consists of epithelial and mesenchymal components. The epithelial portion includes the collar, where feather progenitor cells proliferate, and the ramogenic zone, where branching differentiation occurs. Within the collar region, the collar bulge harbors epidermal stem cells, which generate transient-amplifying (TA) cells and differentiated cells during the growth phase (*23*). Over time, the epithelial components of the feather undergo progressive changes, with cells moving from the collar bulge toward the ramogenic zone along the proximal-distal axis (*24*). Eventually, the collar’s TA cells are depleted, marking the transition to the resting phase. At this point, epidermal stem cells descend to the papilla ectodermal region, where they remain until the next feather growth cycle begins (*23*, *25*). We hypothesize that this cyclic control relies on a balance of stem cells, TA cells, and differentiated cells, with dynamic shifts in growth factor signaling influencing the maturation pace of TA cells into differentiated cells. Furthermore, inhibitors may emerge at specific times to signal the end of the growth phase. We propose that the differing growth periods and proliferation rates in short and long feathers are governed by distinct homeostasis mechanisms of stem cells, TA cells, and differentiated cells, all critical to maintaining appropriate organ size (*26*).

In the present study, we investigated the molecular markers and cell clusters in feather collar regions using bulk RNA sequencing (RNA-seq) and single-cell RNA-seq (scRNA-seq). We performed a spatial localization study to identify the distribution of the cell clusters in feathers of different lengths. We found that feather length regulation is dynamic, differing in molecular interactions among cell clusters and in the time required for differentiation. Using replication-competent avian sarcoma virus (RCAS)–mediated functional perturbations, we identified two main strategies used to increase feather length: IGF/FGF function to increase the growth rate and Yes-associated protein (YAP)/NOTCH act to prolong the growth period.

## RESULTS

### Characterization of epidermal progenitor zones in feather collar regions

Normal feather growth includes initiation, growth, and resting phases (*24*, *25*). A White Leghorn chicken contour feather grows for around 9 weeks before entering the resting phase and becoming a fully keratinized mature feather. The architecture of a growth phase feather follicle includes the epidermal and dermal components (Fig. 1C). The epidermal component will develop and keratinize, generating the mature feather structure. The dermal components include the dermal papilla (DP), pulp (PP), and dermal sheath (DS). The peripheral PP (pPP) and feather epidermis interact directly, and vasculature within the central PP (cPP) supplies nutrients.

We wondered whether the feathers grow at a constant rate during their growth phase. To test this, we plucked resting phase contour feathers and measured feather length weekly. We observed that contour feathers grow at a nearly constant rate during the first 7 weeks and then slow down for 2 weeks until they reach the resting phase (Fig. 1D).

To examine feather follicle epidermal cell behavior, we detected progenitor cells within early growth phase contour feathers by immunostaining (Fig. 1, E to G). Both proliferating cell nuclear antigen (PCNA) and p63 staining showed that the feather epidermis cell proliferation zone is adjacent to the pPP (Fig. 1, E, E′, 1F, and 1F′). However, we observed different expression patterns in the feather bulge region where PCNA is negative (Fig. 1E′, yellow arrow) but p63 is positive (Fig. 1F′, red arrow). The feather bulge contains label retention cells (LRCs) that are slow-cycling feather epidermal stem cells (*23*). The distribution of integrin α6 (ITGA6) resembles p63 but exclusively shows membranous staining (Fig. 1, G and G′). Thus, we found a PCNA/p63/ITGA6-positive epidermal cell progenitor zone in feather follicles.

Next, we examined cell apoptosis in early growth, late growth, and resting phase feather follicles. Hematoxylin and eosin (H&E) staining shows their structural differences at these stages (Fig. 1, H to J). At resting phase, the feather epidermis is a fully keratinized structure surrounding the DP (Fig. 1J). Terminal deoxynucleotidyl transferase deoxyuridine triphosphate nick end labeling (TUNEL) staining shows the apoptosis zone in the outer feather epidermis layer (Fig. 1K, white arrows). This apoptosis zone remains in the late growth phase (Fig. 1L, white arrows). Few TUNEL-positive cells are detected at the resting phase (Fig. 1M). PCNA/p63/ITGA6 immunostaining and TUNEL assay data demonstrate that feather follicle epidermis contains a progenitor cell zone and an apoptosis cell zone (Fig. 1N).

To study cell proliferation in the feather follicle, we used a pulsed 5-bromo-2′-deoxyuridine (BrdU) labeling method. We noticed that staining of cells labeled with BrdU for 2 hours shows a narrower progenitor cell zone (Fig. 1O) compared to PCNA staining (Fig. 1P). We wondered whether these patterns might reflect cell migration, since PCNA half-life is greater than 20 hours and may be detected in cells that have finished proliferating. To examine cell migration behavior in the feather epidermis, we designed a two–time point TA cell labeling strategy. To do this, we labeled chickens with 5-Iodo-2′-deoxyuridine (IdU) and 5-chloro-2′-deoxyuridine (CldU) at 0 and 22 hours, respectively, and collected feathers at 24 hours. Thus, feathers were pulse-labeled with CldU for 2 hours and IdU for 24 hours, respectively (Fig. 1Q). CldU (green) and IdU (red) were detected with different specific antibodies. As expected, we found markedly different staining patterns between cells labeled for 2 or 24 hours. Twenty-four–hour labeling produced a much wider cell band than the 2-hour labeling (Fig. 1R). An enlarged view displays the possible cell movement route in Fig. 1R (middle and right). This double TA cell labeling result (Fig. 1S) reveals two migration routes. One route shows progenitor cells close to the DP moving upward toward the apoptosis zone (Fig. 1T, red arrows). The second route suggests that progenitor cells above the DP move outward and upward to form the feather branch (Fig. 1T, green arrows).

These results demonstrate that the feather collar epidermis includes distinct progenitor, migration, and apoptosis zones. The progenitor cell zone and migration zone may provide the cells for feather branching; the latter will undergo terminal differentiation and become the final feather structures. The apoptosis zone may contribute to forming the feather sheath.

### Comparing LRC/TA activities in feathers with different lengths

Adult birds have feathers with different lengths across their body. Male White Leghorn chickens have their longest main sickle feather in the center and five shorter lesser sickle feathers that taper in length on each side. On their dorsal tract, they have shorter contour feathers. Here, we compare these three types of chicken feathers, e.g., contour, lesser sickle (no. 3), and main sickle feathers (Fig. 1A′) to explore factors regulating feather growth. The average length of contour feathers is 8.3 cm, whereas main sickle feathers can grow to 36 cm long.

We wondered whether different feather lengths are due to the difference in growth rate or growth duration. To answer this question, we plucked three types of feathers to induce a feather cycle and measured the growth rate weekly. We found that main sickle feathers have the fastest growth rate and the longest growth duration, whereas contour feathers have the slowest growth rate and the shortest growth duration (Fig. 2, A and B). Thus, our data suggest that both growth rate and growth duration contribute to the final feather length.

**Fig. 2.**
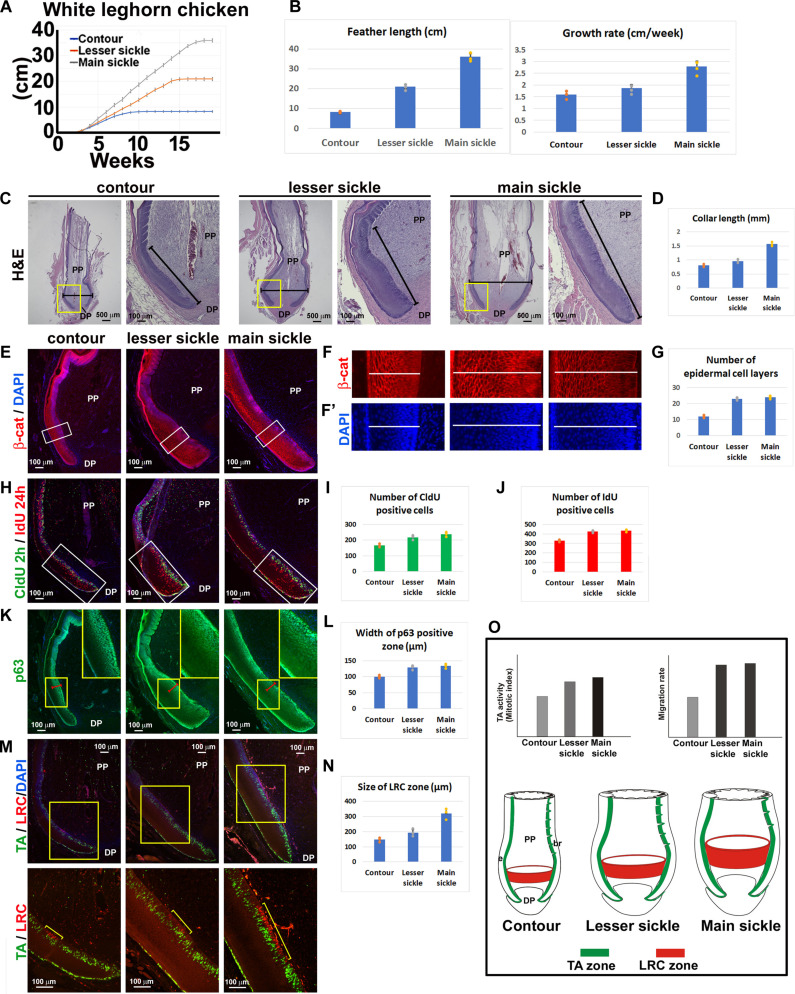
Comparing the collar regions of contour, lesser sickle, and main sickle feather follicles in White Leghorn chickens. (**A**) Differences of growth rate and growth period in regenerating contour, lesser sickle, and main sickle feathers of White Leghorn chicken (*n* = 3). (**B**) Comparison of full feather length and growth rate among contour, lesser sickle, and main sickle feathers (*n* = 3). (**C**) H&E staining shows the comparative size and structure of growth phase contour, lesser sickle, and main sickle feathers. The horizontal lines are used for follicle width measurements. The tilted lines are used at high magnification for collar length measurements. (**D**) Statistics of growth phase follicle collar length among contour, lesser sickle, and main sickle feathers (*n* = 3). (**E**) Comparison of β-catenin expression among contour, lesser sickle, and main sickle feathers. DAPI is used for counterstaining. (**F** and **F′**) β-Catenin and DAPI staining in higher magnification. The white lines in (F) and (F′) are used to count the epidermal cell layer numbers. (**G**) Statistics of growth phase follicle epidermal cell layer numbers among contour, lesser sickle, and main sickle feathers (*n* = 3). (**H**) Double TA staining in the samples with 2-hour CldU (green) and 24-hour IdU (red) labeling. The white rectangular boxes were used to measure the CldU- and IdU-positive cells. (**I** and **J**) Count of CldU- and IdU-positive cell numbers in the epidermis among contour, lesser sickle, and main sickle feathers (*n* = 3). (**K** and **L**) p63 staining and measurement of the p63-positive zone in the feather epidermis. (**M**) LRC/TA cell double staining. The LRC zone is indicated by the yellow line. (**N**) Size of LRC zone among contour, lesser sickle, and main sickle feathers (*n* = 3). (**O**) Summary of mitotic index, migration rate, and LRC configuration differences in different sized feathers.

H&E staining from sections of early growth phase follicles shows that the main sickle feathers have the widest follicle size (horizontal line) and longest collar length (tilted line), whereas contour feathers have the narrowest follicle width and shortest collar length (Fig. 2, C and D). These results suggest that longer feathers have more complex follicular architecture to support the higher rate and duration of growth. β-Catenin immunostaining and 4′,6-diamidino-2-phenylindole (DAPI) staining in the collar epidermis show that there are more cell layers in both main and lesser sickle feathers compared to contour feathers (Fig. 2, E to G). We used the double TA-labeling strategy (Fig. 1Q) to examine these three types of feather follicles (Fig. 2H). The main sickle feather epidermis has the highest number, while contour feathers show the lowest number of 2-hour-pulse CldU-positive cells (Fig. 2I). A 24-hour-pulse IdU labeling shows that the epidermises of main sickle and lesser sickle feathers have similar numbers of IdU-positive cells, which are higher than that seen in contour feathers (Fig. 2J). These results suggest that bigger feathers have higher mitotic rates and migration rates, whereas similar width feathers have similar migration rates.

We further examined p63 immunostaining to compare the thickness of the p63-positive zone among these three types of feathers. Both sickle feathers show a wider p63-positive zone than contour feathers (Fig. 2, K and L). Thus, p63 staining suggests that long feathers have wider progenitor cell zones.

Furthermore, we compared the apoptosis zone and epidermal cell differentiation in different feather follicles (fig. S2). We found that the main sickle feathers have the widest apoptosis zone (fig. S2A, blue arrow). We used α-keratin (K17) and β-keratin immunostaining to show the differentiating cells in the feather follicle. In hair, K17 is expressed during the early stages of hair follicle development and in cycling anagen follicles, especially in the progenitor cell–rich regions such as the outer root sheath, matrix, and medulla compartment (*27*–*29*). β-Keratin is specifically expressed in the reptile and bird skin appendages (*30*–*32*). In feather follicles, K17 is expressed not only in the collar progenitor region (red arrows) but also in the intermediate layer (yellow arrows), barb ridge basal layer cells (white arrows), and the feather sheath (pink arrows) (fig. S2, B to D). In contrast, β-keratin is expressed in the feather sheath (white arrowhead) and the differentiating barb ridge (red arrowhead) (fig. S2, E to G). The main sickle feather only showed the barb ridge β-keratin expression in the more distal epidermis (fig. S2G, yellow arrowhead), suggesting the expansion of the progenitor cell pool and delay of keratin differentiation in longer feather follicles (fig. S2H).

We next examined the LRCs in these three feather follicles (Fig. 2M). LRCs are feather stem cells that locate in the collar region (collar bulge) (*23*). We found that the LRC zone size correlates with feather length, with the biggest LRC zone in main sickle feathers and the smallest in contour feathers (Fig. 2, M and N). Thus, we conclude that longer feathers have a higher mitotic rate, higher migration rate, wider progenitor cell zone, and bigger LRC zone (Fig. 2O).

### Bulk transcriptomics reveals dynamic molecular profiles during feather cycling

Comparing different feather types suggests that the progenitor cell configuration is important for size regulation (Fig. 2). A single feather’s life span can go through initiation, early growth, late growth, and resting phases (Fig. 3A). The duration of the growth phase may determine the final feather length. However, molecules controlling the termination of feather growth and entry to the resting phase are unknown. 

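The papilla ectoderm is the epidermal sheet around the dermal papilla of a feather follicle, and its cells are the progenitors from which the regenerating feather is built. It was dissected from White Leghorn contour feather follicles at 3 weeks (early growth phase), 7 weeks (late growth phase) and 10 weeks (resting phase) of regeneration. Bulk RNA-seq gave 6 libraries, 2 for each phase, and nothing in the sources used here says whether the 2 libraries of a phase come from different birds. The authors separated the papilla ectoderm with EDTA in saline free of calcium and magnesium, sequenced short single reads, and computed transcript levels (TPM) with StringTie on the chicken genome build GRCg6a. Genes carry their chicken symbols. TPM sum to between 989472 and 998451 over the 23724 genes of a library, and 11691 to 13334 genes lie above 1 TPM. Read counts were not used here, so the depth behind each value is unknown, and a gene listed at 0 TPM may have reads that were assigned elsewhere. The 13063 genes with a mean above 1 TPM over the 6 libraries, the paper's definition of an expressed gene, were tested on the log2(TPM + 1) scale. limma with a variance trend was fitted to all 6 libraries at once, and p values were adjusted by Benjamini-Hochberg. A gene is said to rise or fall at an adjusted p under 0.05, and a DEG also has a log2 fold change above 1 in size, which are the thresholds visible in Table S1. With 2 libraries per phase the spread is shared among genes and phases: an exact permutation of the libraries of one gene cannot go below a two-sided p of 0.333. Data were simulated for late against early growth, with 1 spread per gene for all 6 libraries. In each set 200 of the more abundant genes were changed. Of genes changed by 1, 2 and 3 on the log2 scale, 48.3%, 91.0% and 97.5% passed the adjusted p, and 6.75% of the calls were false. The spread of the real libraries was 0.562 in early growth and 0.272 in late growth, so these rates may not carry over to them.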

To understand the putative molecular circuit regulating feather epidermal cycling, we isolated cells from the progenitor cell zone from different growth phases (early growth phase, late growth phase, and resting phase) and performed bulk RNA-seq (Fig. 3, B and C).

**Fig. 3.**
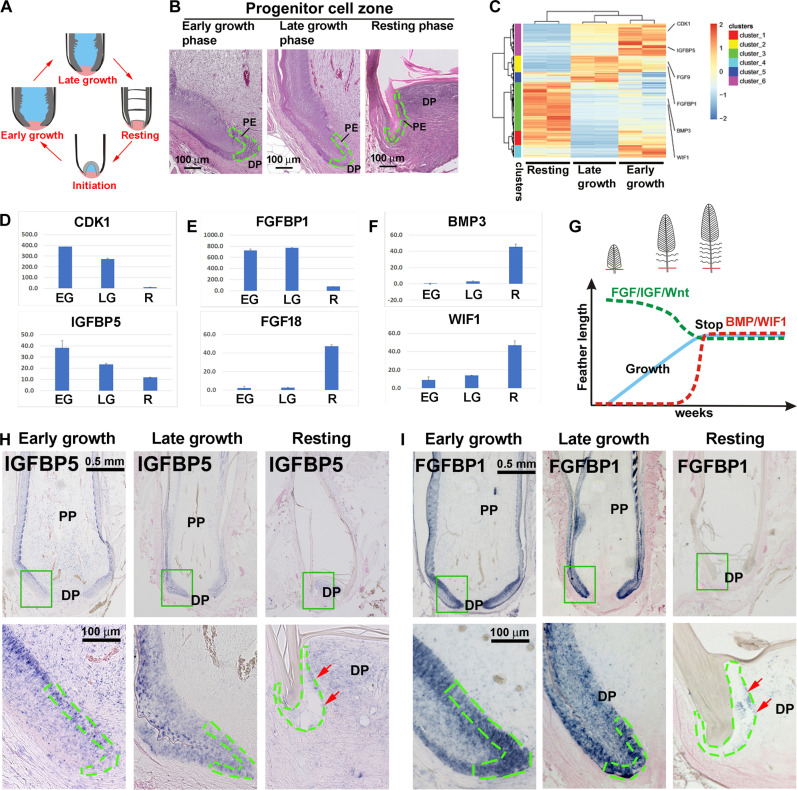
RNA-seq of epidermal progenitor cell zone reveals the molecular circuit regulating feather cycling. (**A**) Schematic drawing shows feather cycling. (**B**) Epidermal progenitor cell zone dissection from early growth (EG), late growth (LG), and resting (R) phase feather follicles. Green dashed lines indicate the papilla ectoderm (PE) surround the DP. Papilla ectoderm was dissected, and bulk RNA-seq was performed. (**C**) Hierarchical clustering of the epidermal progenitor cell zone from early growth, late growth, and resting phase feather follicles. Whole feather epidermis is included for comparison purposes. (**D**) Examples of molecules with declining expression level trends from early growth to resting phase. (**E**) Examples of FGF signaling expression trends from early growth to resting phase. (**F**) Examples of molecules with increasing expression level trends from early growth to resting phase. (**G**) Schematic summary of molecular expression in different growth phase epidermal progenitor cells. Progenitor cell activities will be reduced when entering the resting phase. (**H** and **I**) Section in situ hybridization in early growth, late growth, and resting phase feather follicles. (H) *IGFBP5*; (I) *FGFBP1*. Red arrows show the increased expression in resting phase epidermis. Green dashed lines indicate papilla ectoderm.

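Beside keratinocytes, the libraries hold transcripts of smooth muscle, fibroblasts and red blood cells, and these shares separate the phases. Muscle and globin transcripts are concentrated in the resting phase, and fibroblast transcripts are scarcest in the late growth phase. A list of 22 smooth muscle markers took 6.11 and 6.29% of TPM in the resting libraries, 0.473 and 0.380% in early growth and 0.136 and 0.148% in late growth. The globins took 5.57 and 5.60% of TPM in the resting libraries and at most 0.148% in any growth library. For the fibroblast and dermal papilla markers the shares were 0.259 and 0.259% in early growth, 0.0302 and 0.0322% in late growth and 0.313 and 0.319% in the resting phase. Across the tested genes, which are not independent replicates, the Pearson correlation of log2(TPM + 1) within a phase was 0.942 for early growth, 0.986 for late growth and 0.968 for resting. Libraries of early and late growth correlated at 0.874 to 0.907, early growth with resting at 0.758 to 0.797 and late growth with resting at 0.740 to 0.747. Every library was closest to the other library of its own phase. The early growth pair lies furthest apart, with a spread of 0.562 on the log2 scale against 0.272 in late growth and 0.365 in the resting phase, and early growth replicate 2 lists 814 tested genes at 0 where replicate 1 lists 124. The whole feather epidermis of Fig. 3C was not used here.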

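From the early to the late growth phase, the papilla ectoderm samples lost transcripts of connective tissue, smooth muscle and blood vessels. Most tested markers of fibroblasts, of smooth muscle and of endothelium and most genes of the basement membrane list fell. COL1A2, a chain of the fibrillar collagen I that fibroblasts secrete, went from 385 ± 0.968 TPM (SD, n = 2) to 6.23 ± 0.681 TPM (SD, n = 2). The log2 fold change was −5.74 (standard error 0.10, adjusted p = 9.0e-06). Of 25 tested fibroblast and dermal papilla markers, 23 fell and 0 rose (0 higher and 24 lower adjusted over the list alone), with a median log2 fold change of −3.17. Camera gave this list adjusted p = 2.0e-14, and adjusted p = 0.14 with an estimated correlation. That second version had little power, as it has only the residual degrees of freedom of 6 libraries in 3 phases. The muscle, erythroid and fibroblast lists were included after globin and muscle genes had been seen among the paper's DEGs. Their p values are therefore no independent support. TAGLN, the actin-binding transgelin of smooth muscle, fell from 387 ± 51.9 TPM (SD, n = 2) to 1.49 ± 0.560 TPM (SD, n = 2). Its log2 fold change of −7.30 (adjusted p = 1.3e-05) was the largest fall among genes with a symbol and above 0 in every library. Of 21 smooth muscle markers 19 fell and 0 rose (the same adjusted over the list alone). The camera test of the list gave adjusted p = 1.3e-10, and adjusted p = 0.36 with an estimated correlation. CDH5, the cadherin of endothelial junctions, had a log2 fold change of −3.36 (adjusted p = 5.0e-04). In all 16 of 18 endothelial markers fell while 0 rose (0 higher and 17 lower adjusted over the list alone). As a set they had a camera adjusted p = 3.5e-07, and adjusted p = 0.14 with an estimated correlation. In the basement membrane list 22 of 27 genes fell and 0 rose (the same adjusted over the list alone). Tested against the other genes with camera, they gave adjusted p = 8.6e-09, and adjusted p = 0.28 with an estimated correlation. COL4A1, its collagen IV chain, fell by 5.94 on the log2 scale (adjusted p = 1.1e-05). Leukocyte markers shared in the loss, with 10 of 19 lower and 0 higher (the same adjusted over the list alone). For the set, camera gave adjusted p = 0.010, and adjusted p = 0.28 with an estimated correlation. CD74, the chaperone of MHC class II, fell by 2.96 on the log2 scale (adjusted p = 2.0e-05). CXCL14, a chemokine, PTGDS, a prostaglandin D synthase, and MGP, an inhibitor of calcification, are listed at 0 TPM in both late growth libraries. In the 2 early growth libraries CXCL14 was at 48.6 and 81.7 TPM, PTGDS at 35.5 and 57.6 TPM and MGP at 40.2 and 39.7 TPM.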

Analysis reveals 2057 differentially expressed genes (DEGs) between epidermal progenitor cells in early growth and late growth phases. Among them, 1462 genes are up-regulated in early growth phase, whereas 595 genes are up-regulated in late growth phase. 

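Transcripts of ribosomal proteins and of a part of the genes of keratinocyte differentiation gained in the late growth phase. Keratins and members of the epidermal differentiation complex went both ways. In the basal keratinocyte list more genes fell than rose, as among all tested genes. Ribosomal protein genes rose in 41 of 55 and fell in 0 (43 higher and 0 lower adjusted over the list alone). The camera test of the list gave adjusted p = 2.5e-33, and adjusted p = 0.28 with an estimated correlation. Their median of 0.32 becomes −0.02 with quantile normalization. KRT75L2, an alpha-keratin, rose from 463 ± 290.4 TPM (SD, n = 2) to 5953 ± 347 TPM (SD, n = 2). This is a log2 fold change of 3.84 (standard error 0.41, adjusted p = 0.0018). KRT10, a keratin of cells that have left the basal layer, rose by 3.49 on the log2 scale (adjusted p = 4.3e-04), and EDPE, a gene of the epidermal differentiation complex, by 2.66 (adjusted p = 0.0028). Among the keratins of basal cells, KRT5, KRT14 and KRT15 fell, by 0.34, 0.51 and 1.55 (adjusted p = 0.0099, 0.0013 and 1.5e-04). With median-of-ratios scaling KRT5 and KRT14 were not called (adjusted p = 0.99 and 0.28), and KRT5 not without late growth replicate 1 or 2 either (adjusted p = 0.075 and 0.052). EDMTFH of the epidermal differentiation complex fell by 2.41 (adjusted p = 0.0055, and 0.051 without late growth replicate 1). Of 23 genes of keratinocyte differentiation, 11 rose and 4 fell (11 higher and 6 lower adjusted over the list alone). As a set they had a camera adjusted p = 9.9e-06, and adjusted p = 0.14 with an estimated correlation. In the basal keratinocyte list 4 of 23 genes rose and 10 fell (5 higher and 11 lower adjusted over the list alone). Over all 13063 tested genes 684 rose and 3710 fell, smaller shares than in the list in both directions. The list's median of −0.29 is close to the −0.31 of all tested genes, so its typical change is no larger than that of genes at large. For the list, camera gave adjusted p = 0.89. Its median of −0.29 becomes 0.04 with median-of-ratios scaling and 0.01 with quantile normalization. ITGA3, the integrin chain that binds laminin, fell by 1.54 (adjusted p = 1.6e-04). In total 2224 DEGs were found, 1965 higher in early growth and 259 higher in late growth (11.6% of them). This balance depends on the scaling. In TPM the median log2 fold change of all tested genes is −0.31. With median-of-ratios scaling the median is −0.01 and the counts are 1262 and 525 (29.4% higher in late growth). With quantile normalization the median is 0.04 and the counts are 920 and 670 (42.1%). Without early growth replicate 1, 2041 genes were higher in early growth and 850 in late growth. Leaving out late growth replicate 1 or 2, the counts were 1111 and 117, or 1152 and 112.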

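On entry into rest, transcripts of lipid synthesis and of ribosomal proteins fell, and genes of keratinocyte differentiation went both ways. KRT15 and COL17A1, which mark quiescent basal cells in mammalian follicles, rose. KRT75L2, the alpha-keratin that had been highest in late growth, fell to 21.1 ± 2.74 TPM (SD, n = 2). On the log2 scale the change was −8.08 (standard error 0.41, adjusted p = 4.0e-05). EDQM3, a gene of the epidermal differentiation complex, fell from 879.8 ± 94.5 TPM (SD, n = 2) to 6.50 ± 4.93 TPM (SD, n = 2). The change on the log2 scale was −7.05 (adjusted p = 8.1e-05). EHF, an epithelial transcription factor of the ETS family, fell by 5.20 on the log2 scale (adjusted p = 1.5e-05). Of the 23 genes of keratinocyte differentiation, 11 fell and 6 rose (the same adjusted over the list alone). As a set this gave a camera adjusted p = 0.15. Members of the list that rose include the desmosomal genes PPL (1.87, adjusted p = 4.0e-05), DSG2 (1.30, adjusted p = 4.5e-04) and EVPL (0.86, adjusted p = 0.0017), which were chosen after their values were seen. Among 23 basal keratinocyte genes 16 fell and 4 rose (the same adjusted over the list alone). Tested against the other genes with camera, they gave adjusted p = 0.0045, and adjusted p = 0.21 with an estimated correlation. CLDN1, the claudin of epidermal tight junctions, fell from 506 ± 30.8 TPM (SD, n = 2) to 26.0 ± 1.60 TPM (SD, n = 2). The log2 fold change was −4.23 (standard error 0.10, adjusted p = 3.5e-06). In contrast, KRT15 rose by 3.25 (adjusted p = 3.9e-06) and COL17A1, the hemidesmosomal collagen, by 2.13 (adjusted p = 8.9e-06). Lipid synthesis and handling fell in 21 of 28 genes and rose in 3 (the same adjusted over the list alone). For the set, camera gave adjusted p = 5.6e-06, and adjusted p = 0.15 with an estimated correlation. ELOVL6, which elongates fatty acids, fell by 2.60 (adjusted p = 4.0e-05). Ribosomal protein genes fell in 47 of 55 and rose in 0 (the same adjusted over the list alone), with a median of −0.42. As a set they had a camera adjusted p = 2.0e-13, and adjusted p = 0.29 with an estimated correlation. Genes in general use as references fell as well, with a median of −0.51, 12 of 18 lower and 3 higher (the same adjusted over the list alone). Camera gave this list adjusted p = 8.7e-04, and adjusted p = 0.15 with an estimated correlation. Immediate early genes, which respond to tissue handling, rose in 12 of 19 and fell in 1 (the same adjusted over the list alone). The camera test of the list gave adjusted p = 5.9e-04, and adjusted p = 0.15 with an estimated correlation.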

At the transition from late growth phase to resting phase, we found 3921 DEGs. Among them, 1505 genes are up-regulated in late growth, whereas 2416 genes are up-regulated in resting phase (table S1). 

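Among the largest rises into the resting phase were contractile proteins of smooth muscle and globins of red blood cells, and markers of fibroblasts and leukocytes rose as well. TAGLN, the transgelin that had been lost in late growth, reached 8905 ± 95.7 TPM (SD, n = 2). This is a log2 fold change of 11.82 (standard error 0.17, adjusted p = 1.4e-06). MYH11, the myosin heavy chain of smooth muscle, reached 4899 ± 76.5 TPM (SD, n = 2). On the log2 scale the change was 10.80 (adjusted p = 4.2e-06). All 21 smooth muscle markers rose (the same adjusted over the list alone), with a median of 6.55. Tested against the other genes with camera, they gave adjusted p = 4.7e-17, and adjusted p = 0.19 with an estimated correlation. Here too the p values of the muscle, fibroblast and erythroid lists are no independent support, since globin and muscle genes had been seen beforehand. POSTN, the matrix protein periostin, was the fibroblast marker with the largest rise, 7.74 on the log2 scale (adjusted p = 1.4e-05). In all 24 of 25 markers of fibroblasts and dermal papilla rose while 0 fell (the same adjusted over the list alone). Tested against the other genes with camera, they gave adjusted p = 2.5e-14, and adjusted p = 0.14 with an estimated correlation. HBA1, an alpha globin of embryo and adult, rose from 509 ± 41.5 TPM (SD, n = 2) to 10548 ± 146 TPM (SD, n = 2). The change on the log2 scale was 4.37 (adjusted p = 1.9e-06). Among 17 erythroid markers 10 rose and 2 fell (the same adjusted over the list alone). For the set, camera gave adjusted p = 8.9e-04, and adjusted p = 0.15 with an estimated correlation. Without the globins, 4 of 10 rose (EPB42, HEMGN, SPTB and TMOD4) and 1, CA2, fell. The 10 include ALAS1 in place of ALAS2. HBZ, an alpha-like globin of the embryo, is listed at 0 TPM in both late growth libraries and at 8151 and 7986 TPM in the resting libraries. Leukocyte markers rose in 16 of 19 and fell in 0 (the same adjusted over the list alone). Camera gave this list adjusted p = 7.3e-06, and adjusted p = 0.14 with an estimated correlation. Endothelial markers rose in 11 of 18 and fell in 2 (15 higher and 2 lower adjusted over the list alone). The camera test of the list gave adjusted p = 0.0015, and adjusted p = 0.15 with an estimated correlation. SOX7, a transcription factor of the endothelial list that was already at 249 ± 1.52 TPM (SD, n = 2) when the other endothelial markers were low, fell by 3.39 (adjusted p = 2.2e-05). In the basement membrane list 21 of 27 genes rose and 2 fell (the same adjusted over the list alone). As a set they had a camera adjusted p = 8.3e-08, and adjusted p = 0.19 with an estimated correlation. There were 3795 DEGs, 1454 higher in late growth and 2341 higher in the resting phase (61.7%), with a median of 0.02 over all tested genes. With quantile normalization the median becomes −0.12 and 51.1% of the DEGs are higher in resting (1868 and 1954). With TPM rescaled after removing the erythroid and muscle lists and all symbols that begin with HB (45 tested genes), the median is 0.20 and the share 70.9% (1124 and 2744).

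**Figure D1:**
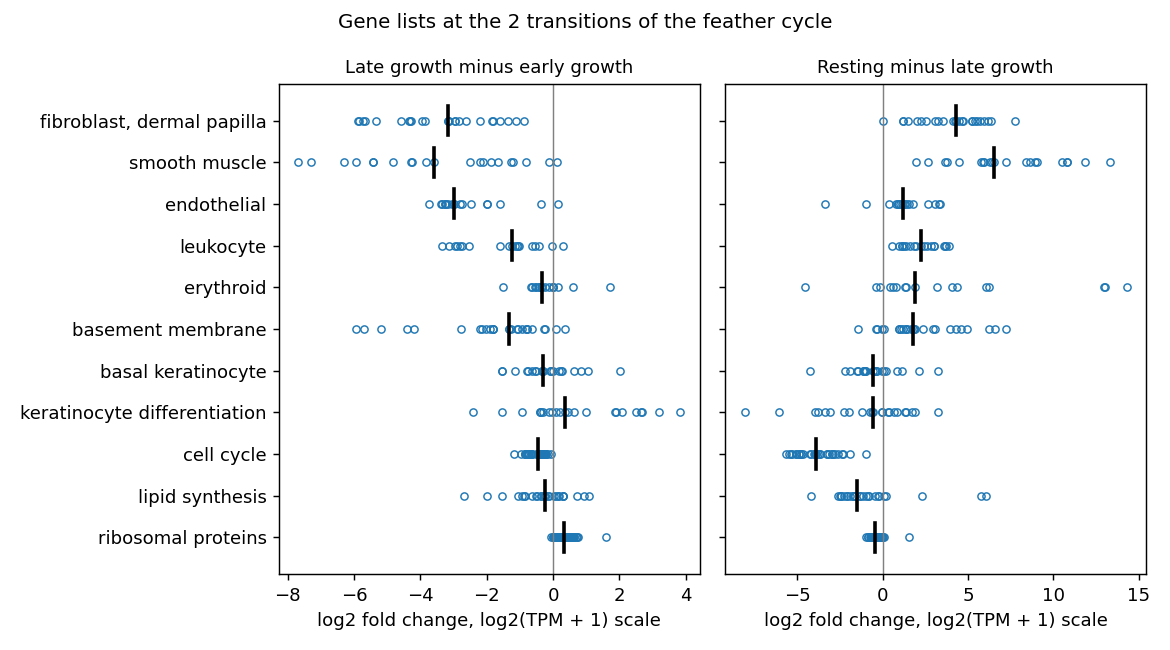
Log2 fold changes (log2(TPM + 1) scale) of the tested members of 11 gene lists from early to late growth (left) and from late growth to resting (right). Each circle is a gene and each black bar a list's median, which for smooth muscle is −3.59 on the left and 6.55 on the right.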

Gene ontology analyses from early growth phase versus late growth phase and late growth phase versus resting phase are shown in table S2. Protein binding was shown as the most enriched molecular function and system development as the most enriched biological process.

Examples of molecules showing declining, increasing, and then declining or increasing expression level trends among different regeneration stages are shown in Fig. 3 (D to F), respectively. 

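Few genes declined or increased as DEGs at both steps: the commonest pattern among genes that were DEGs at both was a dip in the late growth phase. Genes that fell or rose by less at a step, such as NOTCH1 and IGFBP5, are left out of these patterns. Genes that fell at both steps include GAS1, which binds hedgehog ligands, those lowest in late growth include genes of fibroblasts such as THY1, and those highest in late growth include the keratin KRT75L2. DEGs that fell at both steps numbered 100, those that rose at both 7, those lowest in late growth 988 and those highest in late growth 146. Both steps share the late growth libraries, which favors the patterns with a turn. If the steps were independent, 219, 46.4, 352 and 28.8 genes would show these patterns, which leaves that sharing out. The 50 simulated sets without changes gave 0 on average, because almost nothing passes at both steps where nothing changes. Neither comparison measures how far the shared libraries favor a turn. FZD8, a WNT receptor, declined throughout, from 355 ± 4.03 TPM (SD, n = 2) to 136 ± 2.32 TPM (SD, n = 2) and 22.8 ± 1.32 TPM (SD, n = 2). The log2 fold changes were −1.38 and −2.52 (adjusted p = 2.8e-04 and 1.1e-05). GAS1, named for its link to growth arrest, declined with log2 fold changes of −1.32 and −1.22 (adjusted p = 7.8e-04 and 3.3e-04). FOS, an immediate early transcription factor that also responds to tissue handling, rose at both steps, by 1.81 and 3.53 (adjusted p = 1.4e-04 and 4.3e-06). THY1, a surface protein of fibroblasts, was lowest in late growth, with log2 fold changes of −2.94 and 5.72 (adjusted p = 3.4e-04 and 1.1e-05). The counts move with the libraries and the scaling. Genes falling at both steps numbered 34 and 42 without late growth replicate 1 or 2, and genes lowest in late growth 634 and 648. Those highest in late growth numbered 76 in either case and 247 without early growth replicate 1. Those rising at both steps numbered 1 and 4 without late growth replicate 1 or 2, 77 without early growth replicate 1 and 4 without resting replicate 2. With median-of-ratios scaling, 48 fell and 26 rose at both steps, and with quantile normalization 58 and 48, beside 551 lowest and 284 highest in late growth.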

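All 33 tested genes of cell division fell on entry into rest, and some of them, like many other genes, fell already during growth. Cyclins, mitotic kinases, replication factors and CDK1, the kinase that drives entry into mitosis, make up this group. CDK1 was at 387 ± 1.24 TPM (SD, n = 2) in early growth, 271 ± 14.4 TPM (SD, n = 2) in late growth and 8.98 ± 3.04 TPM (SD, n = 2) in the resting phase. From early to late growth its log2 fold change was −0.51 (standard error 0.20), which did not pass the test in limma (adjusted p = 0.099). It passed with only the 2 phases compared (adjusted p = 0.017) and without resting replicate 1 or 2 (adjusted p = 0.020 and 0.020). From late growth to resting it fell by 4.80 (standard error 0.20, adjusted p = 2.0e-05). Over all 13063 tested genes 3710 fell and 684 rose from early to late growth, with a median of −0.31. Of 33 tested genes of the division cycle and DNA replication, 12 fell and 0 rose at this step (the same adjusted over the list alone), with a median of −0.46. For the set, camera gave adjusted p = 0.039, and adjusted p = 0.46 with an estimated correlation. That list call rests on each growth library and on the scale. The adjusted p was 0.085 and 0.19 without early growth replicate 1 or 2, 0.095 and 0.053 without late growth replicate 1 or 2, and 0.20 with median-of-ratios scaling (median −0.13). It was 0.093 and 0.063 with pseudocounts of 0.1 and 0.5, 0.058 with a filter at 5 TPM and 0.073 with library weights, chosen after the data had been seen. CDK2, the kinase of the start of replication, did fall at this step, from 287 ± 44.3 TPM (SD, n = 2) to 147 ± 2.36 TPM (SD, n = 2). The log2 fold change was −0.95 (adjusted p = 0.0036). From late growth to resting 33 of 33 fell and 0 rose (the same adjusted over the list alone), with a median of −3.91. Camera gave this list adjusted p = 1.2e-19, and adjusted p = 0.14 with an estimated correlation. MKI67, the nuclear protein by which cycling cells are counted, fell from 74.7 ± 16.2 TPM (SD, n = 2) to 1.25 ± 0.328 TPM (SD, n = 2) (adjusted p = 1.8e-05). PLK1, a mitotic kinase, fell by 5.32 on the log2 scale (adjusted p = 8.4e-06). Cell cycle inhibitors and quiescence genes went both ways, 10 of 23 higher and 6 lower in resting (the same adjusted over the list alone). The set did not pass with camera (adjusted p = 0.15).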

Among the molecules with declining trends, *CDK1* is related to cell proliferation. 

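Within the IGF system, IGFBP5 declined from early growth to rest, whereas IGF2 and the binding proteins IGFBP4 and IGFBP7 were lowest in late growth and higher again at rest. IGFBP5 is a secreted protein that binds IGFs and modulates their access to the receptor, and IGF2 is a growth factor of embryonic and regenerating tissue. IGFBP5 was at 38.2 ± 9.07 TPM (SD, n = 2) in early growth, 23.4 ± 1.44 TPM (SD, n = 2) in late growth and 11.8 ± 0.587 TPM (SD, n = 2) in the resting phase. Across the whole span, early growth to resting, it fell by 1.60 on the log2 scale (standard error 0.20, adjusted p = 0.0012). Each step on its own is near the threshold: early to late growth gave −0.66 (adjusted p = 0.046) and late growth to resting −0.94 (adjusted p = 0.0100). The call for the first step was lost with median-of-ratios scaling (−0.34, adjusted p = 0.31) and quantile normalization (adjusted p = 0.31), without a filter (adjusted p = 0.069), with a pseudocount of 0.1 (adjusted p = 0.051) and with only the 2 phases compared (adjusted p = 0.091). The same holds with the replicate number as a block (adjusted p = 0.069) and with library weights, an alternative chosen after the data had been seen (adjusted p = 0.054). It was also lost without early growth replicate 2, late growth replicate 1 or 2 or resting replicate 1 or 2 (adjusted p from 0.093 to 0.21). The call for the second step was lost without late growth replicate 1 or 2 or resting replicate 1 or 2 (adjusted p from 0.055 to 0.075). IGF2 went from 26.5 ± 7.32 TPM (SD, n = 2) to 0.820 ± 0.124 TPM (SD, n = 2). This is a log2 fold change of −3.89 (standard error 0.26, adjusted p = 4.0e-04). It then returned to 15.3 ± 1.83 TPM (SD, n = 2). On the log2 scale the change was 3.16 (adjusted p = 2.5e-04). IGFBP4 had log2 fold changes of −1.70 and 2.91 at the 2 steps (adjusted p = 3.3e-04 and 1.4e-05). Of 15 tested genes of the IGF system, 7 fell and 0 rose from early to late growth (0 higher and 8 lower adjusted over the list alone). For the list, camera gave adjusted p = 0.20. From late growth to resting 8 rose and 1, IGFBP5, fell (the same adjusted over the list alone). The camera test of the list gave adjusted p = 0.011, and adjusted p = 0.21 with an estimated correlation. From early growth to resting 4 were lower (8 higher and 5 lower adjusted over the list alone): IGFBP5, IGFBP3 (−1.29, adjusted p = 0.0030), PAPPA (−1.27, adjusted p = 0.013) and IGFBP2 (−0.50, adjusted p = 0.0026). The other 8 that passed were higher. Over this span the IGF list did not pass with camera (adjusted p = 0.079). The call of PAPPA was lost without resting replicate 2 (adjusted p = 0.052), and that of IGFBP2 with median-of-ratios scaling (adjusted p = 0.29) and quantile normalization (adjusted p = 0.17). The fibroblast markers turned at the same steps in the same directions as IGF2.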

The IGF pathway (*IGFBP5*) also shows declining expression. Signaling molecules including the FGF pathway (*FGFBP1* and *FGF18*) show different trends. 

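The FGF-binding protein FGFBP1 is a growth phase gene and the ligand FGF18 a resting phase gene. FGFBP1 releases FGFs that are held in the matrix and so makes them available to their receptors, and FGF18 is the ligand that holds mammalian hair follicles at rest. FGFBP1 was at 721 ± 44.2 TPM (SD, n = 2) in early growth and 773 ± 4.76 TPM (SD, n = 2) in late growth. Its step between these phases did not pass in TPM (log2 fold change 0.10, adjusted p = 0.31) but passed as higher in late growth with median-of-ratios scaling (0.43, adjusted p = 0.0097). In the resting phase it was at 75.7 ± 2.34 TPM (SD, n = 2), a fall of 3.33 on the log2 scale (standard error 0.07, adjusted p = 2.6e-06). Its relative FGFBP2 was highest in late growth, with 23.2 ± 20.5 TPM (SD, n = 2), 137 ± 3.88 TPM (SD, n = 2) and 13.7 ± 7.19 TPM (SD, n = 2) in the 3 phases. Its rise of 2.83 from early growth (adjusted p = 0.022) was not called with only the 2 phases compared (adjusted p = 0.057) and without late growth replicate 1 or 2 or resting replicate 1 or 2 (adjusted p from 0.058 to 0.12). FGF18 was listed at 4.18 and 0 TPM in the 2 libraries of early growth and at 2.42 ± 0.753 TPM (SD, n = 2) in late growth, and stood at 47.4 ± 2.08 TPM (SD, n = 2) in the resting phase. The rise from late growth to resting was 3.84 (standard error 0.73, adjusted p = 0.0067). Over all alternatives its size ranged from 3.50 to 4.27. The call was lost with a pseudocount of 0.1 (adjusted p = 0.083) and without late growth replicate 2 or resting replicate 1 or 2 (adjusted p from 0.060 to 0.065). Between early and late growth FGF18 gave 0.57 (adjusted p = 0.59), but 1.76 without early growth replicate 1 (adjusted p = 0.013) and −0.62 without early growth replicate 2 (adjusted p = 0.13), so that the first step is undecided.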

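BMP3 and WIF1 are secreted modulators of signals that govern feather and hair growth. BMP3 is an unusual BMP that opposes the signaling of other BMPs through their receptors in several tissues, and WIF1 binds WNT ligands outside the cell and keeps them from their receptors. BMP3 was listed at 0.578 and 0 TPM in the 2 libraries of early growth, at 3.09 ± 0.781 TPM (SD, n = 2) in late growth and at 45.3 ± 5.15 TPM (SD, n = 2) in the resting phase. Its rise from early to late growth was 1.69 on the log2 scale (standard error 0.32, adjusted p = 0.011) and was not called without late growth replicate 1 or 2 (adjusted p = 0.094 and 0.056). From late growth to resting it rose by 3.51 (standard error 0.32, adjusted p = 3.7e-04), a call kept in every alternative run. WIF1 was at 9.14 ± 4.49 TPM (SD, n = 2) in early growth, 13.8 ± 0.282 TPM (SD, n = 2) in late growth and 46.9 ± 6.66 TPM (SD, n = 2) in the resting phase. The first step, 0.62, did not pass (adjusted p = 0.18), though it did with quantile normalization (1.01, adjusted p = 0.030) and without early growth replicate 1 (1.09, adjusted p = 0.015). The second step was a rise of 1.68 (standard error 0.32, adjusted p = 0.0065), whose adjusted p was 0.053 and 0.0501 without late growth replicate 1 or 2 and 0.069 without resting replicate 2.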

Among molecules with the increasing trend, the BMP pathway (*BMP3*) and a WNT pathway antagonist (*WIF1*) are shown in Fig. 3F. This result suggests that BMP and WNT signaling pathways are involved in regulating feather epidermal progenitor cell proliferation and migration. 

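Around BMP3 and WIF1, the BMP genes moved in both directions at the end of growth, while the WNT antagonists that changed all rose. BMP4, a ligand made by the dermal papilla and by barb epithelium, and the WNT antagonist FRZB dipped in late growth and rose again at rest, which is also the course of the fibroblast markers. BMP4 went from 38.3 ± 12.0 TPM (SD, n = 2) to 3.74 ± 0.292 TPM (SD, n = 2) and then 72.1 ± 0.820 TPM (SD, n = 2). The steps gave log2 fold changes of −3.02 and 3.95 (adjusted p = 5.6e-04 and 6.7e-05). GDF7, another ligand of the BMP family, rose by 4.38 from late growth to resting (adjusted p = 7.5e-05). Of 16 tested BMP ligands, receptors and SMADs, 4 rose and 4 fell at that step (the same adjusted over the list alone; median −0.31, mean 0.79). As a set this gave a camera adjusted p = 0.84. From early to late growth 3 rose and 4 fell (3 higher and 5 lower adjusted over the list alone). The set did not pass with camera (adjusted p = 0.20). Their median of 0.04 stands against a mean of −0.31, and it becomes −0.06 without early growth replicate 2 and −0.09 without late growth replicate 2. Of 15 tested WNT antagonists, 9 rose and 0 fell from late growth to resting (the same adjusted over the list alone), with a median of 0.96. As a set they had a camera adjusted p = 0.0013, and adjusted p = 0.22 with an estimated correlation. From early to late growth, 7 fell and 0 rose (the same adjusted over the list alone). For the list, camera gave adjusted p = 0.38. Their median of −0.23 becomes 0.03 with quantile normalization. FRZB, a secreted decoy of WNT receptors, had 31.5 ± 4.74 TPM (SD, n = 2), 3.24 ± 0.141 TPM (SD, n = 2) and 86.1 ± 8.21 TPM (SD, n = 2) in the 3 phases. These are log2 fold changes of −2.93 and 4.36 (adjusted p = 2.4e-04 and 1.6e-05). Of 16 BMP antagonists and direct target genes, 9 fell and 0 rose at the first step (1 higher and 9 lower adjusted over the list alone). As a set this gave a camera adjusted p = 0.078. It passed with quantile normalization (adjusted p = 0.048) and without late growth replicate 1 (adjusted p = 0.039). At the second, 9 rose and 5 fell (the same adjusted over the list alone). The set did not pass with camera (adjusted p = 0.20). WNT ligands, receptors and target genes split evenly at the second step, 12 of 34 higher and 12 lower (14 higher and 12 lower adjusted over the list alone). For the list, camera gave adjusted p = 0.92. That list has a median of 0.26, which becomes −0.03 with quantile normalization, while camera points downward. From the higher BMP3 and WIF1 toward the resting phase, the paper proposes that BMP and WNT signaling take part in regulating the proliferation and migration of feather epidermal progenitor cells.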

Reducing progenitor cell activity is necessary to end the growth phase, thus determining the length of feathers (Fig. 3G).

The heatmap of FGF and IGF pathway members are further highlighted in fig. S3. 

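The FGF and IGF systems each span genes of the epithelium and of the dermis. Ligands such as FGF7 are made by dermal cells and act on epithelial receptors, and SPRY1 and ETV4 report FGF signaling inside the responding cell. Of 14 tested FGF ligands, receptors and binding proteins out of 29 listed, 5 fell and 1 rose from early to late growth (the same adjusted over the list alone), with a median of −0.03 that becomes 0.26 with median-of-ratios scaling and 0.23 with quantile normalization, and 0.10 without early growth replicate 1. From late growth to resting 8 rose and 4 fell (9 higher and 4 lower adjusted over the list alone), with a median of 1.07. As a set neither step passed, and camera pointed upward at both (camera adjusted p = 0.85 and 0.15). FGF7 went from 23.1 ± 8.21 TPM (SD, n = 2) to 0.829 ± 0.444 TPM (SD, n = 2) and back to 17.0 ± 0.797 TPM (SD, n = 2). These are log2 fold changes of −3.70 and 3.32 (adjusted p = 9.0e-04 and 4.4e-04). Genes that respond to FGF signaling went both ways, 3 of 17 higher and 6 lower at the first step (3 higher and 8 lower adjusted over the list alone). As a set this gave a camera adjusted p = 0.52. Camera pointed upward here at a median of −0.28, since it compares a list with the other genes. All tested genes had a median of −0.31 at this step. With median-of-ratios scaling the median of the list was 0.05. At the second, 2 were higher and 6 lower (the same adjusted over the list alone). The set did not pass with camera (adjusted p = 0.20). SPRY1, a feedback inhibitor of receptor signaling, fell from 267 ± 32.7 TPM (SD, n = 2) to 47.5 ± 1.47 TPM (SD, n = 2). The change on the log2 scale was −2.46 (adjusted p = 1.0e-04). ETV4, a transcription factor that FGF signaling switches on, fell from 40.3 ± 3.22 TPM (SD, n = 2) to 10.8 ± 0.595 TPM (SD, n = 2) at rest (log2 fold change −1.81, adjusted p = 1.4e-04). In the IGF system, STC1, a stanniocalcin of the list whose relatives block release of IGF from its binding proteins, rose by 4.69 from late growth to resting (adjusted p = 4.6e-04). IGF1R, the receptor of both IGFs, rose by 0.90 (adjusted p = 0.0044). IGF1 lay under the mean of 1 TPM and was listed above 0 only in early growth replicate 1 and resting replicate 2, at 2.22 and 1.85 TPM.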

FGF pathway members show different trends. *FGF6*, *FGF9*, *FGFBP1*, and *FGFR1* are increased in the growth phase, whereas *FGF1*, *FGF2*, *FGF18*, *FGF23*, *FGFR2*, and *FGFR3* are increased toward the end of growth phase, implying more complex roles of FGF signaling in feather length control.

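Members of the FGF system took at least 3 courses across the feather cycle. The receptors FGFR1 and FGFR3 and the dermal ligand FGF7 dipped in late growth, FGF2 was nearly confined to the resting phase, and FGF9, an epithelial ligand, fell from late growth to resting. The dip is also the course of the fibroblast markers, with medians of −3.17 and 4.29 at the 2 steps. FGFR1, the receptor that mostly serves mesenchyme, went from 94.8 ± 8.19 TPM (SD, n = 2) to 33.4 ± 1.41 TPM (SD, n = 2) and 83.0 ± 1.55 TPM (SD, n = 2). The log2 fold changes were −1.48 and 1.29 (adjusted p = 4.8e-04 and 2.4e-04). FGFR3, a receptor that restrains growth in cartilage, stood at 6.77 ± 0.153 TPM (SD, n = 2), 1.93 ± 0.212 TPM (SD, n = 2) and 47.2 ± 2.48 TPM (SD, n = 2). The steps gave log2 fold changes of −1.41 and 4.04 (adjusted p = 0.0040 and 3.5e-05). Its fall into late growth was not called with quantile normalization (−0.69, adjusted p = 0.056). FGFR2, the epithelial receptor of FGF7 and FGF10, was at 148 ± 27.7 TPM (SD, n = 2), 141 ± 8.94 TPM (SD, n = 2) and 187 ± 5.25 TPM (SD, n = 2). Its log2 fold change from late growth to resting was 0.40 (adjusted p = 0.051), which did not pass. It passed with median-of-ratios scaling (0.41, adjusted p = 0.018), with quantile normalization (adjusted p = 0.017), with TPM rescaled without erythroid and muscle genes (adjusted p = 0.012), with the 2 phases compared alone (adjusted p = 0.010) and without early growth replicate 1 or 2 (adjusted p = 0.011 and 0.011). A filter at 5 TPM (adjusted p = 0.046) and library weights, chosen after the data had been seen (adjusted p = 0.0095), gave the same. FGF9 was at 11.8 ± 8.33 TPM (SD, n = 2) in early growth and 22.5 ± 3.38 TPM (SD, n = 2) in late growth, and listed at 4.82 and 0 TPM in the 2 libraries of the resting phase. It fell by 3.28 from late growth to resting (adjusted p = 0.023), a call lost with a pseudocount of 0.1 (adjusted p = 0.064) and without late growth replicate 1 or 2 or resting replicate 2 (adjusted p from 0.093 to 0.13). Between early growth and resting it did not pass (−2.23, adjusted p = 0.077). FGF2 was at most 0.812 TPM in any growth library and 9.22 ± 0.0796 TPM (SD, n = 2) in the resting phase, a rise of 2.93 (adjusted p = 0.0019). FGF6 and FGF23 stayed under the mean of 1 TPM required for a test. FGF6 was listed at no more than 0.167 TPM in any library, and FGF23 only in resting replicate 2, at 0.525 TPM.

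**Figure D2:**
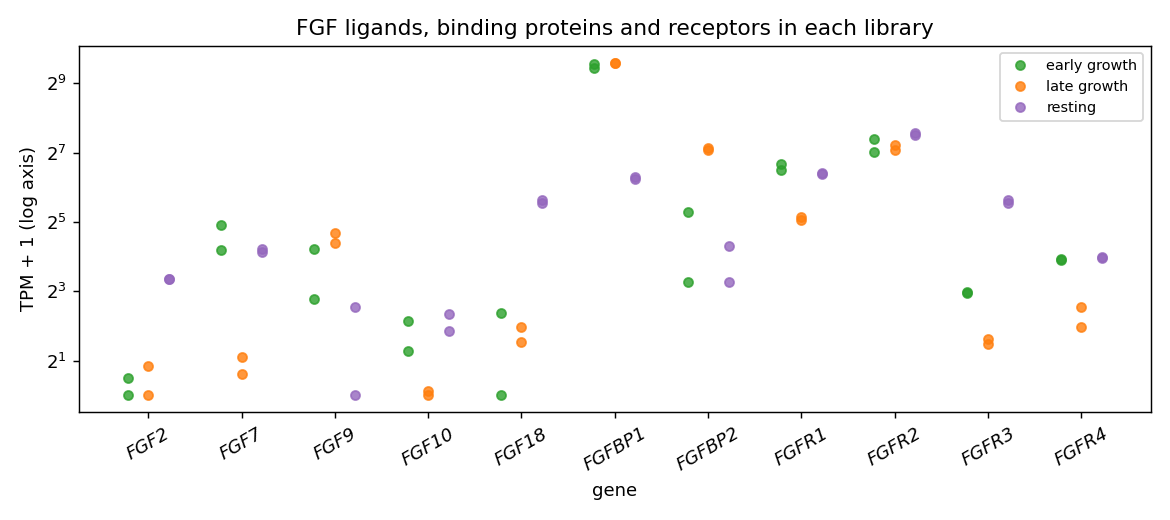
TPM + 1 on a log axis of FGF ligands, binding proteins and receptors, each point a library of early growth (green), late growth (orange) or resting (purple). FGF18, FGF2 and FGFR3 are highest in the resting libraries, at 47.4, 9.22 and 47.2 TPM on average, and FGFBP1 in the growth libraries.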

Examples of in situ hybridization of *IGFBP5* and *FGFBP1* are shown in Fig. 3, (H and I), respectively. The expression levels and domains of both molecules become nearly negative in resting phase epidermis (red arrows), which prompts us to ask whether IGF and FGF pathways involved feather size control as activators.

### Single-cell transcriptomics identifies distinct cell clusters in proximal follicles

To further understand cellular activity among different sized feather follicles, we performed scRNA-seq for regenerating White Leghorn chicken contour feathers and lesser sickle feathers (Fig. 4A and fig. S4A). We compare two feather types, contour and lesser sickle, as representatives for short and long feathers. We identified a total of 30 cell clusters, with 15 clusters belonging to epidermal and dermal groups (fig. S4B and table S3). Upon further reclustering, eight epidermal and six dermal clusters emerged (Fig. 4B and table S4). Dermal cell clusters include specific groups such as pPP, cPP, pPP/cPP (PP cells expressing both pPP and cPP markers), DP, pDP (peripheral DP), and DS.

**Fig. 4.**
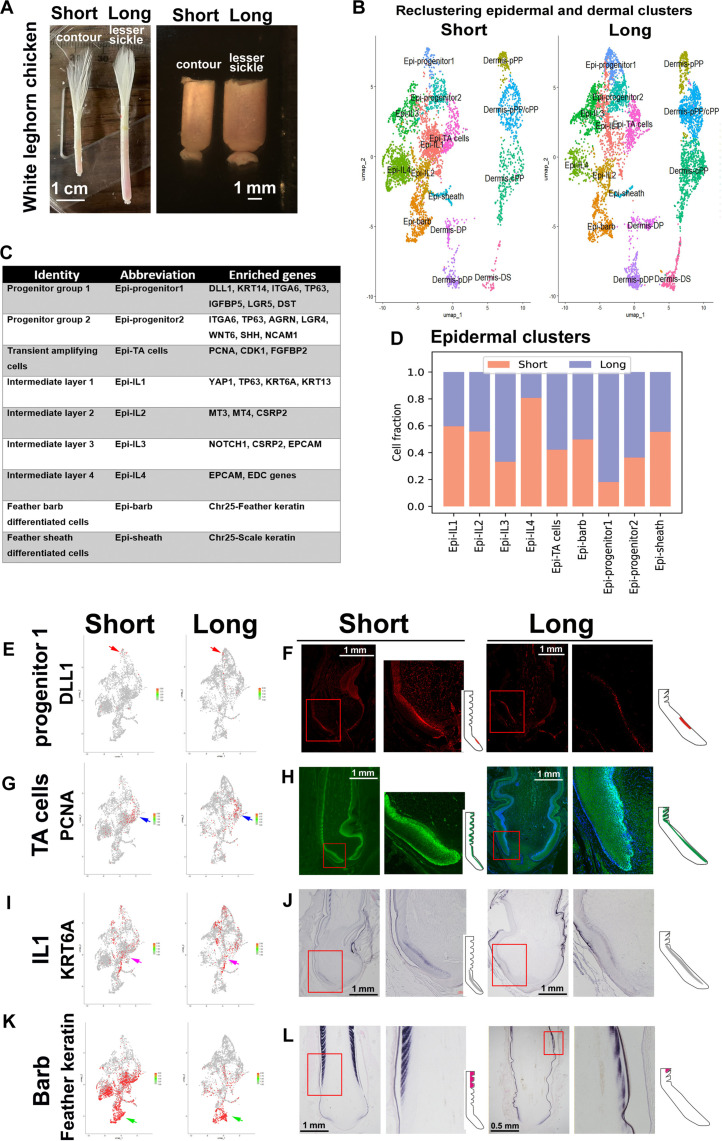
scRNA-seq of contour feathers and lesser sickle feathers from White Leghorn chickens reveals the epidermal cell configuration difference between short and long feathers. (**A**) Contour and lesser sickle feather follicles from White Leghorn chicken are used for scRNA-seq analysis. (**B**) Nine epidermal cell clusters and six dermal clusters are identified in short and long feathers, with different cell numbers in different cell clusters. (**C**) Marker genes in epidermal cell clusters. (**D**) Cell fraction in epidermal clusters between short and long feathers. (**E** to **L**) Examples of the expression of different cell markers in short and long feather epidermal cell clusters. [(E) and (F)] Progenitor cell group 1 (*DLL1*). [(G) and (H)] TA cells (PCNA). [(I) and (J)] Intermediate layer 1 (IL1) and keratin 6A (*KRT6A*). [(K) and (L)] Barb-differentiated cell cluster (*feather keratin*). Red arrows in (E) indicate the progenitor cell group 1. Blue arrows in (G) indicate the TA cells. Pink arrows in (I) indicate the intermediate layer 1. Green arrows in (K) indicate the differentiated cell cluster.

We focus here on epidermal cell clusters. In total, 3752 epidermal cells from short feathers and 3559 from long feathers were analyzed. Cluster 3 is of particular interest, as it expresses markers of epidermal progenitor cells, including *KRT5*, *ITGA6*, and *Lgr5*. Further subclustering of this group revealed two distinct progenitor subgroups (table S5). Together, the feather epidermis is composed of two progenitor cell clusters, one TA cell cluster, four intermediate layer clusters, and two terminally differentiated clusters (feather barb and feather sheath), with each cluster exhibiting unique gene expression profiles (Fig. 4C). Progenitor cells proliferate, migrate, and eventually some differentiate into feather sheath or barb cells (Fig. 1T). Some later will undergo apoptosis (Fig. 1N).

To check the consistency and reproducibility of feather follicle scRNA-seq, we compared the data from two short feather follicles (fig. S5). The two samples show the same cell clusters and similar cell fraction ratios (fig. S5, A and B). The expressions of major differential markers are also similar (fig. S5C). These data prove the reproducibility of our scRNA-seq analysis.

### Single-cell transcriptomics analyses for short and long feathers

When comparing epidermal cell clusters between short and long feathers, we observed a notable difference in cell distribution using scRNA-seq data. Long feathers exhibited a greater number of cells in progenitor cell groups 1 and 2, as compared to short feathers (Fig. 4D). To further explore these findings, we used immunostaining, RNAscope, and in situ hybridization techniques to localize each cell cluster within the feather follicles (fig. S6). We observed that progenitor cell group 1, TA cells, intermediate layer 1, and terminal differentiated barb cell clusters were organized within the feather space (Fig. 4, E to L).

Long feathers show higher expression of the progenitor cell marker *DLL1* (Fig. 4E, red arrow). This is supported by RNAscope analysis, which revealed an expanded *DLL1* expression zone in long feathers (Fig. 4F). No substantial differences in TA cell numbers were observed between short and long feathers [Fig. 4, G (blue arrow) and H]. In the intermediate layer 1, high expression levels of *KRT6A* were evident, indicating its presence beyond the TA cell zone in both feather types [Fig. 4, I (pink arrow) and J].

To further analyze IGF and FGF signaling, we quantified the strength of IGF and FGF gene signatures in epidermal cells. Our comparative analysis revealed that both IGF and FGF pathways were consistently up-regulated across all epidermal clusters in long feathers, with expression fold changes ranging from 1.5 to 7 (fig. S7, A to D). Notably, the expression of IGF and FGF pathways demonstrated a high correlation in individual cells, even after adjusting for shared genes within both pathways (fig. S7E).

Short feathers are observed to contain more keratin-expressing cell clusters. Feather keratin, a terminal differentiation marker for feather barb ridge cells, displayed the highest expression levels in the barb-differentiated cell cluster of both short and long feathers (Fig. 4K, green arrows). However, three intermediate layer clusters showed low levels of feather keratin expression in short feathers (Fig. 4K, left), which is not observed in the intermediate layer clusters of long feathers (Fig. 4K, right). In situ hybridization revealed that the feather keratin gene expression domain is situated closer to the DP in short feathers (Fig. 4L, left). In addition, we found that scale keratin genes, which are not only found in scales but also present in hard integument (*30*), are expressed within the feather sheath–differentiated cell cluster (fig. S6J). In situ hybridization showed that scale keratin genes are highly expressed in the feather epidermis apoptotic zone, which eventually contributes to feather sheath formation (fig. S6J).

To further elucidate epidermal lineage progression, we calculated diffusion pseudotime (*33*, *34*) and assessed the transition probabilities between epidermal cell states in both short and long feathers. Notably, the intermediate layer and TA cells in short feathers were predicted to transition more rapidly toward terminal epidermal states, as indicated by their higher pseudotime coordinates (Fig. 5A). In contrast, progenitor cells in long feathers exhibited slower differentiation, evidenced by the significant discrepancy in pseudotime values between intermediate/TA cells and barb/sheath cells (Fig. 5B). This emerging difference in differentiation speed between short and long feathers is mirrored in the distinct expression patterns of feather keratin. Overall, our pseudotime analysis supports the notion that epidermal cells in long feathers follow a more prolonged pathway to achieve terminal differentiation.

**Fig. 5.**
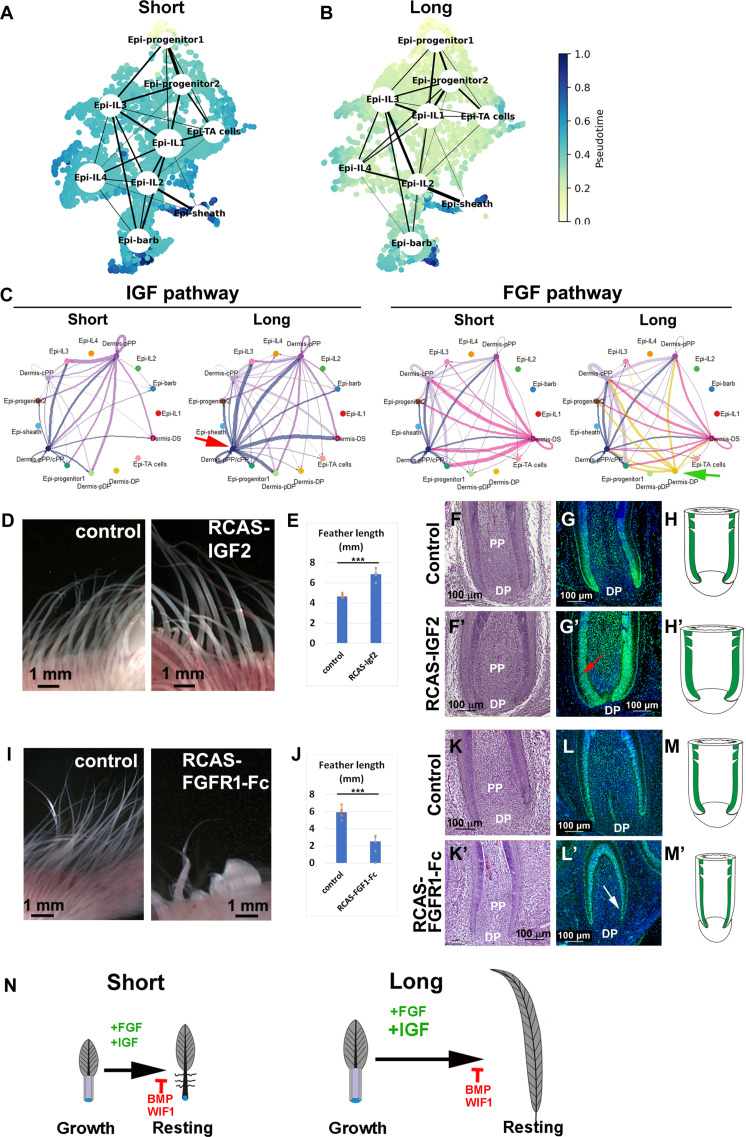
Pseudotime, CellChat, and functional analysis on the growth of short and long feathers. (**A** and **B**) Pseudotime analysis in short and long feathers. Color map indicates diffusion pseudotime or the progression along the epidermal lineage, while the thickness of solid black lines indicates the probability of transition between epidermal cell states. Intermediate layer and TA cells are predicted to transition faster toward the differentiated epidermal states in the short feather, as demonstrated by the higher pseudotime value. (**C**) The comparison of IGF and FGF pathway interaction strength between short and long feathers. Top: IGF pathway. Bottom: FGF pathway. Red arrow indicates the stronger IGF pathway interaction in long feathers. Green arrow indicates a specific FGF pathway interaction in long feathers. (**D** and **E**) Overexpression of IGF2 in the right wing leads to increased feather filament length (E13). (**F** to **H′**) Comparison of H&E and PCNA staining between control and IGF2 overexpressed samples. Note the enlarged feather follicle width (F′) and the expanded PCNA expression domain (G′) (red arrow) in the RCAS-IGF2–injected sample on the right wing, compared to the control follicle in the left wing. (**I** and **J**) Inhibition of FGF signaling by RCAS-FGFR1-Fc can significantly reduce the feather length (E13). (**K** to **M′**) Comparison of H&E and PCNA staining between control and RCAS-FGFR1-Fc–infected samples. Note the reduced feather follicle width (K′) and the reduced number of PCNA-positive cells (L′) (white arrow) in the RCAS-FGFR1-Fc–infected sample from the right wing, compared to the control follicle in the left wing. (**N**) Summary of activated IGF and FGF pathway activities in short and longer feathers. For [(E) and (J)], five flight feather filaments from the right (experiment) and left (control) wings were measured. ***P < 0.001.

To understand how these differentiation-inducing signals are coordinated in the tissue, we used CellChat (*35*) to assess the interaction strengths between short and long feathers, including nine epidermal clusters and six dermal clusters in our analysis. In general, dermal clusters mainly acted as IGF senders (cPP) or senders/receivers (pPP and pPP/cPP), whereas epidermal clusters (IL3 and progenitor 1) mainly acted as receivers. Our findings, however, indicated that long feathers exhibited stronger IGF pathway interactions between the PP (dermal pPP/cPP) and epidermal clusters (Fig. 5C, red arrow), in good agreement with the stronger intracellular IGF signature previously identified in the epidermal cells from the long feather (fig. S7, A to D). While the overall network topology of IGF-based cell-cell communication was largely conserved between short and long feathers, epi–IL-1 and dermis-DS cells assumed a markedly stronger role as IGF receivers in long feathers by expressing *ITGAV* and *ITGB3*, respectively (fig. S8, A and B). The FGF pathway follows a similar trend, whereby dermis and epithelial clusters act as senders and receivers, respectively. Long feathers displayed a specific interaction between the DP (dermis-DP) and other clusters (Fig. 5C, green arrow) due to long feather–specific expression of the ligands *FGF7* and *FGF10* in dermis-DP (fig. S8, C and D).

To further identify the critical signaling nodes in epidermal cell differentiation, we used spliceJAC (*36*) to reconstruct the gene regulatory networks (GRNs) associated with the IGF/FGF pathways, specifically focusing on the gene centrality (fig. S7, F and G). The gene centrality score measures the connectivity of a given gene with other genes within the GRN, with higher scores indicating greater involvement in gene regulation. Through ranking genes by centrality score, we identified three genes—*SOS1*, *MAPK8*, and *MAPK3*—that exhibited high centrality and are shared by both IGF and FGF signaling pathways (fig. S7, H and I).

Together, the quantification of the IGF/FGF intracellular response, reconstruction of cell-cell communication (CCC) network, and downstream GRN inference support a model, whereby IGF/FGF signaling is intensified in the long feather, specifically activating dermal cell clusters (dermis-DS and dermis-DP) that are inactive in the short feather.

### FGF/IGF pathways regulate feather length by modulating cell proliferation

We observed that the length of developing and regenerating chicken feathers maintains a strict left-right equal growth pattern, e.g., the length of a flight feather from the left wing is always similar to the length of a feather growing from an equivalent position on the right wing. We performed control experiments in which we injected RCAS–green fluorescent protein (GFP) into the right wing at embryonic day 4 (E4). None of those samples showed significant differences in feather length between the left wing and right wing (*n* = 6/6).

To examine the role of the IGF pathway in feather size control, we overexpressed IGF2 in the chicken embryo. RCAS-IGF2 virus was injected to the right-wing bud at E4. Samples were collected at E13, and the length of the feather filament from both the left wing and right wing was measured. The feather filament in the right wing is significantly longer than that in the left wing (Fig. 5, D and E; *n* = 8/8 embryos). Sections of embryonic feather follicles expressing ectopic IGF2 show increased follicle widths (Fig. 5F′ compared to (Fig. 5F) accompanied with an expanded PCNA expression zone (Fig. 5G′ compared to Fig. 5G, red arrow). These results indicate that the IGF signaling increases cell proliferation and expands the TA cell zone (Fig. 5, H′ versus H).

To evaluate the role of the FGF pathway in feather size control, we used a secreted dominant-negative version of FGF receptor 1 (FGFR1) (RCAS-FGFR1-Fc) to suppress FGF signaling in the right-wing bud. In early embryonic feather development, RCAS-FGFR1-Fc could block feather placode initiation (*37*). We found that flight feather follicles still can form but the length of feather filaments is significantly reduced (Fig. 5, I and J; *n* = 6/6 embryos). These feather follicles have a narrower width (Fig. 5K′ compared to Fig. 5K) and reduced PCNA-positive domain in the follicle base (Fig. 5L′ compared to Fig. 5L, white arrow). These results indicate that the FGF signaling is important to maintain TA cell activities and feather elongation (Fig. 5M′ compared to Fig. 5M).

We performed more IGF/FGF pathway functional studies to verify the role of IGF/FGF in the feather size regulation. When using RCAS-dnIGF1R (dominant-negative version of IGF1R), we found that feather length is significantly reduced (fig. S9, A and B; *n* = 5/5 embryos). The follicle width is reduced accompanied by the narrower PCNA expression zone (fig. S9, C to E′). When we used RCAS-FGF8 to increase FGF signaling, the feather filament was shortened, but the width increased significantly (fig. S9, F and G; *n* = 6/6 embryos). PCNA staining shows that there is an ectopic proliferation zone in RCAS-FGF8–treated samples (red arrows; fig. S9, H to J′). Furthermore, we used RCAS-Spry4 to suppress FGF/epidermal growth factor signaling (*38*). The feather filament length is reduced in the treated samples (fig. S9, K and L; *n* = 6/7 embryos). PCNA is negative in the base of treated follicles (yellow arrows; fig. S9, M to O′). By characterizing the perturbed feather follicles, we can appreciate that the length represents a balance between growth and differentiation processes. Shortened feathers can be caused by precocious keratinocyte differentiation or failure of progenitor cells to differentiate.

Together, the quantification of signaling strength, reconstruction of GRN, and the functional studies imply a working model in which IGF and some FGF members are strongly activated during the early differentiation stages of epidermal cells, while BMP, Wnt inhibitory factor 1 (WIF1), and some other FGF members are higher toward the end of growth phase to initiate differentiation (Fig. 5N).

### YAP/NOTCH/DLL regulates feather length by modulating progenitor population size

Phoenix chicken main sickle feathers can exceed 100 cm in length. The dynamic change of feather follicle configurations seen among different sized feathers prompted us to ask how the extreme long sickle feathers in male Phoenix chickens are generated (Fig. 6A). We wondered whether this is based on the growth rate or growth period. We measured the elongation of contour, lesser sickle, and main sickle feathers weekly. We found that the growth rates of main sickle feathers between White Leghorn and Phoenix chickens are similar (Fig. 6B and fig. S1C). On the other hand, the growth period of the Phoenix chicken main sickle is more than 8 months versus 3 to 4 months in White Leghorn chickens. Thus, growth duration appears to be the determinant that controls the final length of main sickle feathers.

**Fig. 6.**
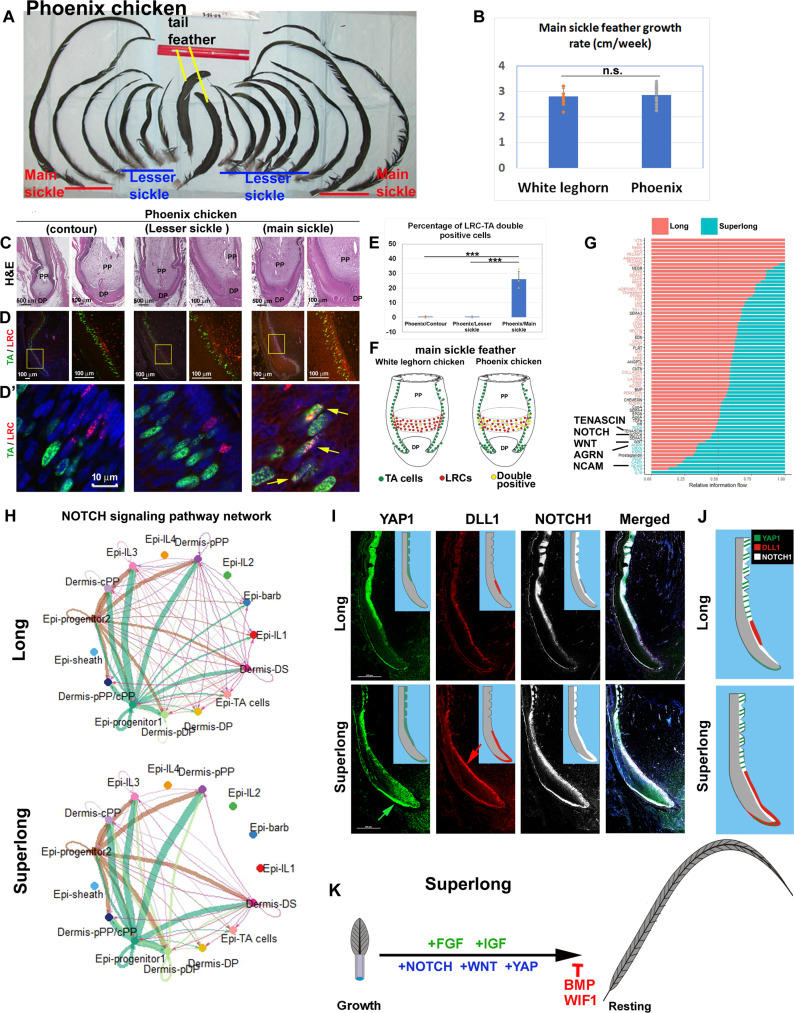
The superlong main sickle feathers in Phoenix chicken exhibit distinct progenitor cell zone and molecule pathways. (**A**) Examples of main sickle, lesser sickle, and tail feathers collected from a 1-year-old male Phoenix chicken. (**B**) Comparison of main sickle feathers between White Leghorn chicken and Phoenix chicken shows similar growth rate. For White Leghorn chicken, *n* = 13. For Phoenix chicken, *n* = 22. n.s., not significant. (**C**) Comparison of regenerated contour, lesser sickle, and main sickle feathers from Phoenix chickens. (**D**) LRC and TA double staining. (**D′**) High magnification. Yellow arrows indicate the LRC/TA–double positive cells. (**E**) Calculation of percentage of LRC/TA–double positive cells. ***P < 0.001. (**F**) Schematic drawing to summarize the epidermal progenitor cell zone configuration difference between main sickle feathers in White Leghorn chickens and Phoenix chickens. (**G**) CellChat analysis shows the increased cell-cell interaction in superlong Phoenix main sickle feathers. (**H**) Comparison of NOTCH pathway cell-cell interactions in White Leghorn chicken long feathers and Phoenix chicken superlong feathers. (**I**) RNAscope analysis of YAP1/DLL1/NOTCH1 showing DLL1 expression domain are expanded (red arrow). In Phoenix chicken superlong feathers, the expression patterns of both NOTCH1 and YAP1 are expanded and curve around the follicle base, extending toward the DS (green arrow). (**J**) Summary of YAP1/DLL1/NOTCH1 expression in White Leghorn chicken and Phoenix chicken sickle feather follicles. (**K**) Summary of enhanced NOTCH, WNT, and HIPPO pathway activities in superlong Phoenix sickle feathers.

To study Phoenix feather follicles further, we plucked main sickle feathers from the resting phase feathers and collected the regenerating feathers. For comparison, regenerated contour and lesser sickle feathers from Phoenix chicken were also collected. H&E staining shows that, similar to the trend in White Leghorn chickens, Phoenix chicken main sickle feather follicles have the biggest collar width and length (Fig. 6C). PCNA and p63 staining show that the Phoenix chicken main sickle feathers have an enlarged TA cell zone and progenitor zone (fig. S10A). We also noticed that, unlike the contour and lesser sickle feathers that have a PCNA-negative area in the collar bulge area (white arrows in fig. S10A), the Phoenix chicken main sickle feather follicles lack this area (red arrows). TA/LRC double labeling experiments show that the LRCs are mingled with the TA cell zone in Phoenix chicken main sickle feather follicles (Fig. 6D). Confocal imaging shows that few LRCs (IdU-labeled, red color) are double stained with green (TA cells, CldU-labeled) in Phoenix chicken contour and lesser sickle feather follicles, whereas more than 26% of LRCs in Phoenix chicken main sickle feather follicles are double labeled with both red and green [Fig. 6, D′ (yellow arrows) and E]. Thus, the mingled LRC/TA zone in the bulge area suggests that the collar bulge stem cells are less quiescent and may act to support the longer growth of these extremely long feathers (Fig. 6F).

To analyze molecular differences, we collected the regenerating Phoenix chicken main sickle feather follicles and performed scRNA-seq. When we compare the IGF/FGF/WNT pathway, we observed that Phoenix chicken superlong feathers do not exhibit more interactions in IGF and FGF pathways, compared to long White Leghorn feathers (fig. S11, A and B). However, these superlong feathers have more WNT signaling interactions between progenitor 1 and progenitor 2 (red arrow in fig. S11C). This suggests that these superlong feathers use a different mechanism to increase their length. When compared to White Leghorn chicken long feathers, we did not find different cell clusters that existed in Phoenix chicken superlong feathers. However, CellChat analysis (*35*) revealed that the Phoenix superlong feathers exhibit more interactions in several pathways including the NOTCH, WNT pathways, and extracellular matrix (Fig. 6G). The AGRN pathway also shows high activity level in Phoenix chicken superlong feathers. The AGRN pathway is related to YAP signaling, and it was proposed as a mechanotransduction signal regulating YAP through the Hippo pathway (*39*). Examples of enhanced interactions are shown in Fig. 6H and fig. S10 (B and C), including NOTCH, tenascin C (TNC), and neural cell adhesion molecule (NCAM) signaling.

We further localized the expression of candidate genes focusing on *YAP1*, *DLL1*, *NOTCH1*, *TNC*, and *NCAM* in the feather follicle. RNAscope analysis (Fig. 6, I and J) shows that *YAP1*/*DLL1*/*NOTCH1* are expressed in distinct domains in White Leghorn sickle feathers (Fig. 6I, top). *DLL1* is expressed in the collar bulge region (equivalent to the LRC domain). *NOTCH1* is expressed in the intermediate layer close to the progenitor zone and is negative in the *DLL1* expression domain. *YAP1* is expressed above the *DLL1* domain and partially overlaps with the *NOTCH1* expression domain (summarized in Fig. 6J, top). However, The *DLL1* expression zone is greatly expanded in Phoenix chicken superlong feathers (Fig. 6I, red arrow, and table S6). *YAP1* expression is extended and curves around the follicle base to be present in the lower DS (Fig. 6I, green arrow). The expanded *DLL1* and *YAP1* expression domain in Phoenix chicken superlong feather follicles may reflect the altered configuration of progenitor clusters and their interactive interfaces (Fig. 6F). Superlong feathers also show high expression levels of *TNC* and *NCAM* (fig. S10D, green and yellow arrows), implying alterations in cell-substrate and cell-cell interactions.

To test whether the *DLL1* expression domain is restricted in the collar bulge, we costained the *YAP1*/*DLL1* and TA cells in White Leghorn contour feathers (fig. S12). *DLL1* expression was found to be surrounded by TA cells in the collar bulge zone, supporting the idea that *DLL1*-positive cells represent collar bulge stem cells (fig. S12B, yellow arrow). Thus, we found that the superlong Phoenix chicken sickle feathers have specialized progenitor cell topology, expanded progenitor cell populations, and increased YAP/NOTCH/WNT signaling (Fig. 6K).

### Perturbing YAP/NOTCH signaling reveals distinct functional effects

To investigate their functions, we examined NOTCH pathway function using a constitutively active form of NOTCH1 (Notch intracellular domain; RCAS-NICD) (*40*) to interrupt the NOTCH activity. We injected these plasmids to the right-wing bud at E4. The flight feather follicle in the right wing shows decreased feather length (Fig. 7, A and B; *n* = 5/5 embryos). The perturbed follicle shows decreased proliferating cells in the proximal feather follicle (Fig. 7C′ compared to Fig. 7C; Fig. 7D′, pink arrow). Barb ridges form precociously, and feather elongation is halted, probably because of depletion of progenitor cells. *YAP1* expression in the epidermal progenitor zone is reduced but is increased in the PP (Fig. 7E′, red arrow). The results suggest that homeostatic equilibrium within the feather progenitor zone is disrupted, with precocious barb differentiation and depletion of progenitor cells (Fig. 7, F′ versus F; Fig. 7S).

**Fig. 7.**
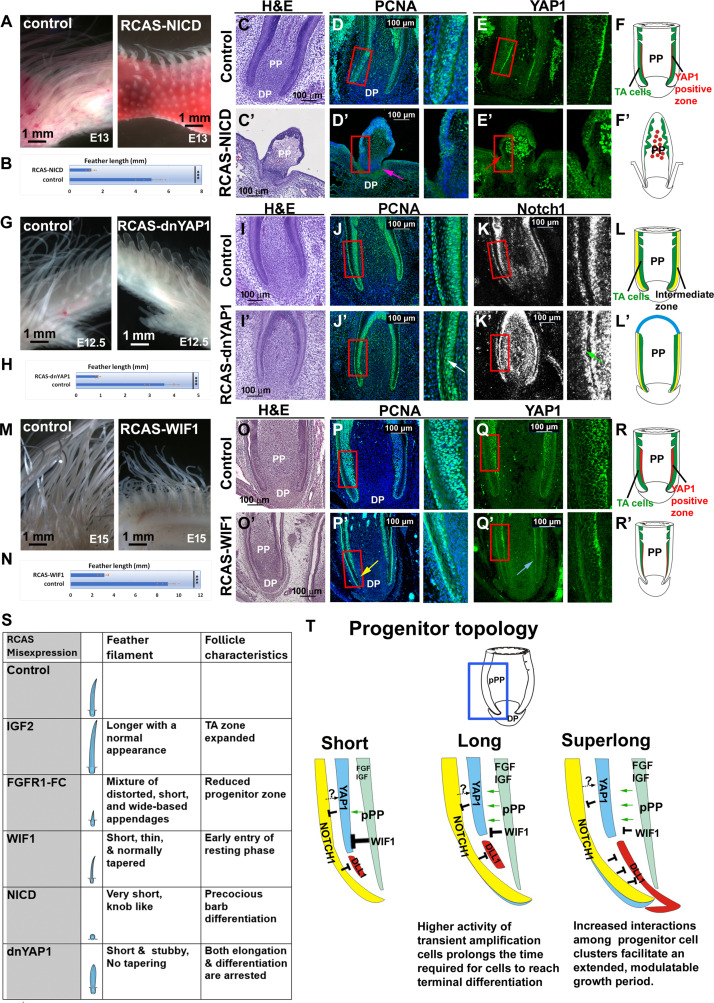
Functional study and summary of progenitor topology in the regulation of feather lengths. (**A** and **B**) Disruption of Notch signaling by misexpression NICD shows short feather filaments. (**C** to **F′**) Comparison of H&E, PCNA, and YAP1 staining between control and RCAS-NICD–infected samples. Note the precocious barb ridge formation (C′) and the lack of PCNA-positive cells in the epidermis (D′) (pink arrow). RCAS-NICD samples show the disappearance of YAP1 in the epidermis (E′) (red arrow) but a paradoxical increase in YAP1 in the PP. (**G** and **H**) Inhibition of YAP activity converts the tapering feather filament into short, stubby, cylindrical filaments. (**I** to **L′**) Comparison of control and RCAS-dnYAP1–infected samples. Note the reduced thickness of TA cell zone (J′) (white arrow) and intermediate layer (K′) (green arrow). There are large numbers of NOTCH1-positive PP cells. The distal end fails to form barb branches. (**M** and **N**) Inhibition of WNT signaling by RCAS-WIF1 reduces feather length. (**O** to **R′**) Comparison of control and RCAS-WIF1–infected samples. Note the reduced feather follicle width (O′), the reduction of PCNA-positive cells in the epidermis (P′) (yellow arrow), and reduced YAP1 expression (Q′) (blue arrow). (**S**) Table summarizing the findings using RCAS-mediated gene misexpression. (**T**) Model of YAP1 interacted with the DLL/NOTCH pathway regulating feather length by fine-tuning the progenitor cell topology. Compared to short feathers, long feathers have a bigger stem cell zone marked by DLL1 expression (red color). The Phoenix chicken main sickle feathers have an elongated stem cell zone and higher YAP1 activity that may contribute to the longer growth period. Left: Schematic drawing of a feather follicle. For [(B), (H), and (N)], five flight feather filaments from the right (experiment) and left (control) wings were measured. ***P < 0.001.

To test the functionality of YAP1 in feather follicle development, we constructed a dominant-negative form of YAP1 (RCAS-dnYAP1). The injected wing shows a shortened feather filament, but they are stubby and cylindrical and lack the normal tapering distal end (Fig. 7, G and H; *n* = 6/6 embryos). Tissue section analyses showed that in the follicle base, the TA cell zone thickness is reduced (Fig. 7J′, white arrow, compared to the control in Fig. 7J). *NOTCH1* expression is reduced in the intermediate layer but greatly increased in dermal PP cells (Fig. 7K′, green arrow). The most distinctive phenotype is the absence of barb branch formation at the distal end, resulting in a flat-topped structure without tapering (Fig. 7, L′ versus L; Fig. 7S).

The function of WIF1 (a WNT pathway antagonist) was tested by injecting RCAS-WIF1 into the developing flight feather follicles. The perturbed feather filaments are shorter and thinner but still have a tapered distal end (Fig. 7, M and N; *n* = 4/5 embryos). Sections show that the follicle size is reduced (Fig. 7O′). The epidermis adjacent to the DP exhibits a loss of PCNA-positive cells (Fig. 7P′ compared to Fig. 7P, yellow arrow). *YAP1* expression in the progenitor zone is also reduced in the proximal follicle (Fig. 7Q′ compared to Fig. 7Q). However, the proportion of different progenitor cells remains nearly normal, suggesting that WIF1-treated feather follicles enter the resting phase prematurely (Fig. 7, R′ versus 7R; Fig. 7S).

We then used RCAS-Wnt3a to test the possible feedback regulation of the Wnt/WIF1 axis. The RCAS-Wnt3a–treated sample shows short and fat feather filaments (fig. S13, A to F′; *n* = 4/4). The PCNA-positive zone is only restricted in the base the epidermis in the treated sample (fig. S13C′, green arrow). The *YAP1* expression zone is also reduced (fig. S13D′, red arrow). In the normal embryonic flight feather, *WIF1* is expressed in the pPP (fig. S13E). The RCAS-Wnt3a–treated sample shows the faint *WIF1* in the tip of feather PP (fig. S13E′, blue arrow). This result suggests that balance of Wnt and WIF1 signaling is crucial for feather morphogenesis. The feedback regulation of Wnt/WIF1/YAP1 would be worth investigating further in the future.

These functional studies showed the importance of YAP / NOTCH / WNT signaling for maintaining the homeostasis of progenitor cells/TA cells/intermediate layer cells, which then provide a continuous supply of epidermal cells for feather elongation. YAP activity is also important to regulate NOTCH signaling. Together, they play critical roles for maintaining progenitor cell zone homeostasis and growth period duration.

## DISCUSSION

The summary of this study is as follows: (i) We examine the topological distribution and size of cell clusters, including progenitor, proliferating, apoptotic, and differentiated cell zones in contour, lesser sickle, and main sickle feather follicles. (ii) Through transcriptomic profiling across early growth, late growth, and resting stages, we identify molecular signals with trends of up- or down-regulation, pinpointing candidate pathways that enhance or limit feather growth. (iii) Using scRNA-seq, we map cellular clusters within the feather collar regions. CellChat analysis reveals that FGF and IGF signaling activities are elevated in longer feathers, while pseudotime analysis suggests that progenitors in short feathers differentiate faster than those in long feathers. Gene misexpression experiments using RCAS demonstrate that IGF and FGF pathways act as activators for feather growth. (iv) In Phoenix chickens, characterized by superlong main sickle feathers, we observe intensified cell interactions and expanded progenitor cell and intermediate cell zones. (v) Misexpression of NICD (active NOTCH1 intracellular domain) induces premature barb ridge differentiation, while dominant-negative YAP1 causes the collar to remain in the intermediate layer stage. These results suggest that YAP1 and NOTCH1 play crucial roles in maintaining homeostatic growth and differentiation, regulating the duration of feather growth.

### scRNA-seq analyses identify distinct cell clusters in feathers follicles

We identified several major zones in the collar with different cellular activities, including the stem cell zone defined by label retention, the progenitor cell zone which differentiates to form feather branches, and the apoptosis zone (Fig. 1N). We used double TA cell labeling to identify progenitor cells and the route of their expansion and differentiation. Our result showed the dual fates of epidermal progenitors: One group differentiated to form the apoptosis zone and became the feather sheath; the other group formed the basal layer, which proliferated and migrated from the collar to eventually form the feather branch (Fig. 1T).

We found different configurations of the LRC, TA, and differentiation cell zones in the feather follicles with different lengths (Fig. 2O). We showed that both IGF and FGF pathways play critical roles in feather length control. We propose that the IGF pathway regulates feather size by stimulating cell proliferation in the progenitor cell activity, whereas FGF is needed for maintaining the feather growth during the growth phase. When FGF signaling is interrupted, the feather enters the resting phase precociously (Fig. 5I).

Our evidence suggests that the control lies in interactions between the epidermal stem cells and their dermal niche. We have revealed some interesting molecular interactions between the epidermal stem cells and their niche, but how the niche provides this information remains unknown and warrants further study.

### Wnt/IGF/FGF/BMP signaling regulates feather length by modulating progenitor proliferation/differentiation

#### IGF and Wnt as activators

Wnt signaling has been shown to be involved in initiating the growth phase of feather cycling (*41*). Here, we show that IGF signaling promotes feather growth. Elevated IGF1 has been shown to be associated with initiating the growth of more feathers in wild juvenile bearded reedlings (*42*), implying the involvement of IGF signaling in overall feather growth.

#### *FGF as modulators*, *depending on members*

Previously, we found that FGF signaling is involved in adult feather follicle collar epidermis development (*24*). Overexpression of *Spry4*, an FGF inhibitor, promotes the formation of distal feather follicle components, while diminishing the collar epithelium. In contrast, overexpression of *Fgf10* promotes expansion of proximal follicle structures and inhibits distal branching (*24*). 

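Compared directly, the early growth and resting phases are told apart by some members of the FGF pathway and not by others. SRC, a kinase at the membrane, carries the signal from many receptors and not from FGF receptors alone. FGFBP1, which frees FGFs from the matrix, fell by 3.23 on the log2 scale from early growth to resting (standard error 0.07, adjusted p = 5.2e-06). FGF9 gave −2.23 (adjusted p = 0.077) and passed with the replicate number as a block (adjusted p = 0.043) and without resting replicate 1 (−3.50, adjusted p = 0.027). FGFR1 gave −0.19 (adjusted p = 0.19), 0.15 with median-of-ratios scaling, 0.19 with quantile normalization and 0.01 with TPM rescaled without erythroid and muscle genes, so that no direction can be given. SRC was at 20.5 ± 9.53 TPM (SD, n = 2) in early growth, 23.4 ± 0.331 TPM (SD, n = 2) in late growth and 12.8 ± 2.20 TPM (SD, n = 2) in the resting phase. Between early growth and resting it gave −0.58 (adjusted p = 0.18). It passed without early growth replicate 2 (−1.05, adjusted p = 0.014). FGFR3 was higher in resting by 2.63 (standard error 0.20, adjusted p = 1.8e-04) and FGF18 by 4.41 (standard error 0.73, adjusted p = 0.0038). FGFR2 gave 0.34 (adjusted p = 0.079). It passed as higher in resting with median-of-ratios scaling (0.68, adjusted p = 0.0030), with quantile normalization (0.72, adjusted p = 0.0072), with TPM rescaled without erythroid and muscle genes (0.54, adjusted p = 0.020) and without early growth replicate 1 (0.53, adjusted p = 0.0095).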

FGF pathway members show bipolar distribution in the feather epidermal progenitor cells: Some are high in early growth phase (*FGF6*, *FGF9*, *FGF10*, *FGFBP1*, *FGFR1*, *MAPK1*, and *SRC*), while some are high in the resting phase (e.g., *FGF1*, *FGF2*, *FGF18*, *FGF23*, *FGFR2*, and *FGFR3*) (fig. S3B). This implies the complex interactions among FGF pathway signaling, and future studies will be required to sort out their interactions.

#### BMP and WIF1 as inhibitors

Bulk RNA-seq reveals that this progenitor cell zone is enriched in BMP and WNT antagonist when entering the resting phase of the feather cycle (Fig. 3F). 

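Between early growth and resting, BMP3 and WIF1 rose while other members of the BMP and WNT systems rose or fell. SFRP5 and SFRP1 are secreted decoys that bind WNTs, and ID1 is a transcriptional regulator that BMP signaling switches on directly. BMP3 was higher in resting than in early growth by 5.20 on the log2 scale (standard error 0.32, adjusted p = 1.1e-04) and WIF1 by 2.31 (standard error 0.32, adjusted p = 0.0019). SFRP5 is listed at 0 TPM in all growth libraries and at 3.36 and 3.97 TPM in the resting libraries, whereas SFRP1 fell from 119 ± 4.20 TPM (SD, n = 2) to 28.6 ± 0.537 TPM (SD, n = 2). The log2 fold change was −2.02 (adjusted p = 6.4e-05). ID1 fell by 2.26 (adjusted p = 3.5e-04), and BAMBI, a decoy receptor that BMP signaling also induces, by 1.48 (adjusted p = 3.0e-04). The BMP targets SMAD6 and ID4, chosen after their values were seen, rose by 0.77 and 0.63 (adjusted p = 0.0013 and 0.0075). The call of ID4 was lost without resting replicate 1 (adjusted p = 0.062). Of 16 BMP antagonists and direct targets, 4 were higher in resting and 8 lower (the same adjusted over the list alone). For the list, camera gave adjusted p = 0.95. Of 16 BMP ligands, receptors and SMADs, 4 were higher and 2 lower (the same adjusted over the list alone). As a set this gave a camera adjusted p = 0.27. Among 15 WNT antagonists 5 were higher and 3 lower (the same adjusted over the list alone). The set did not pass with camera (adjusted p = 0.072). It passed without early growth replicate 2 (adjusted p = 0.039). Smooth muscle markers rose over the same span with a median of 4.19, 20 of 21 higher and 0 lower (the same adjusted over the list alone). Tested against the other genes with camera, they gave adjusted p = 3.3e-17, and adjusted p = 0.22 with an estimated correlation. The muscle and fibroblast lists were included after muscle genes had been seen among the paper's DEGs, so their p values are no independent support. Fibroblast markers had a median of 0.45, 11 of 25 higher and 7 lower (11 higher and 8 lower adjusted over the list alone). For the set, camera gave adjusted p = 0.023, and adjusted p = 0.30 with an estimated correlation. That call was lost without a filter (adjusted p = 0.054) and without early growth replicate 1 (adjusted p = 0.087).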

In human hair, *WIF1* is expressed in the interfollicular epidermis and plays a critical role in suppressing keratinocyte proliferation (*43*). Our functional study shows that the progenitor cell zone adjacent to the DP in *WIF1*-overexpressed samples loses proliferation activity and mimics progenitor cells in the resting phase (Fig. 7P′).

scRNA-seq enables the analysis of intrasample heterogeneity and cell-cell interactions (*44*). Using this technology, we found cell heterogeneity, cell-cell interactions, and active pathways in feather follicles. We identify different progenitor types within distinct epidermal cell clusters. We found different cell cluster configurations between short and long feathers. Pseudotime analysis of epidermal cell state transitions reveals that progenitor cells in long feathers undergo a longer route to attain terminal differentiation (Fig. 5B), which is further supported by a stronger IGF and FGF signaling (Fig. 5N).

### Enhanced Notch/DLL1/YAP signaling modulates superlong feather progenitor population size

There are several chicken strains that have long tails, including Onagodori, Shokoku, Phoenix, etc. We used Phoenix chickens as a model to study growth control in long tail feathers. Main sickle feathers in male Phoenix chickens can grow up to 1 m long. These feathers are approximately three times longer than White Leghorn chicken main sickle feathers. Our study revealed an altered spatial organization of the progenitor cell niche in the Phoenix main sickle feather follicles (Fig. 6F). We also found that *YAP1* and *DLL1* are adjacently expressed in different domains of the feather progenitor cell zone. In Phoenix main sickle feathers, the *DLL1* domain is expanded, whereas the *YAP1* expression domain is also enhanced (Fig. 6J and table S6). These distinctive characteristics may increase the interactive surface areas, allowing for enhanced modulation possibilities and recruitment of progenitor cells, thereby supporting prolonged feather growth.

To investigate their functions, we used RCAS to misexpress NICD to activate Notch signaling and RCAS-dnYAP1 to inhibit YAP1 signaling. When NOTCH pathway activity is enhanced using RCAS-NICD, feathers undergo precocious barb ridge differentiation and depletion of progenitor cells (Fig. 7, F′ and S). When RCAS-dnYAP1 was introduced, both feather elongation and barb differentiation were arrested, resulting in the formation of a uniquely cylindrically shaped appendage (Fig. 7, L′ and S). These results suggest an interplay between the YAP and NOTCH pathways in maintaining the intermediate layer and growth period. Thus, YAP1 and NOTCH1 may form a feedback loop, ensuring the persistence of both pathways during the growth phase. The gradual decline of YAP activity and the rise of WIF1 in adjacent dermis eventually ends the growth phase and moves the follicle toward the resting phase.

Perturbation experiments disrupting these interactions led to shorter feather phenotypes. Analyses of the follicles revealed distinct modes of arrest: the presence of abnormally large progenitor cells unable to differentiate properly, premature differentiation of feather keratinocytes, or early entry into resting phases. These observations provide valuable insights into the sequential processes governing feather length control, offering a foundation for dissecting the intricate mechanisms underlying this regulation.

### Comparing hair and feather length control

As stated in the Introduction, mammalian hair length is regulated by interactions among Wnt, IGF, BMP, and FGF pathways. In hair, *FGF7* and *FGF10* have been shown to promote anagen onset and maintenance, resulting in longer hairs (*15*), while *FGF18* enforces telogen and shortens overall hair growth (*45*). Here, epidermal progenitor cell bulk RNA-seq across feather growth stages shows that *FGF10* is also increased in the growth phase and *FGF18* is high in the resting phase (fig. S3B). 

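FGF10, a dermal ligand that drives epithelial growth through FGFR2, was present in early growth and at rest and was nearly missing in late growth. The 2 libraries listed it at 3.41 and 1.44 TPM in early growth, at 0.0921 and 0 TPM in late growth and at 4.12 and 2.61 TPM in the resting phase, levels near the filter of 1 TPM, so that the size of its fold change depends on the pseudocount. From early to late growth the log2 fold change was −1.65 (standard error 0.41, adjusted p = 0.027), a call lost with quantile normalization (−1.19, adjusted p = 0.051) and without late growth replicate 1 or 2 (adjusted p = 0.13 and 0.14). From late growth to resting it was 2.04 (standard error 0.41, adjusted p = 0.0084), a call lost without late growth replicate 1 or 2 or resting replicate 1 (adjusted p = 0.054, 0.063 and 0.053). Between early growth and resting the test did not pass (0.39, adjusted p = 0.46), and without early growth replicate 2 the sign turned (−0.04).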

We also showed that *FGF10* can increase the size of the progenitor zone (*24*). *FGF5* is not highlighted in this analysis. We did not find its expression in feathers. 

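FGF5 is the ligand that ends the growth phase of mammalian hair, and no transcript of it was seen in the feather papilla ectoderm. It is listed at 0 TPM in each of the 6 libraries of the 3 phases. The depth is unknown, so no upper limit can be put on its level.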

While we did not evaluate *FGF18* directly, it is possible that they are also involved in maintaining the resting phase in feather growth. It is intriguing that *FGF1* and *FGF2* are also high in the resting phase of feather cycling. 

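FGF1 and FGF2 are ligands without a signal peptide that act on most FGF receptors and are held in the matrix, from which FGFBP1 can free them. FGF2 was higher in the resting phase than in early growth by 3.10 on the log2 scale (standard error 0.41, adjusted p = 0.0016). FGF1 was listed in resting replicate 2 alone, at 1.14 TPM, and at 0 in the other libraries, so it lay under the filter and was not tested.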

Because feathers and hair arose through convergent evolution (*18*), they need not rely on identical signaling pathways to control growth.

YAP1 plays an important role in skin and hair follicle development, stem cell activation, regenerative processes, and aging. The nuclear localization of YAP diminishes with age and is linked to the reduced proliferative capacity of epidermal progenitor cells. In addition, YAP stimulates the growth of basal epidermal progenitor populations, drives cell proliferation, and prevents their full differentiation (*46*). Cross-talk between the Hippo/YAP and WNT/β-catenin signaling pathways has been implicated in maintaining epidermal homeostasis. Studies have demonstrated that heightened YAP activity in basal keratinocytes of murine skin triggers β-catenin activation (*47*), leading to pronounced epidermal hyperplasia in both the interfollicular epidermis and hair follicles (*48*, *49*). Our study on feather length regulation also highlights the interaction among NOTCH, WNT, and YAP pathways, which may be crucial for precise feather morphogenesis and size control.

### Summary, limitation, and future directions

In summary, here, we did a molecular characterization of the classical “feather collar” (*22*). While it remains true that the collar drives feather growth (*23*), we now show that they are composed of progenitor cells, and we also use scRNA to identify the stem cells, TA cells, intermediate layer, and differentiated cells including the barb ridges and feather sheath. In feathers of varying lengths, we observed that the relative size of these cell clusters and the duration of their active phases during feather cycling can differ. Our experimental data suggest two mechanisms that regulate feather length. One is IGF/FGF signaling. IGF signaling activates TA cell proliferation and governs the growth rates of the feather filament. The FGF pathway is involved in driving and ending the growth phase in a pathway member–dependent way, and further studies will be required to sort out the specific function of different FGF members. The other is YAP/NOTCH/DLL1 interactions, affecting the size and half-life of progenitor cell clusters and thereby regulating the feather growth period. These results set up the cellular and molecular players regulating feather length. These factors collectively fine-tune the topology of progenitor cells within the feather follicle, ultimately determining the length of the feather (Fig. 7T). With the reorganization of progenitor cell clusters, the superlong Phoenix sickle feathers exhibit a growth period up to three times longer than White Leghorn sickle feathers, extending the growth period by nearly 8 months.

Our findings demonstrate that feather length is controlled by a combination of growth rate and growth duration. Growth rate can be modulated by adjusting tyrosine kinase receptor activity, while extending the growth period depends on regulating the balance and communication among progenitor cell clusters. With this repertoire of potential controlling steps, different feathers, whether from different body regions or different variants, use distinct strategies to regulate these processes. Together, this study not only provides insights into feather length regulation but also offers a framework for understanding how organ size can be finely tuned by coordinating stem cell dynamics and growth signaling pathways.

## MATERIALS AND METHODS

### Ethics statement

All the animals used in this study were processed following an approved protocol (11903) of the Institutional Animal Care and Use Committees of the University of Southern California (Los Angeles, CA).

### Chickens

White Leghorn chickens were hatched from pathogen free fertilized eggs (SPAFAS, Preston, CT). Chickens were raised at 22°C with 12-hour cycles of light and darkness. Six-month to 1-year-old male chickens were used in this study. Phoenix chicken eggs were purchased from Chickweed Farms LLC.

### Feather length and growth rate measurement

Resting phase contour, main sickle, and lesser sickle feathers were plucked, and their full lengths were measured. Feather width was measured at the widest feather section. To calculate the growth rate, the length of regenerated feathers was measured every week. All statistics were based on the measurement of at least three feathers. Lesser sickle feather no. 3 was used to represent lesser sickle feathers.

### BrdU, IdU, and CldU pulse labeling

Four 1-year-old male White Leghorn chickens were used in this study. For TA cell pulse labeling, adult chickens were injected with BrdU (Sigma-Aldrich; 2 mg/kg), and feathers were collected after 2 hours. For TA cell double labeling, IdU (Sigma-Aldrich; 2 mg/kg) was injected. After 22 hours, CldU (Sigma-Aldrich; 2 mg/kg) was injected, and feather follicles were collected at 24 hours.

### LRC and TA cell double labeling

Three 1-year-old male White Leghorn chickens and three 1-year-old male Phoenix chickens were used in this study. Resting phase contour, lesser sickle, and main sickle feathers were plucked. After allowing the feathers to regenerate for 1-week, 50 ml of IdU (0.1% in water) was added to the drinking water daily for 1 week. After a 2-week chase period, CldU (2 mg/kg) was injected, and feather follicles were collected 2 hours later. This strategy allows us to examine both LRCs and TA cells labeled with IdU and CldU, respectively, in the same feather follicle. For each feather type, at least three feather follicles were collected from different chickens.

### Paraffin section and immunostaining

Feather follicles were fixed in 4% paraformaldehyde at 4°C overnight, and 7-μm longitudinal paraffin sections were prepared according to standard procedures. H&E and immunostaining were followed by procedures previously described in (*25*). We used the following antibodies: β-catenin (Sigma-Aldrich, C7207; 1:200), ITGA6 (Developmental Studies Hybridoma Bank, P2C62C4; 1:10), p63 (Santa Cruz Biotechnology, sc-25268; 1:200), PCNA (Millipore, MAB4078; 1:200), and cytokeratin 17 (KRT17. K17, Abcam, ab53707; 1:200). β-Keratin antibody is from R.H. Sawyer.

For BrdU staining, sections were treated with 0.01 M citrate buffer (pH 6.0) by microwaving for 6 min. BrdU was detected by mouse anti-BrdU (BD Biosciences, 347580; 1:200). Anti-mouse Alexa Fluor 488 (Invitrogen, A11029; 1:200) was used as a secondary antibody. DAPI was used to visualize nuclei.

For IdU/CldU staining, sections were treated with 0.01 M citrate buffer (pH 6.0) by microwaving for 6 min. CldU was detected using a rat anti-BrdU antibody (BU 1/75, Abcam, Ab6326-250; 1:200); anti-rat Alexa Fluor 488 (A11006; 1:200) from Invitrogen was used as the secondary antibody. IdU was detected by mouse anti-BrdU (BD Biosciences, 347580; 1:200); anti-mouse Alexa Fluor 546 (A11030; 1:200) from Invitrogen was used as the secondary antibody. Fluorescent imaging was performed using Keyence BZ-X710 microscope and Leica TCS SP8 confocal microscope.

### TUNEL assay

TUNEL assay was performed by using In Situ Cell Death Detection Kit, Fluorescein (Roche, 11684795910) according to the manufacturer’s protocol.

### Section in situ hybridization

To generate RNA probes, polymerase chain reaction (PCR) was performed using cDNA from embryonic day 8 chicken skin. PCR primers were as follows: *IGFBP5*, ctcagcgagaagagctaccg (forward) and gacttcactccacgttgctg (reverse); *FGFBP1*, ggctgaatcaaacccagaga (forward) and gcactttttgtcttgcacca (reverse); cysteine and glycine rich protein 2 (CSRP2), aacaaatgtggtgcctgcg (forward) and ctcctgctccctgaccatag (reverse); epidermal differentiation protein (EDPE), cctgaacctgcaaagtgtcc (forward); gcttttctcttcggggcttc (reverse). PCR products were inserted to p-drive (QIAGEN) to make antisense RNA probes. *Feather keratin* and *scale keratin* probes were from (*50*). Section in situ hybridization was performed according to procedures described in (*50*). Diluted eosin was used for faint counterstaining.

### RNAscope analysis

RNAscope was performed using the Multiplex Fluorescent v2 system [Advanced Cell Diagnostics (ACD), 323100]. The standard RNAscope protocol was used according to the manufacturer’s instructions. We used the following probes: *LGR5* (catalog no. 480781-C1), *YAP1* (catalog no. 1325011-C1), *DLL1* (catalog no. 1325021-C2), *NOTCH1* (catalog no. 458901-C3), *TNC* (catalog no. 1055441-C2), and *NCAM* (catalog no. 1055371-C3).

### Bulk RNA-seq for epidermal progenitor cell zone and whole feather follicles

For epidermal progenitor cell zone, early growth phase (regenerated 3 weeks), late growth phase (regenerated 7 weeks), and resting phase contour feathers (regenerated 10 weeks) were used. Feathers were plucked and the DP was dissected. Papilla ectoderm was removed from the DP after treatment with calcium- and magnesium-free saline (2× CMF) with 0.1% EDTA on ice for 20 min. Two replicates from each stage were used.

Total RNA was isolated using TRIzol (Thermo Fisher Scientific, 15596026). The RNA quantities and qualities of each individual were analyzed using a NanoDrop (Thermo Fisher Scientific) and BioAnalyzer II (Agilent Technologies). We used 1 μg of total RNA from each sample to construct an RNA-seq library using TruSeq RNA sample preparation v2 kit (Illumina). Sequencing (50 cycles of single read) was performed using HiSeq 2000 at the USC Epigenome Center. For the whole feather follicles, a polyadenylate enrichment + optimized NEB Ultra II directional kit was used to generate RNA-seq library and sequenced using NovaSeq 6000 PE150 by Novogene.

### Bulk RNA-seq: Read count normalization and DEG identification

The read counts and transcript per million (TPM) values for each gene were obtained from the mapping files using StringTie (*51*, *52*) using default parameters and the genome annotation file (GRCg6a, Ensembl). Genes with mean TPM value across libraries higher than 1 were defined as the expressed genes. Read counts among the libraries were normalized, and DEGs were calculated using DESeq2 (*53*). The expressed genes were defined as DEGs when their log_2_ fold change of >2 and *q* < 0.01 between the comparisons (table S1). DEGs and their normalized log-transformed values were calculated by DESeq2 and used as the input for the following analysis. The hierarchical clusters and heatmaps were generated from the merged DEGs by the R package “pheatmap.”

For the IGF and FGF pathway heatmap in fig. S3, genes from the IGF and FGF pathways were obtained from the human gene sets in the Molecular Signatures Database (*54*). To perform gene ontology analysis on the DEGs, the g:GOSt tool embedded in g:Profiler, a public web server for characterizing and manipulating gene lists derived from high-throughput genomic data, was applied to each DEG set (*55*). The mouse database was used to increase the sensitivity of the analysis, and the Benjamini-Hochberg false discovery rate threshold was set to less than 0.05 (table S2).

### Single-cell RNA sequencing

Two contour feathers and one lesser sickle feather were used from White Leghorn chickens. Two main sickle feathers were used from Phoenix chickens. Regenerating feather follicles was surgically dissected, and only 0.5-cm feather follicles with DP and DS were used for scRNA-seq (Fig. 4A). Feather follicles were cut to small pieces and incubated in 5 ml of RPMI 1640 solution containing 232 U of deoxyribonuclease I (Sigma-Aldrich), 1.25 mg of Liberase (Sigma-Aldrich), and 5 mg of dispase:collagenase (Sigma-Aldrich) for 2 hours at 37°C and quenched with fetal bovine serum. Cells were passed through a 70-μm filter and centrifuged at 500*g* for 5 min, and the pellet was resuspended in phosphate-buffered saline–free of Ca^2+^ and Mg^2+^ and 1% bovine serum albumin (BSA). Dead cells were removed using the Dead Cell Removal Kit (Miltenyi Biotec). Live cells were resuspended in 0.04% UltraPure BSA (Sigma-Aldrich) and counted using the automated cell counter Countess (Thermo Fisher Scientific). Cells were captured using Chromium (10x Genomics). GEM (Gel Bead-In EMulsions) generation, barcoding, post–GEM–RT (reverse transcription) cleanup, cDNA amplification, and cDNA library construction were performed using Single-Cell 3′ v2 chemistry (10x Genomics). cDNA libraries were sequenced on an Illumina HiSeq4000 platform (Illumina) (one lane, 100 paired end). Cell counting, suspension, GEM generation, barcoding, post–GEM-RT cleanup, cDNA amplification, library preparation, quality control, and sequencing were performed at the Genomics High-Throughput Sequencing facility at the University of California, Irvine.

### scRNA-seq raw data processing

Preprocessed digital matrices from individual feather follicle datasets were processed using Seurat (version 4.0.1) (*56*). Seurat objects were created and log normalized with a scale factor of 10,000. Variable features were identified using vst with top 2000 features. Data were scaled, and metadata variables, including mitochondrial gene expression, were regressed to select cells with 100 to 4000 RNA features and less than 10% of mitochondrial counts. Principal components analysis was calculated using variable features identified using a combination of heuristic and statistical approaches. The first 20 principal components analysis dimensions were used to compute cell neighbors and Uniform Manifold Approximation and Projection (UMAP). Individual datasets were visualized using a two-dimensional embedding. Individual datasets from White Leghorn chicken contour (short feather) and lesser sickle feather (long feather) were processed for integration, downstream analyses, or visualization with Seurat’s FindIntegrationAnchors and IntegrateData functions. Two Phoenix chicken main sickle feather (superlong feather) datasets were combined to match the cell number of White Leghorn chicken feathers.

### CellChat analysis

CellChat (*35*) was used to compare the strength of the interactions between short and long feathers. All parameters for the analysis were set to their default value.

### Gene signatures for IGF and FGF pathways

The strength of IGF and FGF intracellular signature was obtained by computing the average, normalized gene expression of the gene sets in individual cells. Then, the IGF/FGF strength was averaged over clusters for the epidermal cell states. The correlation between IGF and FGF signatures was computed on all epidermal cells. The nonoverlapping correlation was computed by first removing genes that are shared between the IGF and FGF gene sets and then repeating the steps previously described.

### Inference of GRN

Inference of the GRN was performed with spliceJAC (*36*). Briefly, spliceJAC uses the unspliced and spliced RNA counts from the scRNA-seq dataset to predict a directed gene GRN. The set of node genes in the GRN was built by taking the top 200 highly variable genes identified in the epidermal cells as well as the IGF and FGF signature genes to specifically predict IGF/FGF-mediated gene regulation. The package was otherwise run with default parameter settings. The 200 top variable genes were selected using ScanPy’s highly variable gene selection feature (*33*). The gene centrality score in the predicted GRN was calculated using spliceJAC’s built-in betweenness centrality function.

### Pseudotime and trajectory analysis

Pseudotime analysis was performed using ScanPy’s built in diffusion pseudotime function (*33*) on the preprocessed and well-annotated dataset with default parameters. A randomly chosen cell in the epi–progenitor 1 cluster was selected as root for pseudotime calculation. The transition probability between epidermal cell states in the short and long feather datasets were computed using PAGA (*34*) with default parameters.

### RCAS infection in chicken embryo and adult feather follicle

RCAS-insulin like growth factor 2 (IGF2) plasmid was obtained from Fults and co-workers (*57*). The secreted dominant-negative version of FGFR1 (RCAS-FGFR1-Fc) was from Mandler and Neubüser (*37*). The RCAS-NICD was from (*40*). RCAS-FGF8 and RCAS-Wnt3a were provided by Tabin laboratory. RCAS-Sprouty4 was from Martin laboratory (*38*).

RCAS-WIF1 was constructed by ligate the PCR product (forward, 5′-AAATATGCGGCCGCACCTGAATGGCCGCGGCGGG-3′; backward, 5′-GCACTAGTCCAGATATAATTGGATTCGGG-3′) to an RCAS vector carrying an mCherry fluorescent tracer (RCAS-2A-mCherry). 

For the RCAS–dominant negative form YAP1 (RCAS-dnYAP1) cloning, plasmid pLX304-YAP1 _60-89, encoding dominant-negative YAP1, was obtained from Addgene (W. Hahn’s group). The YAP1 _60-89 sequence was amplified using the forward primer 5′-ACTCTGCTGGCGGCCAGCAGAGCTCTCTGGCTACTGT-3′ and reverse primer 5′-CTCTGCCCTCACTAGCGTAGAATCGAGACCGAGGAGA-3′ and inserted into the RCAS-2A-mCherry plasmid using In-Fusion method.

To make RCAS–dominant negative form IGF1R (RCAS-dnIGF1R), we used the following primers (forward, 5′-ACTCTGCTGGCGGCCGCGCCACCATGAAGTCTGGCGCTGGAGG-3′; backward, 5′-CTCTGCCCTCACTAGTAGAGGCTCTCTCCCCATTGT-3′). This PCR product includes IGF-1R residues 1 to 486, encoding soluble receptor (*58*).

RCAS viruses were prepared and concentrated at 20,000 rpm for 2 hours at 4°C. We injected the RCAS virus (1 × 10^7^ IU/ml) to the right forelimb bud at E4 and collected embryos at E12 to E15. RCAS-GFP virus was used as control, and six embryos at E13 were collected.

### Statistical analysis

In Figs. 2 (A, B, D, G, I, J, L, and N), 3 (D to F), 5 (E and J), 6 (B and E), and 7 (B, H, and N), data are means ± SD. All comparisons were made by applying a paired two-tailed Student’s *t* test.

# Supplementary material for: Regulation of feather length: FGF/IGF signaling and NOTCH/YAP modulation of progenitor cell topology
**Source:** Sci Adv. 2025 Aug 22;11(34):eadw2382. doi: 10.1126/sciadv.adw2382
**Supplement:** Supplementary file 1 — Figs. S1 to S13 Legends for tables S1 to S5 Table S6

Supplementary Materials for
**Regulation of feather length: FGF/IGF signaling and NOTCH/YAP
modulation of progenitor cell topology**

Ping Wu *et al.*

Sci. Adv. **11**, eadw2382 (2025)
DOI: 10.1126/sciadv.adw2382

The PDF file includes:

Figs. S1 to S13
Legends for tables S1 to S5
Table S6

Other Supplementary Material for this manuscript includes the following:

Tables S1 to S5

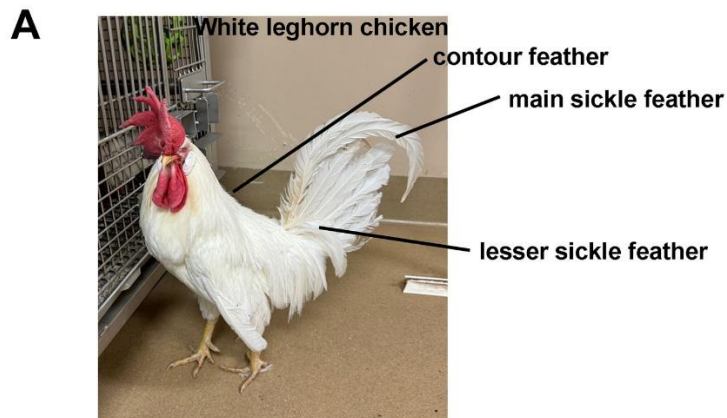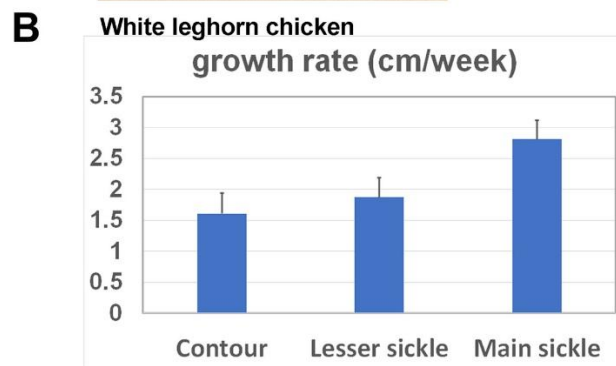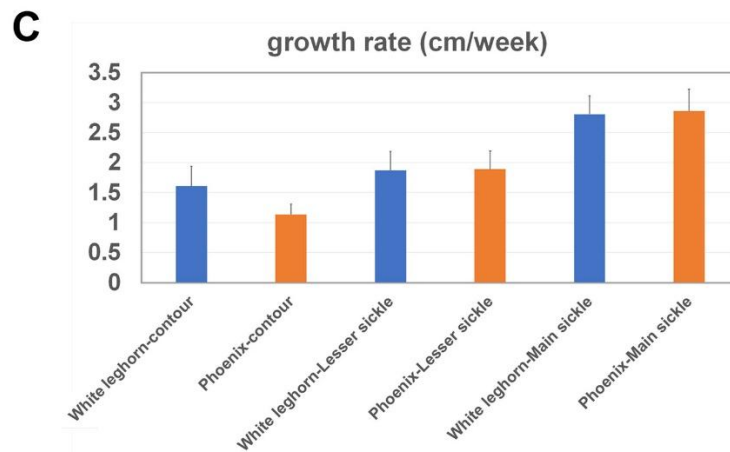

Figure S1. Growth rate of feathers

A. White leghorn chicken showing contour, main sickle and lesser sickle feathers.

B. Growth rate comparison of White leghorn chicken contour, lesser sickle and main sickle feathers.

C. Growth rate comparison of White leghorn and Phoenix chicken contour, lesser sickle and main sickle feathers.

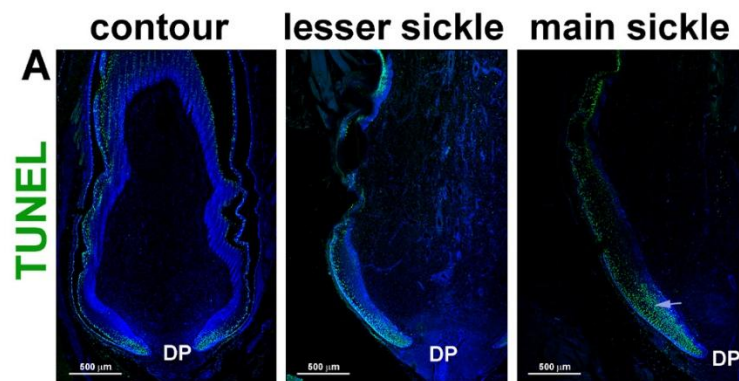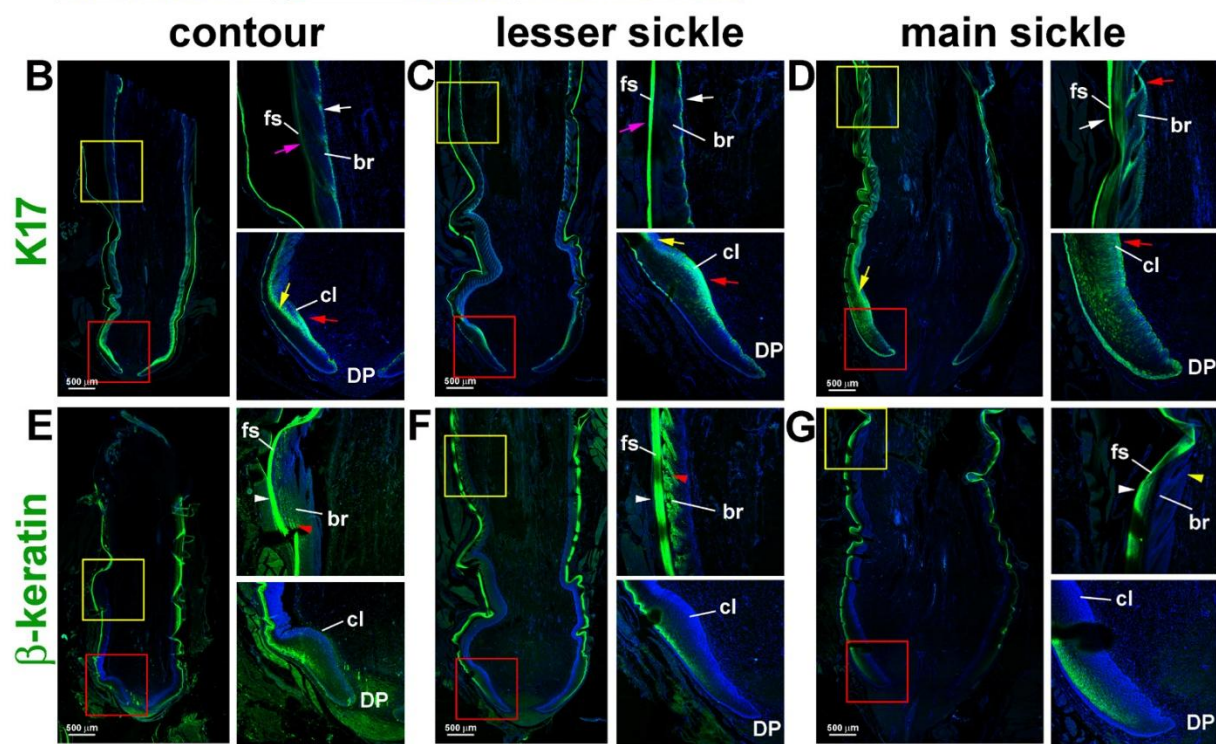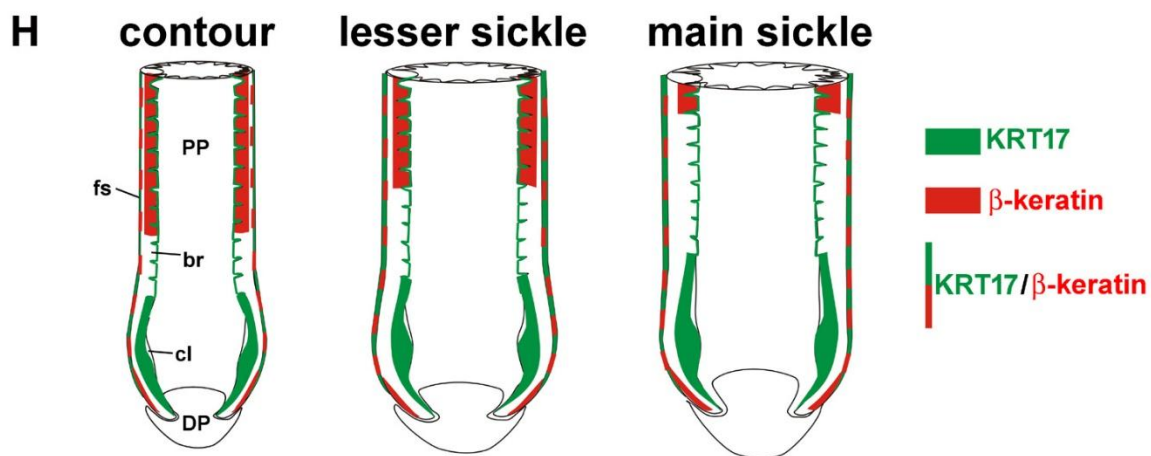

Figure S2. The apoptosis zone and expression of K17 and β -keratin in feather follicles.

A. TUNEL staining of early growth phase contour, lesser sickle and main sickle feather follicles from White leghorn chicken. Blue arrow indicates the expanded apoptosis zone in the main sickle feather follicle. B-D. K17 expression. E-G. β -keratin expression. The red and yellow box in each panel shows the follicle base and the differentiating barb ridges, respectively. In B-D, the red arrow indicates the K17 expression in the collar epidermis. The yellow arrow indicates the K17 expression in the intermediate layer. The white arrow indicates the K17 expression in the basal layer cells of the barb ridge. The pink arrow indicates K17 expression in the feather sheath. In E-G, the white arrowhead indicates the β -keratin expression in the feather sheath. The red arrowhead indicates the β -keratin in the barb ridge of contour and lesser sickle feathers. In contrast, the main sickle feather did not express β -keratin at a similar depth of the feather follicle (yellow arrowhead). H. Schematic drawing summarizing the K17 and β -keratin immunostaining.

br, barb ridge; cl, collar; DP, dermal papilla; fs, feather sheath. PP, pulp.

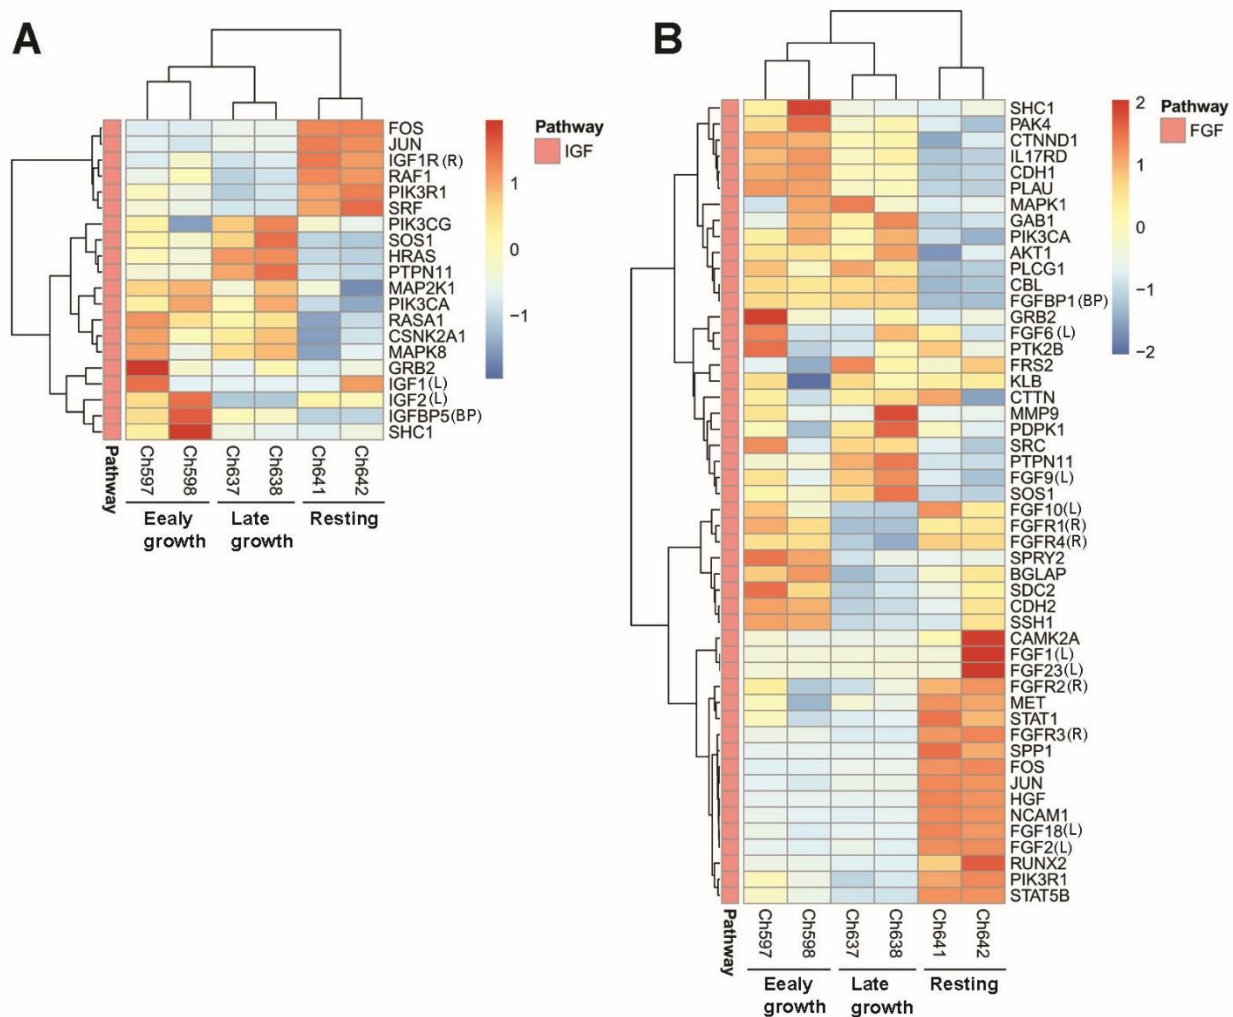

Figure S3. The gene expression analysis of IGF and FGF pathways in feather progenitor cell zone.

A. FGF pathway. B. FGF pathway. Genes from the IGF and FGF pathways were obtained from the human gene sets in the Molecular Signatures Database (MSigDB). Gene TPM values were row-scaled and represented across three stages: early growth phase, late growth phase, and resting phase.

BP, binding protein; L, ligand; R, receptor

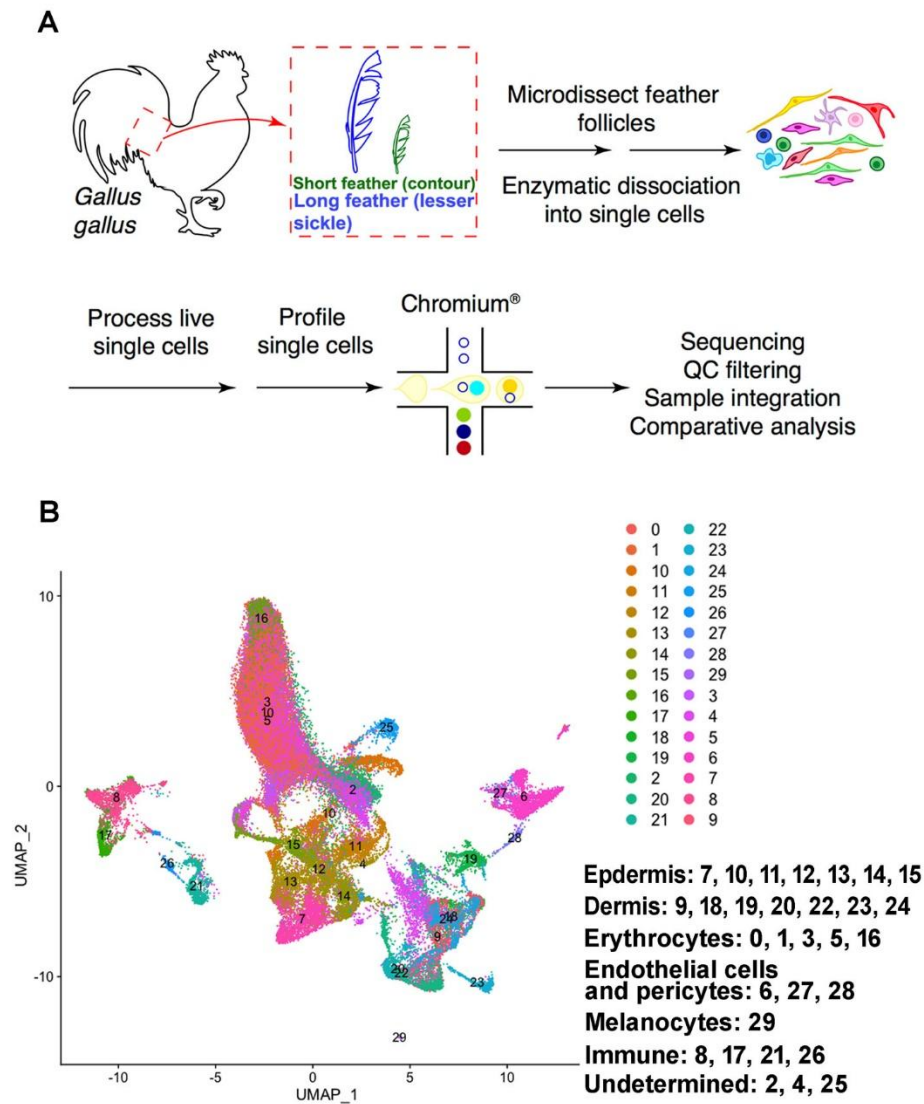

Figure S4. Feather follicles single cell RNA-seq analysis

A. Sample preparation for scRNA-seq of regenerated feather follicles from White leghorn chicken.

B. 30 cell clusters are identified. The cells from contour (short) and lesser sickle feather (long) are merged in this panel.

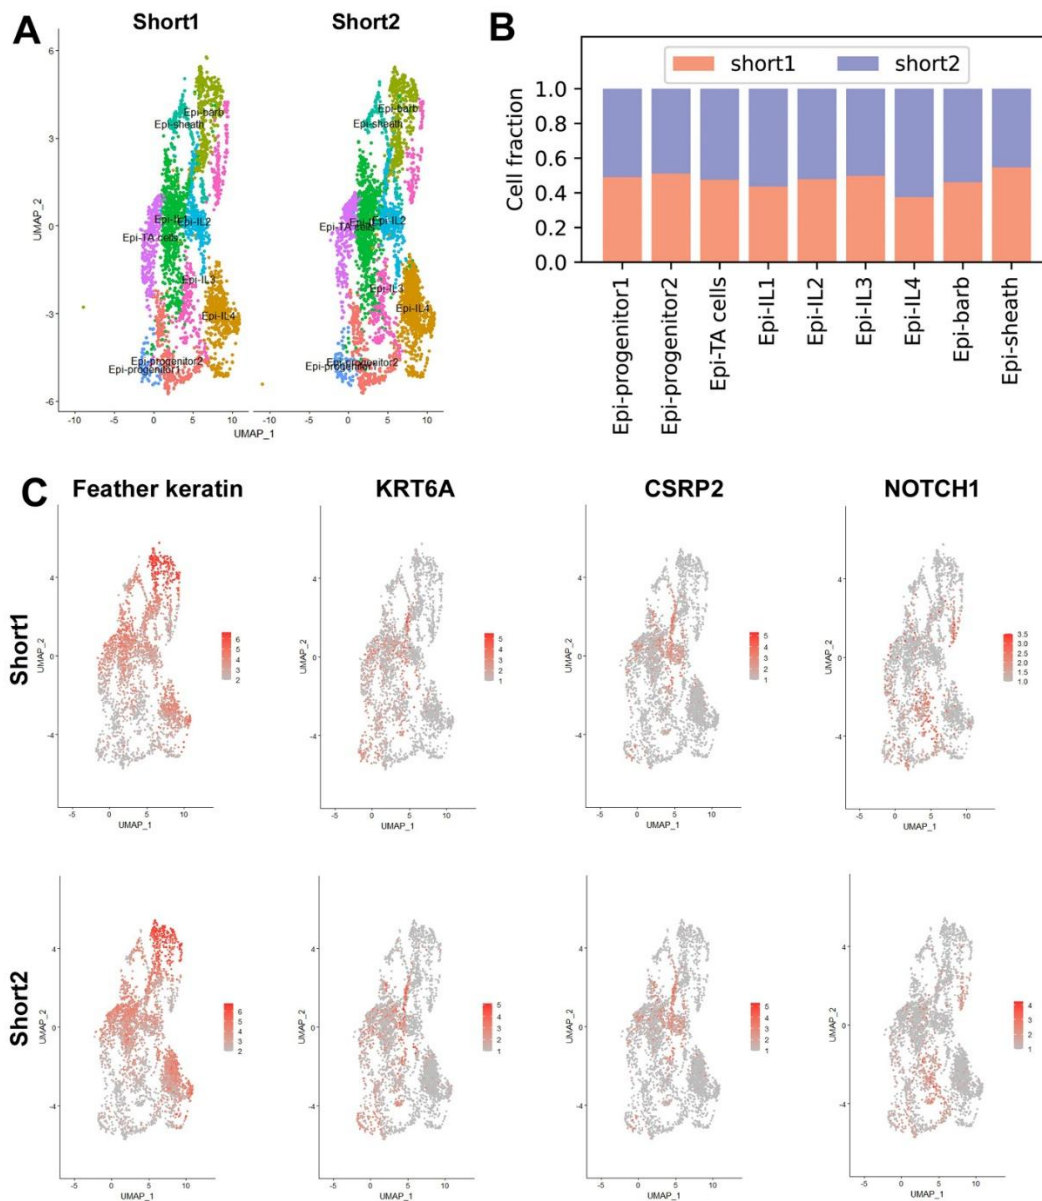

Figure S5. The two short feather scRNA-seq replicates show very similar profiling.

- A. Nine epidermal cell clusters are identified in two short feathers.
- B. The cell fraction of two short feathers shows the similarity in most cell clusters.
- C. Expression of major differential markers is similar in two short feather replicates.

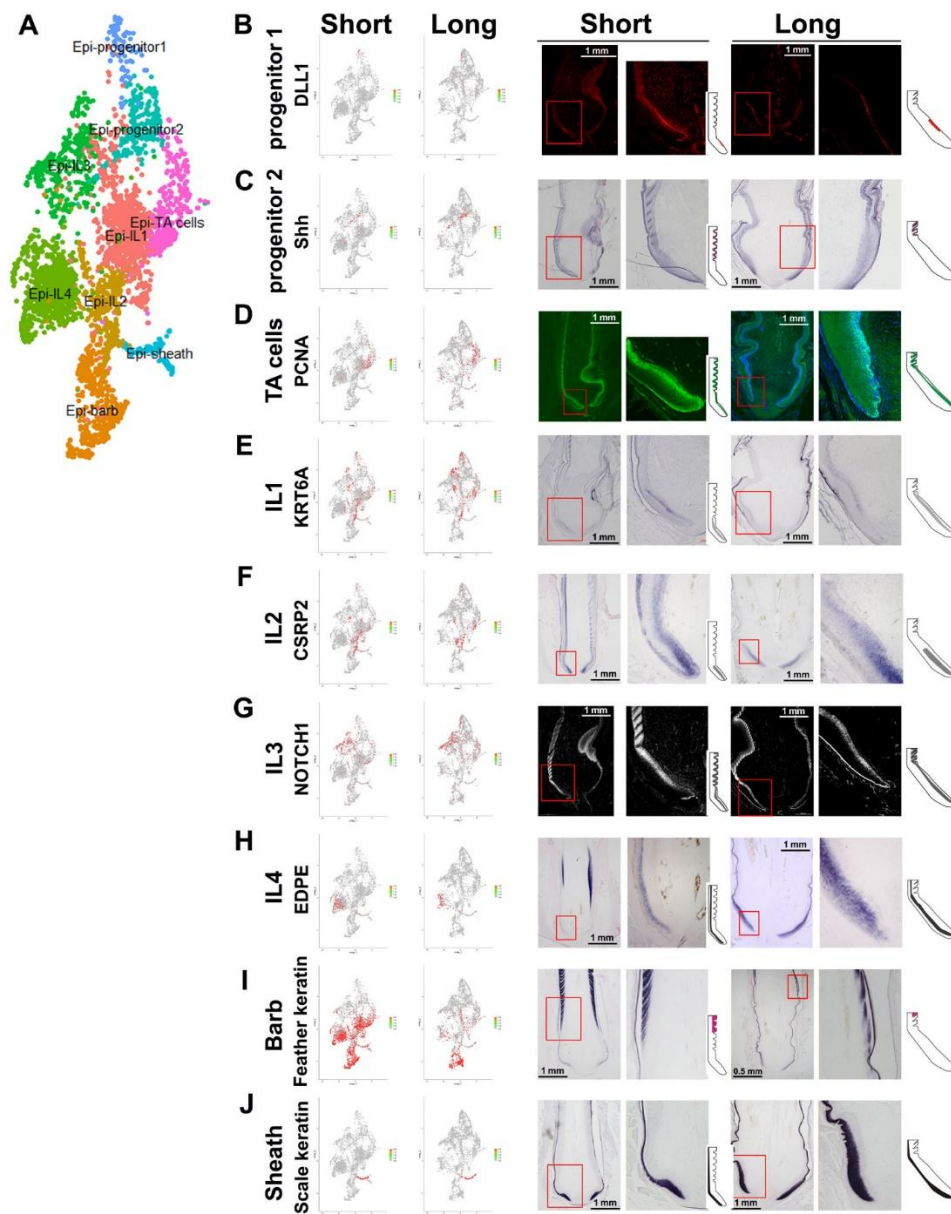

Figure S6. Epidermal cell clusters and localization

A. Epidermal cell clusters include two progenitor clusters, one TA cell cluster, four intermediate layer cell clusters and two terminal differentiation cell clusters.

B-J. Cell cluster distribution of epidermal marker genes. First and second columns, the expression in scRNA-seq cell clusters of short and long feathers, respectively. The third column shows marker gene locations in short or long feather follicles. B and G, RNAscope. D, immunostaining. C, E-F, H-J, in situ hybridization.

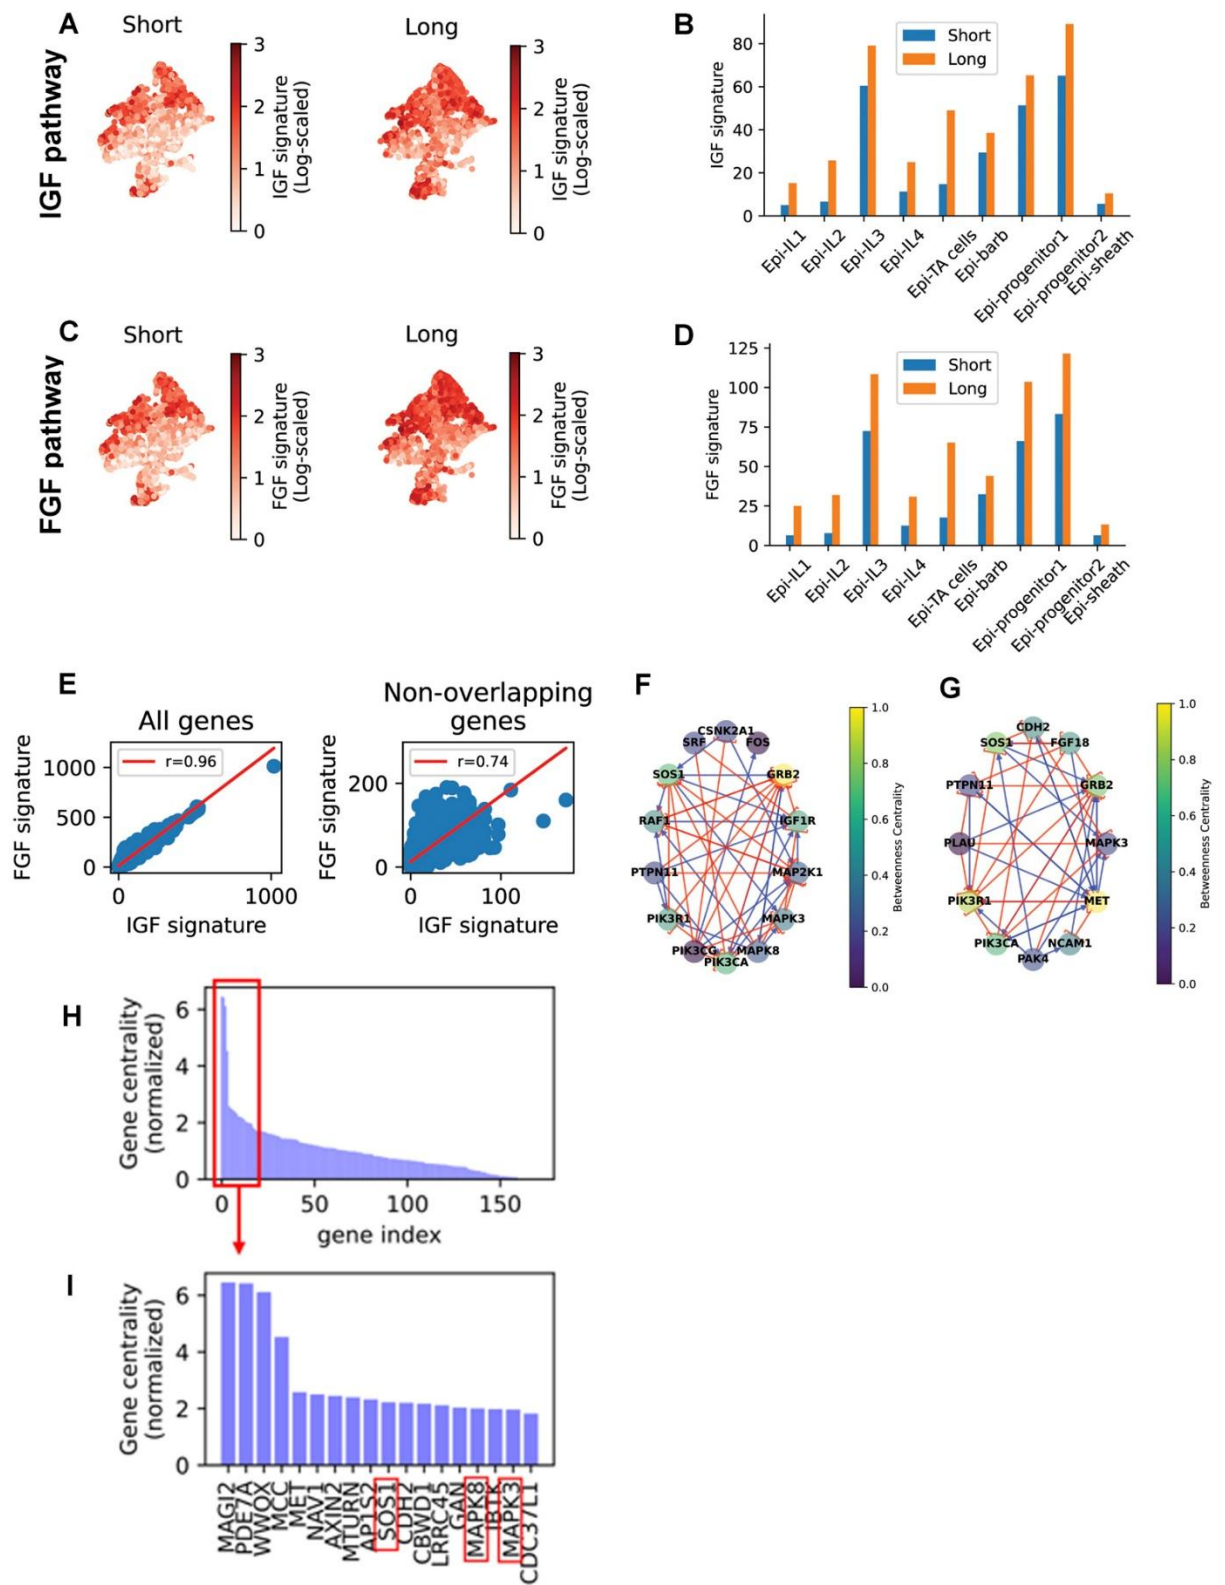

Figure S7. Analysis of IGF and FGF signaling from scRNA-seq

- A. Expression of the IGF gene signatures in the short and long feather epidermal cells.
- B. Average expression of the IGF signature in each epidermal cluster for the short (blue) and long (orange) feather epidermal cells.
- C. Expression of the FGF gene signatures in the short and long feather epidermal cells.
- D. Average expression of the FGF signature in each epidermal cluster for the short (blue) and long (orange) feather epidermal cells.
- E. The correlation of IGF and FGF pathways in analyzed cells.
- F. A core IGF regulatory network inferred in the long feather epidermal cells.
- G. A core FGF regulatory network inferred in the long feather epidermal cells.
- H. The genes in the long feather epidermis ranked based on their betweenness centrality, whereby a high centrality score implies that the gene is more involved in gene regulation.
- I. The top 18 genes in the long feather epidermal cells based on betweenness centrality. Red boxes highlight 3 highly connected genes that are part of both the IGF and FGF pathways (SOS1, MAPK8, MAPK3).

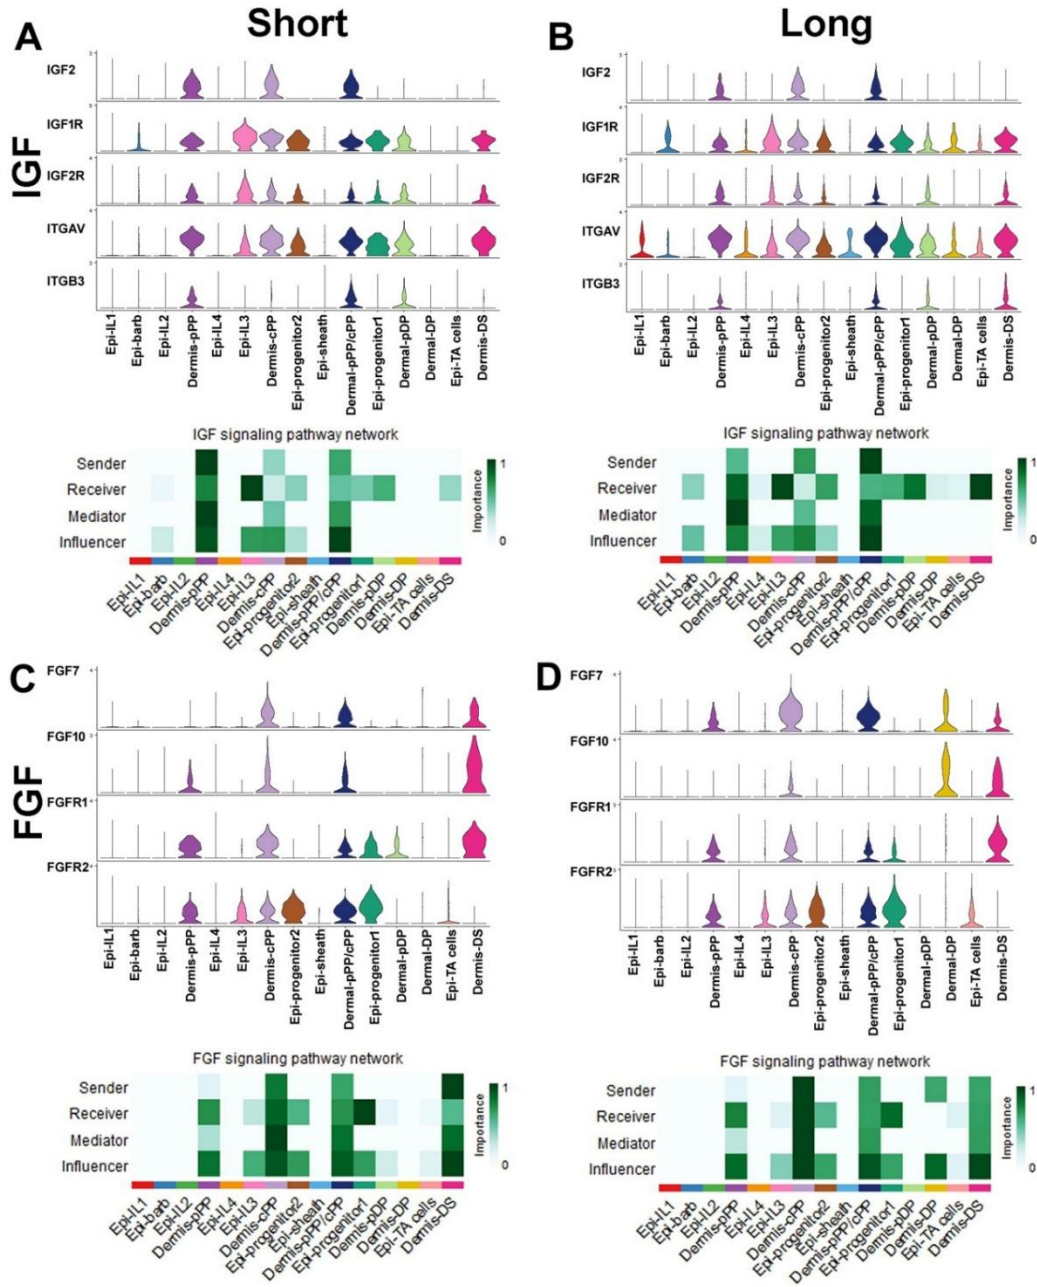

Figure S8. Comparative analysis of cell cluster signaling roles in the IGF and FGF signaling between short and long feathers.

A-B, IGF pathway. C-D, FGF pathway. A and C, short feathers. B and D, long feathers. In each panel, the top figure is the violin plot depicting the expression of each ligand and receptor involved in the pathway. The lower panel quantifies the signaling role of each cluster as sender, receiver, mediator or influencer of the pathway.

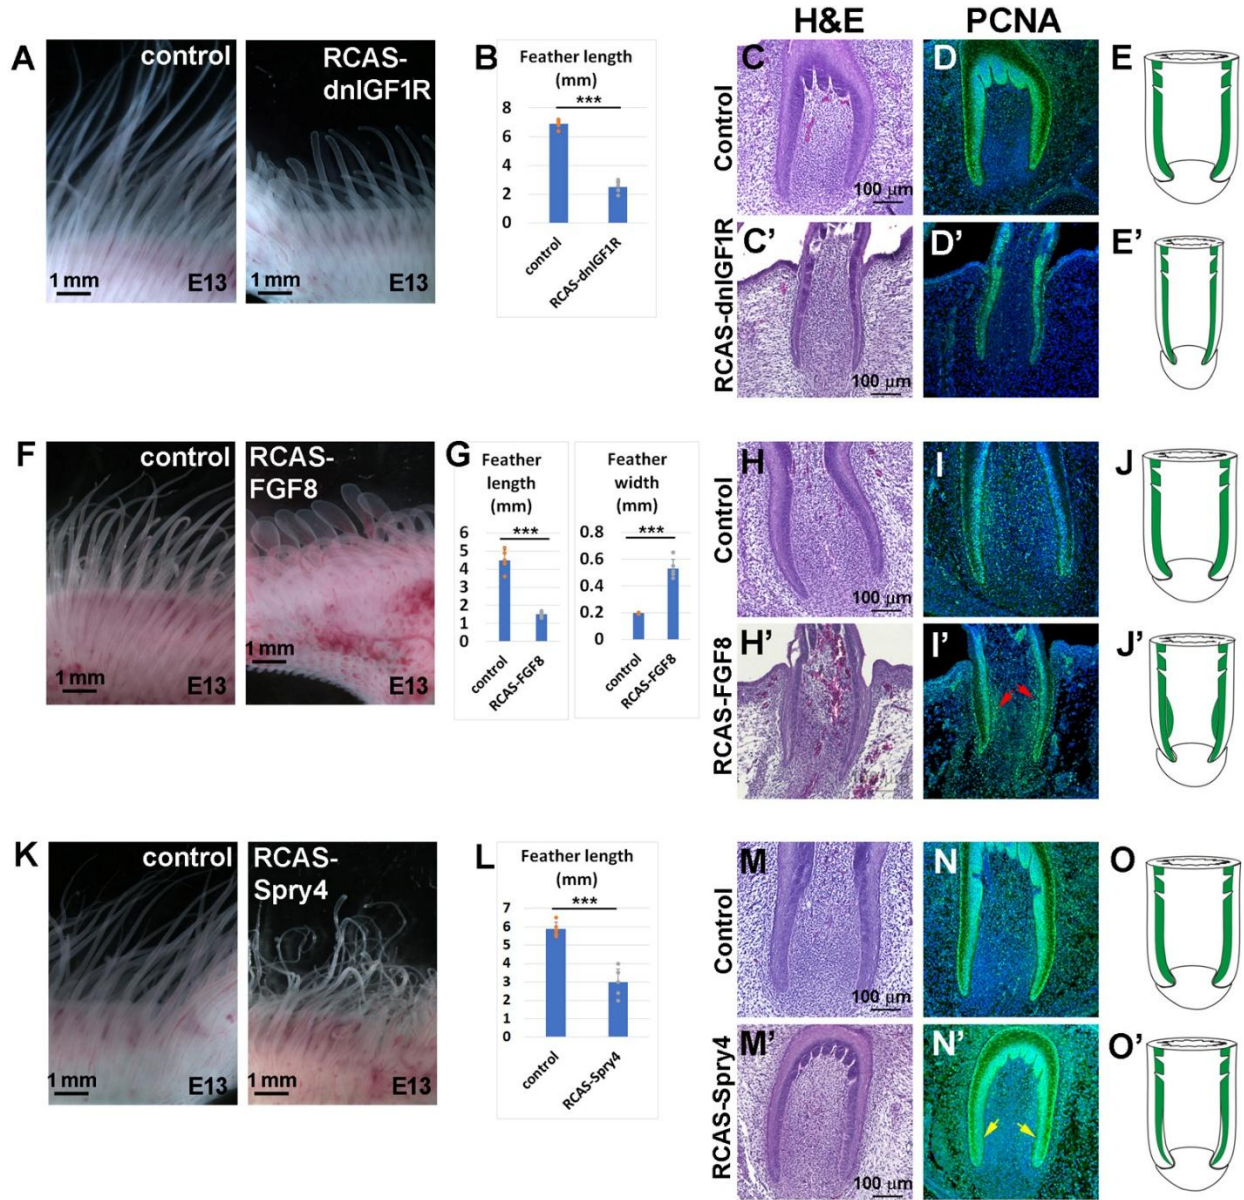

Figure S9. More IGF/FGF functional studies showing the role of IGF/FGF signaling in feather size control

A-E'. RCAS-dnIGF1R. F-J'. RCAS-FGF8. K-O'. RCAS-Spry4. Red arrows in I' indicate the ectopic proliferation zone in RCAS-FGF8 treated sample. Yellow arrows in N' indicate the reduced PCNA domain in the follicle base of RCAS-Spry4 treated sample. For panels B, G and L, five flight feather filaments from the right (experiment) and left (control) wings were measured. *** $P < 0.001$.

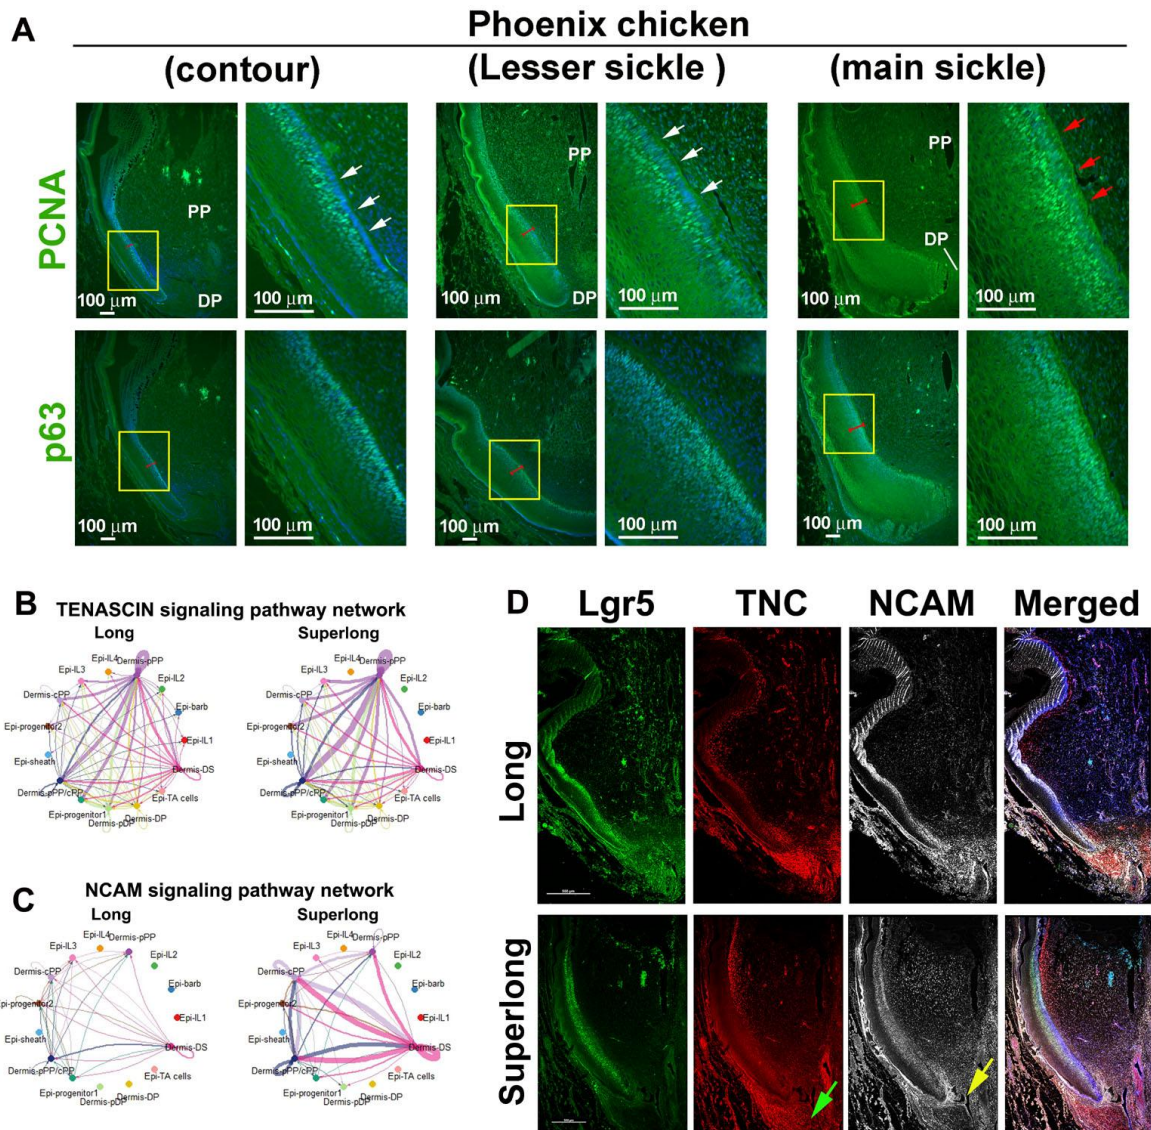

Figure S10. More analysis of Phoenix chicken feathers

A. PCNA and p63 staining in Phoenix chicken feathers. Note the contour and lesser sickle feather follicles have a PCNA negative zone (white arrows) but it is absent in the main sickle feather (red arrows). Red bar indicates the width of the expression domain.

B-C. Example of increased cell-cell interaction in superlong Phoenix sickle feathers, compared to White leghorn chicken sickle feathers. B, TENASCIN signaling pathway. C, NCAM signaling pathway.

D. RNAscope analysis showing the increased TENASCIN-C (TNC) (green arrow) and NCAM (yellow arrow) in the Phoenix sickle feathers.

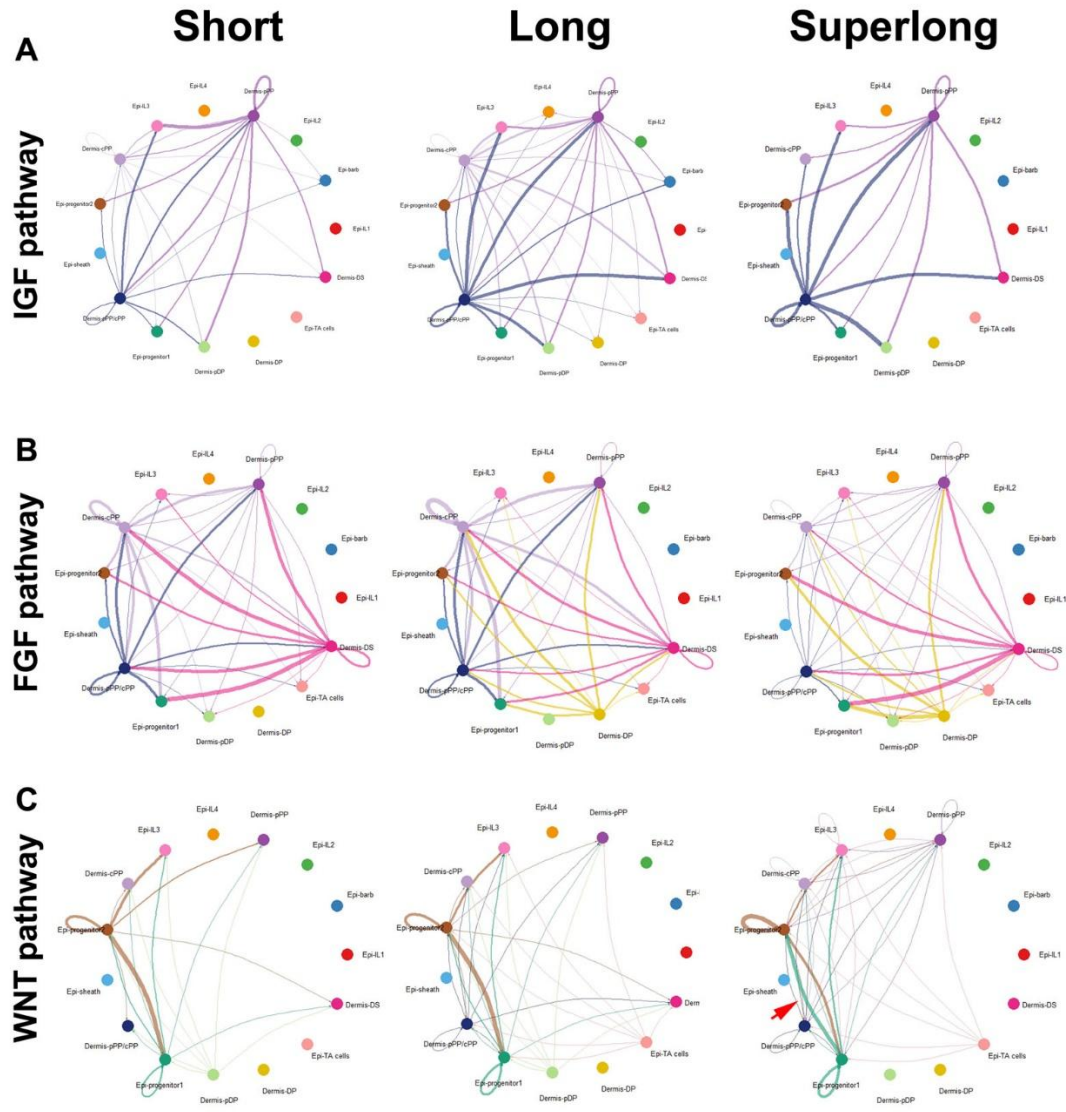

Figure S11. Comparative Cellchat analysis indicates that the superlong feather has more WNT signaling interactions between progenitor 1 and 2 clusters

A-C. Different pathways. A, IGF pathway. B, FGF pathway. C, Wnt pathway. Columns 1-3. Different feathers. Left and middle, short feather and long feather from White leghorn chicken. Right, superlong feather from Phoenix chicken. Note that superlong feathers do not have more interactions in IGF and FGF pathways, compared to the long feather. However, superlong feathers have more WNT signaling interactions between progenitor 1 and 2 (red arrow).

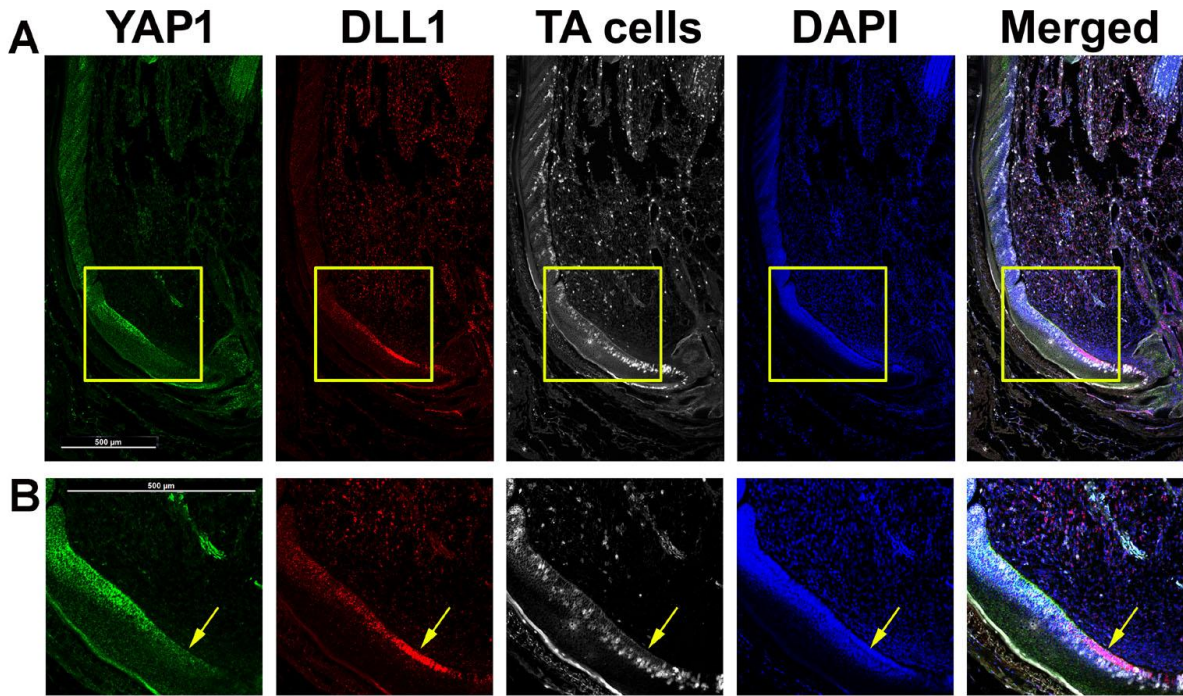

Figure S12. The expression of YAP1 / DLL1 and the distribution of TA cells

A-B. RNAscope analysis of YAP1/DLL1 followed by CldU staining (TA cells) show DLL1 is absent in the TA cell zone in White leghorn contour feathers. Note the DLL1 expression is in the collar bulge and is surrounded by TA cells.

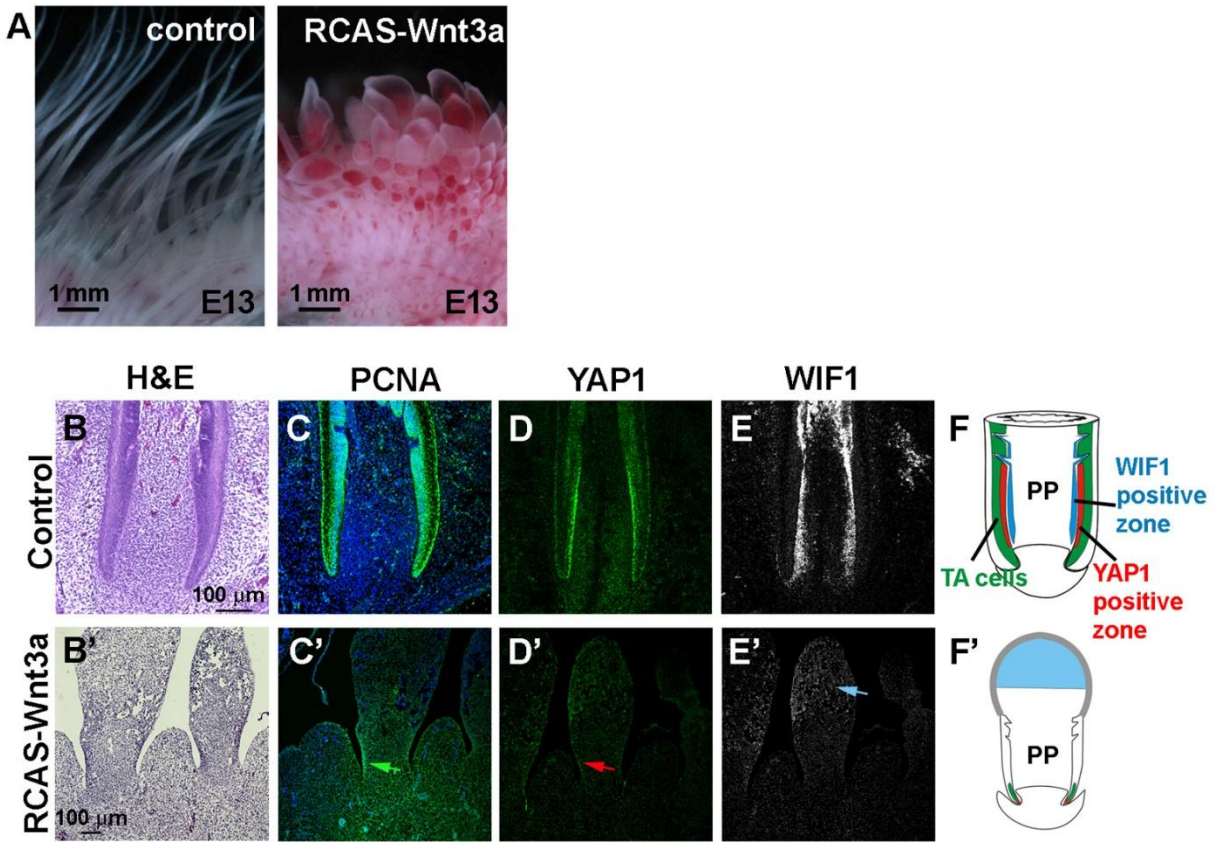

Figure S13. RCAS-Wnt3a treated sample shows the short and fat feather filament.

A. Bright view. B-E. Control sample. B'-E'. RCAS-Wnt3a treated sample. Green arrow in C' indicates the reduced PCNA expression zone is restricted to the base of the follicle. The red arrow in D' indicates the reduced YAP expression zone. The blue arrow in E' indicates the faint expression of WIF1 in the pulp of the upper follicle.

Table S1. Differential gene expression of epidermal progenitor cells

Table S2. Gene ontology analysis from different stage epidermal progenitor cells

Table S3. Marker genes of 30 cell clusters from feather follicle scRNA-seq

Table S4. Marker genes after re-clustering epidermal and dermal clusters

Table S5. Sub-clustering epidermal progenitor cell cluster

Table S6. Comparison of YAP/DLL1/NOTCH1 in epidermal cells among different feathers

	Pre-ramogenic zone<br>(progenitor 2)	Collar bulge<br>(progenitor 1)	Papilla<br>ectoderm	Dermal<br>sheath
Short feather				
YAP1	++	-	-	-
DLL1	-	+	-	-
NOTCH1	+++	++	+	+
Long feather				
YAP1	++	±	±	±
DLL1	-	++	-	-
NOTCH1	++	++	+	+
Phoenix chicken<br>superlong feather				
YAP1	++	±	±	++
DLL1	-	+++	+++	+++
NOTCH1	++	++	++	++

How the deposited data were processed for this re-analysis (not part of the article)

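Papilla ectoderm of White Leghorn contour feather follicles was profiled by bulk RNA-seq in the early growth, late growth and resting phases, with 2 libraries per phase and 6 in all. According to the paper's methods, TruSeq libraries of single short reads were sequenced, and the authors computed transcript abundance per library as TPM with StringTie at default parameters on GRCg6a. The aligner is not given in the sources used here. The methods name the Ensembl annotation, whereas the gene identifiers are symbols and LOC numbers, so symbols were taken as they stand. The TPM values deposited by the authors were used unchanged: 1 column per library, with 23724 genes each. 21 tested identifiers look like dates, as left by a spreadsheet, and these genes count in the totals but belong to no list. The total of reads per library is unknown, so precision comes only from the spread between the 2 libraries of a phase.

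Values were transformed as log2(TPM + 1). The 13063 genes with a mean above 1 TPM over the 6 libraries were tested with limma 3.58.1 in R 4.3.3, in 1 cell-means fit of the 3 phases with a variance trend (prior degrees of freedom 3.01). All p values of genes come from limma and were adjusted by Benjamini-Hochberg over the tested genes of a comparison. A gene rose or fell at an adjusted p under 0.05. A DEG also has a log2 fold change above 1 in size, the thresholds visible in the part of Table S1 that was held. The methods state a log2 fold change above 2 and q under 0.01, which was run as an alternative. The 2 libraries of each phase leave no exact test of a single gene that could pass, so every call rests on the shared estimate of the spread. The fit was tested on simulated data with known changes. Replicate numbers do not pair the libraries: the deviations from the phase mean of libraries with the same number correlated at −0.0289, 0.0149 and 0.00830 over genes.

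33 gene lists were fixed before the TPM values were examined, as were the genes to be named, the tests and the alternatives. The part of Table S1 that was held and the figures, which come from these same libraries, had been seen by then. The muscle, erythroid and fibroblast lists were included after globin and muscle genes had been seen at the top of Table S1. The p values of these lists are therefore no independent support. The lists cover cell division, cell cycle inhibitors, apoptosis, the FGF, IGF, BMP, WNT, NOTCH, Hippo and hedgehog systems with their antagonists or targets, basal and differentiating keratinocytes, basement membrane, lipid synthesis, ribosomal proteins, glycolysis, the respiratory chain, interferon response, the circadian clock, reference genes, immediate early and heat shock genes, and markers of smooth and striated muscle, fibroblasts and dermal papilla, endothelium, red cells, leukocytes, melanocytes, and Schwann cells and neurons. 31 of them had at least 5 tested genes and were tested as sets with camera of limma, adjusted over the lists of a comparison. This was done at a preset correlation of 0.01 between genes and also with an estimated correlation. The estimated version has only the residual degrees of freedom of the fit, so it had little power to call a list. Where a list symbol was absent, the symbol that the chicken gene table gives as its synonym was used (KRT15 for KRT13, ALAS1 for ALAS2, HSP90AB1 for HSPCB, SLC2A14 for SLC2A3 and ATP5A1Z for ATP5A1), so that KRT15 stands in the lists of both basal and differentiating keratinocytes. Beside each count of a list stands the count with p adjusted over the list alone. Camera compares a list with the other genes, and from early to late growth all tested genes had a median of −0.31. At that step it can therefore point upward for a list whose median is below 0.

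Named genes follow a rule. At each of the steps early to late growth and late growth to resting, these are the 10 largest rises and falls among called genes with a symbol, no library at 0 and phases that do not overlap, and the 3 symbols with the highest mean among genes listed at 0 in the other phase. To these come the genes that the paper names or shows for the FGF and IGF pathways, YAP1, DLL1 and NOTCH1, apart from 1 that is not reported here, up to 4 called members of each list by size of change, and the 3 most abundant members of each marker list. KRT5, KRT14, EDMTFH, PPL, DSG2, EVPL, IGFBP2, IGFBP3, PAPPA and the erythroid markers other than globins were chosen after their values were seen. Alternatives were pseudocounts of 0.1 and 0.5, no filter and a filter at a mean of 5 TPM, median-of-ratios scaling, quantile normalization, TPM rescaled without erythroid and muscle genes, only the 2 phases compared, robust moderation, the replicate number as a block, leaving out each library, and the thresholds of the methods or the adjusted p alone. For the rescaled TPM the erythroid and muscle lists and all symbols that begin with HB were removed, 45 tested genes among them. Weights for the libraries were added after the data had been seen. Gene ontology terms, the whole feather epidermis, read counts and the other experiments of the paper were not used here.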

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

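The tests of explanations in this part were chosen after the results were seen. The marker lists and their medians were planned, but the muscle, erythroid and fibroblast lists only after globin and muscle genes had been seen at the top of Table S1.

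Globins that chicken red cells make in the embryo appear in the resting libraries, a signal in genes that the paper does not discuss. HBBR, HBE and HBZ had means of 20047, 10311 and 8068 TPM in resting, against no more than 7.09 TPM in any growth library. HBBA, the beta globin of the adult, gives the first test: blood of the adult bird left in the resting samples would raise it, but its log2 fold change from late growth to resting was −0.37 (adjusted p = 0.025, and 0.055 to 0.14 without late growth replicate 1 or 2 or resting replicate 2 and with median-of-ratios scaling or quantile normalization), while HBA1 rose by 4.37. Reads shared between globin genes are argued against by the ratio of HBBR to HBBA, 74.4 in resting and at most 0.0127 in a growth library. RNA of red cells with embryonic-type globins stays open. Apart from the globins, 40.0% of 10 tested genes of the erythroid list were higher in resting (EPB42, HEMGN, SPTB and TMOD4) and 1, CA2, was lower. The other 5 were not called, so the test does not decide. Among these 5 is ALAS1, which stands in for ALAS2 and is not confined to red cells. With the globins, 9 of 17 erythroid markers were above 1 TPM in late growth already. How such RNA came into the samples, including a difference in age or source of the birds, was not tested.

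Markers of dermal, vascular, muscle and immune cells moved with the phase, in genes that the paper, apart from TNC of the fibroblast list, does not discuss. From early to late growth the medians were −3.59 for smooth muscle, −3.17 for fibroblasts and −2.99 for endothelium, and from late growth to resting 6.55 for smooth muscle, 4.29 for fibroblasts and 2.25 for leukocytes. The most abundant member of each list by its mean over the phases was, for smooth muscle, DES (240.0, 0.160 and 11865 TPM in the 3 phases), for fibroblasts DCN (604, 232 and 530.0), for endothelium SOX7 (323, 249 and 23.1) and for leukocytes CD74 (363, 45.7 and 679.8). In late growth, 14 of 22 smooth muscle, 16 of 26 fibroblast, 14 of 19 endothelial and 10 of 22 leukocyte markers were still above 1 TPM, and 1 fibroblast marker is also in another list.

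The fibroblast median from early to late growth stayed at −2.89 with median-of-ratios scaling. The factors of that scaling lay between 0.921 and 1.25, and factors in this range can shift a log2 median only a little. Scaling of this kind therefore accounts for little of the fall of the fibroblast list at this step. The test covers no other list or step. A lower share of epidermal cells in resting than in early growth would raise all other cell types alike if their mix stayed the same. The smooth muscle and endothelial medians (4.19 and −1.55) lie 5.74 apart, which argues against that case only. A lower epidermal share together with a changed mix of the other cells stays open. Between early and late growth 92.0% of the fibroblast markers were lower, which may come from more or less tissue beside the papilla ectoderm or from the follicle itself. These cannot be told apart, because each phase was dissected at its own time and nothing measures the dissection separately. The separation with EDTA should take away the dermis, and how complete it was in each phase is not given in the sources used here.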

How the results depend on the processing

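Of the tests in this part, only the library weights were chosen after the results were seen. Over all alternatives, 1913 values of named genes kept their direction and their side of the threshold, 63 fell below the threshold, 30 rose above it and 19 changed sign. For lists these numbers are 1190, 57, 8 and 51, and 93 of the DEG counts stayed within 1.5 times their value and 21 did not. Values below are the ones that changed sign, and for the main results also those that crossed the threshold or moved over 1.5 times. The thresholds change counts by construction, and otherwise the cause was not tested.

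With a pseudocount of 0.1: list medians early to late growth, cell division −0.46. With a pseudocount of 0.5: list medians early to late growth, cell division −0.46. Without a filter: list medians early to late growth, clock 0.0040. List medians early growth to resting, BMP antagonists and targets 0.22. With a filter at 5 TPM: list medians early to late growth, cell division −0.46, hedgehog −0.087, apoptosis −0.026. With median-of-ratios scaling: DEGs early to late growth, higher in early growth 1262, higher in late growth 525. List medians early to late growth, cell division −0.13, FGF system 0.26, FGF response 0.046, Hippo and YAP 0.21, basal keratinocyte 0.039, heat shock 0.31, reference genes 0.28, glycolysis 0.25, respiratory chain 0.15, lipid 0.076, clock 0.25, cell cycle inhibitors 0.25. Genes early to late growth, DLL1 0.074, FGFR2 0.27, IGF1R 0.15. DEGs early growth to resting, higher in early growth 1547. List medians early growth to resting, BMP ligands and receptors 0.24, BMP antagonists and targets 0.17. Genes early growth to resting, FGFR1 0.15. DEGs by pattern over the 3 phases, fell at both steps 48, rose at both steps 26. With quantile normalization: DEGs early to late growth, higher in early growth 920, higher in late growth 670. List medians early to late growth, FGF system 0.23, WNT antagonists 0.035, WNT ligands and targets 0.040, Hippo and YAP 0.18, basal keratinocyte 0.0072, erythroid 0.11, heat shock 0.079, ribosomal protein −0.025, glycolysis 0.13, interferon 0.26, clock 0.33, cell cycle inhibitors 0.21. Genes early to late growth, DLL1 0.052, FGFR2 0.15, IGF1R 0.17. List medians late growth to resting, WNT ligands and targets −0.026. Genes late growth to resting, YAP1 0.036. List medians early growth to resting, BMP ligands and receptors 0.21, BMP antagonists and targets 0.14. Genes early growth to resting, FGFR1 0.19. DEGs by pattern over the 3 phases, fell at both steps 58, rose at both steps 48, lowest in late growth 551, highest in late growth 284. With TPM rescaled without erythroid and muscle genes: list medians late growth to resting, hedgehog 0.041. Genes late growth to resting, YAP1 0.13. List medians early growth to resting, BMP ligands and receptors 0.10, BMP antagonists and targets 0.031. Genes early growth to resting, FGFR1 0.0092. DEGs by pattern over the 3 phases, rose at both steps 11. With only the 2 phases compared: DEGs by pattern over the 3 phases, rose at both steps 3. With library weights: list medians early to late growth, cell division −0.46. At the thresholds of the methods: DEGs early to late growth, higher in early growth 519, higher in late growth 85. DEGs late growth to resting, higher in late growth 478, higher in resting 1083. DEGs early growth to resting, higher in early growth 689, higher in resting 538. DEGs by pattern over the 3 phases, fell at both steps 3, rose at both steps 0, lowest in late growth 305, highest in late growth 66. At the adjusted p alone: DEGs early to late growth, higher in early growth 3710, higher in late growth 684. DEGs late growth to resting, higher in late growth 3013. DEGs early growth to resting, higher in early growth 4437.

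With an estimated correlation no list passed in any comparison (lowest adjusted p = 0.14), so that all 42 list calls by camera were lost at an unchanged median. For the lists of the paper's claims these are: early to late growth, cell division −0.46 (adjusted p = 0.46). Late growth to resting, cell division −3.91 (adjusted p = 0.14), IGF system 0.90 (adjusted p = 0.21), WNT antagonists 0.96 (adjusted p = 0.22). Early growth to resting, cell division −4.23 (adjusted p = 0.18).

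Leaving out 1 library at a time leaves 1 library in a phase, which is then assumed to vary like the other groups. The ranges over the 6 omissions: DEGs early to late growth, higher in late growth 112 to 850, higher in early growth 1111 to 2279. List medians early to late growth, cell division −0.55 to −0.43, FGF system −0.43 to 0.10, reference genes −0.11 to 0.052, interferon −0.66 to 0.076, clock −0.23 to 0.17, cell cycle inhibitors −0.077 to 0.12, BMP ligands and receptors −0.091 to 0.18, hedgehog −0.12 to 0.22, apoptosis −0.0053 to 0.15, heat shock −0.075 to 0.019. Genes early to late growth, FGFR2 −0.25 to 0.13, FGF18 −0.62 to 1.76, FGF2 −0.25 to 0.61, SRC −0.21 to 0.72. DEGs early growth to resting, higher in resting 1053 to 2177. List medians early growth to resting, BMP ligands and receptors −0.091 to 0.085. DEGs by pattern over the 3 phases, rose at both steps 1 to 77, highest in late growth 76 to 247, fell at both steps 34 to 110, lowest in late growth 634 to 1252. Genes early growth to resting, FGF10 −0.037 to 0.82. Genes late growth to resting, YAP1 −0.17 to 0.028. With the replicate number as a block the DEGs were 1847 and 240 for early and late growth, 1431 and 2295 for late growth and resting, and 2433 and 1398 for early growth and resting. Depth limits what can be said of genes near 0 TPM, since the reads behind each value are unknown.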

Differences from the paper's values

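No test in this part was chosen after the results were seen. The number of DEGs higher in late growth than in early growth is 259 here and 595 in the paper, set side by side at the thresholds visible in Table S1, which are looser than those the methods state. Of the alternatives set before the data were examined, median-of-ratios scaling (525), quantile normalization (670), leaving out early growth replicate 1 (850) and the adjusted p alone (684) come within 1.5 times of the paper's number, and the others do not. For genes higher in early growth, 1462 in the paper, median-of-ratios scaling gives 1262, quantile normalization 920 and the adjusted p alone 3710. Here quantile normalization and the adjusted p alone lie outside 1.5 times the paper's number. At the thresholds of the methods the counts are 519 and 85 for early and late growth and 478 and 1083 for late growth and resting, below the paper's 1462 and 595, and 1505 and 2416. Table S1 was held in part, 97.2% of 2057 genes for the first comparison and 51.0% of 3921 for the second. In these parts 783 and 1257 genes meet those thresholds, so the numbers are not counts of the whole table.

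Log2 fold changes of 4 genes lie further from the paper's than the larger standard error. The paper's error is the standard error of its fit. FGF10 was at 0.0921 and 0 TPM in late growth, so its values here are set by the pseudocount and its gaps to the paper's show no measured difference. For early growth minus late growth, FGF10 had 1.65 here and 4.49 in the paper (standard error 1.04), which only a pseudocount of 0.1 brings within that error (4.07). FGFR1 had 1.48 here and 1.22 in the paper (standard error 0.10), within the error with median-of-ratios scaling (1.15) and quantile normalization (1.16) and under no other alternative. IGF2 had 3.89 here and 4.48 in the paper (standard error 0.37), within it with pseudocounts of 0.1 and 0.5 (4.83 and 4.33) and without early growth replicate 1 (4.17) only. For late growth minus resting, FGF10 had −2.04 here and −5.43 in the paper (standard error 1.04), within it only with a pseudocount of 0.1 (−4.61). FGFR3 had −4.04 here and −4.55 in the paper (standard error 0.20), within it only with a pseudocount of 0.1 (−4.55). IGF2 had −3.16 here and −3.84 in the paper (standard error 0.38), within it with pseudocounts of 0.1 and 0.5 only (−4.07 and −3.58).

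Of the FGF pathway genes that the paper places as high in early growth or high in the resting phase, 12 are reported here. Tested between these phases, 4 of them pass in the stated direction: FGFBP1, FGF2, FGF18 and FGFR3. FGF9 (−2.23, adjusted p = 0.077), FGFR1 (−0.19, adjusted p = 0.19), SRC (−0.58, adjusted p = 0.18) and FGFR2 (0.34, adjusted p = 0.079) lean as stated without passing. FGFR1 leans the other way with median-of-ratios scaling (0.15), quantile normalization (0.19) and rescaled TPM. FGF9 passes with the replicate block (adjusted p = 0.043) and without resting replicate 1 (adjusted p = 0.027), SRC without early growth replicate 2 (adjusted p = 0.014), and FGFR2 with the 3 scalings and without early growth replicate 1 (adjusted p from 0.0030 to 0.020). FGF10, which the paper calls higher in growth, is on average higher in resting (0.39, adjusted p = 0.46, but −0.04 without early growth replicate 2), with 0.0921 and 0 TPM in late growth. FGF1, FGF6 and FGF23 had means under 1 TPM and were not tested.

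The paper shows CDK1 as declining over the 3 phases, and here its first step did not pass (−0.51, adjusted p = 0.099), except with only the 2 phases compared (adjusted p = 0.017) and without resting replicate 1 or 2 (adjusted p = 0.020 and 0.020). WIF1, shown as increasing, did not pass at its first step (0.62, adjusted p = 0.18), except with quantile normalization (adjusted p = 0.030) and without early growth replicate 1 (adjusted p = 0.015). FGFR3, described as increased toward the end of growth, was lowest in late growth (1.93 TPM on average) and highest in resting, where the paper's discussion also places it. The means that can be read from the bars of Fig. 3 match those computed here: IGFBP5 in early growth, for example, is about 38 TPM in Fig. 3, read by eye, and 38.2 here.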

Other observations

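Of the tests in this part, those of BMP3, WIF1 and FGF18 against the marker lists were chosen after the results were seen. Between early growth and resting, the whole span, 3917 DEGs were found, 2484 higher in early growth and 1433 in resting (36.6%), with a median log2 fold change of −0.27 over all tested genes. The balance turns with median-of-ratios scaling (median 0.04, 1547 and 2039, 56.9% in resting) and with quantile normalization (1847 and 1949, 51.3%), and with TPM rescaled without erythroid and muscle genes the share is 47.6%. Without early growth replicate 1, 2177 genes were higher in resting. Of 33 genes of cell division, none rose and 33 fell from early growth to resting (the same adjusted over the list alone), with a median of −4.23 (camera adjusted p = 2.2e-16, and adjusted p = 0.18 with an estimated correlation). Of 18 endothelial markers, none rose and 11 fell from early growth to resting (the same adjusted over the list alone), with a median of −1.55 (camera adjusted p = 0.0044, and adjusted p = 0.22 with an estimated correlation). Of 19 leukocyte markers, 6 rose and 1 fell from early growth to resting (6 higher and 0 lower adjusted over the list alone), with a median of 0.61 (camera adjusted p = 0.0054, and adjusted p = 0.22 with an estimated correlation). Of 17 erythroid markers, 9 rose and 3 fell from early growth to resting (the same adjusted over the list alone), with a median of 1.50 (camera adjusted p = 5.8e-05, and adjusted p = 0.18 with an estimated correlation). Of 19 immediate early genes, 15 rose and 2 fell from early growth to resting (16 higher and 2 lower adjusted over the list alone), with a median of 1.59 (camera adjusted p = 3.3e-08, and adjusted p = 0.18 with an estimated correlation).

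BMP3, WIF1 and FGF18 were higher in resting than in early growth by 5.20, 2.31 and 4.41. More dermal cells in the resting samples could raise WIF1, since the 90th percentile of the fibroblast markers over the same span is 3.03. BMP3 and FGF18 lie above it (standard errors 0.32 and 0.73), but such a percentile is no upper limit. In early growth BMP3 was listed at 0.578 and 0 TPM and FGF18 at 4.18 and 0 TPM, so their fold changes depend on the pseudocount. A dermal source stays open for them too. Smooth muscle or tissue that comes with it may raise all 3 genes, as the 90th percentile of the smooth muscle markers is 5.09, which BMP3 does not exceed by its standard error. For the 3 genes as a set neither source can be told apart from a change within the papilla ectoderm, because bulk libraries do not show which cells hold a transcript. For WIF1 the paper reports expression in the peripheral pulp, a dermal tissue, of normal embryonic flight feathers. Its discussion places the rise of WIF1 at the end of growth in the dermis nearby. The stained feathers were not the contour follicles sequenced here.

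NOTCH and hedgehog signals pattern the feather, and Hippo signaling through YAP controls tissue size. NOTCH1, a receptor, fell at both steps, by 0.60 and 0.59 on the log2 scale (adjusted p = 0.0079 and 0.0049). The first call was lost with median-of-ratios scaling (adjusted p = 0.11), with quantile normalization (adjusted p = 0.074) and without late growth replicate 1 or 2 (adjusted p = 0.059 and 0.054). Its ligand DLL1 fell by 0.54 from late growth to resting (adjusted p = 0.022), a call lost with TPM rescaled without erythroid and muscle genes (adjusted p = 0.093) and without late growth replicate 1 or 2 or resting replicate 1 (adjusted p from 0.071 to 0.13). YAP1 gave 0.20 and −0.07 at the 2 steps (adjusted p = 0.15 and 0.58). Its first step passed with median-of-ratios scaling (0.53) and quantile normalization (0.46), and the sign of the second turned with quantile normalization (0.04), with TPM rescaled without erythroid and muscle genes (0.13) and without late growth replicate 2 (0.03). SHH, the hedgehog ligand of the barb ridges, was listed at 0 TPM in both libraries of early growth and at 0 and 0.329 TPM in late growth, and reached 22.3 ± 3.86 TPM (SD, n = 2) in resting (log2 fold change from late growth 4.33, adjusted p = 1.5e-04). Of 18 NOTCH genes, 1 rose and 8 fell from early to late growth (2 higher and 10 lower adjusted over the list alone), with a median of −0.51 (camera adjusted p = 0.36). Of 18 NOTCH genes, 5 rose and 6 fell from late growth to resting (6 higher and 7 lower adjusted over the list alone), with a median of −0.31 (camera adjusted p = 0.48). The mean is 0.11. Of 19 Hippo and YAP genes, 1 rose and 4 fell from early to late growth (the same adjusted over the list alone), with a median of −0.12 (camera adjusted p = 0.71). Camera points upward, against the median. That median becomes 0.21 with median-of-ratios scaling and 0.18 with quantile normalization. Of 19 Hippo and YAP genes, 6 rose and 3 fell from late growth to resting (8 higher and 4 lower adjusted over the list alone), with a median of 0.17 (camera adjusted p = 0.30). Of 12 hedgehog genes, 1 rose and 5 fell from early to late growth (the same adjusted over the list alone), with a median of 0.06 (camera adjusted p = 0.67). The mean is −0.09. That median becomes −0.09 with a filter at 5 TPM, −0.12 without early growth replicate 2 and −0.06 without late growth replicate 2. Of 12 hedgehog genes, 2 rose and 2 fell from late growth to resting (1 higher and 2 lower adjusted over the list alone), with a median of −0.15 (camera adjusted p = 0.83). The mean is 0.11. That median becomes 0.04 with TPM rescaled without erythroid and muscle genes. Of 34 WNT ligands, receptors and targets, 5 rose and 12 fell from early to late growth (6 higher and 14 lower adjusted over the list alone), with a median of −0.36 (camera adjusted p = 0.79). Against this median, camera points upward. That median becomes 0.04 with quantile normalization.

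Energy metabolism, stress and the clock can shift with the growth state of a tissue or with its handling. Of 21 genes of glycolysis, 5 rose and 4 fell from early to late growth (the same adjusted over the list alone), with a median of −0.04 (camera adjusted p = 0.088). In camera the sign is upward. That median becomes 0.25 with median-of-ratios scaling and 0.13 with quantile normalization. The camera call changed, with adjusted p = 0.0042 with median-of-ratios scaling. Of 21 genes of glycolysis, 3 rose and 13 fell from late growth to resting (3 higher and 14 lower adjusted over the list alone), with a median of −0.50 (camera adjusted p = 0.0054, and adjusted p = 0.22 with an estimated correlation). Of 34 respiratory chain genes, none rose and 11 fell from early to late growth (0 higher and 12 lower adjusted over the list alone), with a median of −0.18 (camera adjusted p = 0.32). That median becomes 0.15 with median-of-ratios scaling. Of 34 respiratory chain genes, 2 rose and 18 fell from late growth to resting (the same adjusted over the list alone), with a median of −0.34 (camera adjusted p = 5.9e-04, and adjusted p = 0.15 with an estimated correlation). As a call this changed, with adjusted p = 0.092 with quantile normalization. Of 28 lipid genes, 2 rose and 8 fell from early to late growth (the same adjusted over the list alone), with a median of −0.25 (camera adjusted p = 0.85). The direction in camera is upward. That median becomes 0.08 with median-of-ratios scaling. Of 18 clock genes, 1 rose and 4 fell from early to late growth (the same adjusted over the list alone), with a median of −0.05 (camera adjusted p = 0.52). Camera points upward, against the median. That median becomes 0.004 without a filter, 0.25 with median-of-ratios scaling, 0.33 with quantile normalization, 0.17 without early growth replicate 1 and 0.07 without late growth replicate 1. Of 18 clock genes, 11 rose and 1 fell from late growth to resting (the same adjusted over the list alone), with a median of 0.75 (camera adjusted p = 0.0070, and adjusted p = 0.31 with an estimated correlation). Of 20 interferon-stimulated genes, 1 rose and 4 fell from early to late growth (the same adjusted over the list alone), with a median of −0.23 (camera adjusted p = 0.71). Against this median, camera points upward. That median becomes 0.26 with quantile normalization and 0.08 without early growth replicate 1. Of 20 interferon-stimulated genes, 15 rose and 1 fell from late growth to resting (the same adjusted over the list alone), with a median of 1.31 (camera adjusted p = 5.9e-04, and adjusted p = 0.31 with an estimated correlation). Of 21 apoptosis genes, 3 rose and 3 fell from early to late growth (the same adjusted over the list alone), with a median of 0.13 (camera adjusted p = 0.047, and adjusted p = 0.31 with an estimated correlation). That median becomes −0.03 with a filter at 5 TPM and −0.005 without early growth replicate 2. In alternatives the adjusted p was 0.058 with a pseudocount of 0.1, 0.053 with a pseudocount of 0.5, 0.12 without a filter, 0.12 with a filter at 5 TPM, 0.051 with TPM rescaled without erythroid and muscle genes, 0.13 without early growth replicate 1, 0.075 without late growth replicate 1 and 0.053 without late growth replicate 2. Of 21 apoptosis genes, 3 rose and 10 fell from late growth to resting (the same adjusted over the list alone), with a median of −0.39 (camera adjusted p = 0.100). The camera call changed, with adjusted p = 0.036 without a filter. Of 23 cell cycle inhibitors and quiescence genes, 7 rose and 6 fell from early to late growth (8 higher and 7 lower adjusted over the list alone), with a median of −0.08 (camera adjusted p = 0.088). In camera the sign is upward. That median becomes 0.25 with median-of-ratios scaling, 0.21 with quantile normalization, 0.12 without early growth replicate 1 and 0.02 without late growth replicate 2. As a call this changed, with adjusted p = 0.021 without early growth replicate 2.

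Immediate early and heat shock genes respond to the stress of dissection, and reference genes are taken as steady. Of 19 immediate early genes, 7 rose and 3 fell from early to late growth (9 higher and 4 lower adjusted over the list alone), with a median of 0.13 (camera adjusted p = 8.1e-04, and adjusted p = 0.21 with an estimated correlation). Of 19 immediate early genes, 12 rose and 1 fell from late growth to resting (the same adjusted over the list alone), with a median of 1.19 (camera adjusted p = 5.9e-04, and adjusted p = 0.15 with an estimated correlation). Of 21 heat shock genes, 7 rose and 5 fell from early to late growth (8 higher and 7 lower adjusted over the list alone), with a median of −0.02 (camera adjusted p = 0.075). The direction in camera is upward. That median becomes 0.31 with median-of-ratios scaling, 0.08 with quantile normalization and 0.02 without late growth replicate 1. In alternatives the adjusted p was 0.0067 with median-of-ratios scaling, 0.015 without early growth replicate 2 and 0.038 without late growth replicate 1. Of 21 heat shock genes, 6 rose and 14 fell from late growth to resting (the same adjusted over the list alone), with a median of −0.65 (camera adjusted p = 0.013, and adjusted p = 0.31 with an estimated correlation). The camera call changed, with adjusted p = 0.095 with quantile normalization. Of 18 reference genes, 4 rose and 6 fell from early to late growth (5 higher and 6 lower adjusted over the list alone), with a median of −0.04 (camera adjusted p = 0.17). Camera points upward, against the median. That median becomes 0.28 with median-of-ratios scaling, 0.05 without early growth replicate 1 and 0.04 without late growth replicate 1. As a call this changed, with adjusted p = 0.017 with median-of-ratios scaling. Of 18 reference genes, 3 rose and 12 fell from late growth to resting (the same adjusted over the list alone), with a median of −0.51 (camera adjusted p = 8.7e-04, and adjusted p = 0.15 with an estimated correlation). Among markers of other cells, of 17 erythroid markers, 1 rose and 4 fell from early to late growth (the same adjusted over the list alone), with a median of −0.32 (camera adjusted p = 0.76). Against this median, camera points upward. That median becomes 0.11 with quantile normalization. Of 10 Schwann cell and neuron markers, none rose and 4 fell from early to late growth (0 higher and 5 lower adjusted over the list alone), with a median of −0.71 (camera adjusted p = 0.36). Of 10 Schwann cell and neuron markers, 6 rose and 2 fell from late growth to resting (the same adjusted over the list alone), with a median of 2.64 (camera adjusted p = 0.12). Of 4 striated muscle markers, 1 rose and 1 fell from early to late growth (the same adjusted over the list alone), with a median of 0.04, too few genes for a test as a set. Of 4 striated muscle markers, 2 rose and none fell from late growth to resting (the same adjusted over the list alone), with a median of 2.58, too few genes for a test as a set. Of 4 melanocyte markers, none rose and 2 fell from early to late growth (the same adjusted over the list alone), with a median of −0.47, too few genes for a test as a set. Of 4 melanocyte markers, 1 rose and none fell from late growth to resting (2 higher and 0 lower adjusted over the list alone), with a median of 1.31, too few genes for a test as a set.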
